# Hypoxia-Induced miR-210 Is Necessary for Vascular Regeneration upon Acute Limb Ischemia

**DOI:** 10.3390/ijms21010129

**Published:** 2019-12-24

**Authors:** Germana Zaccagnini, Biagina Maimone, Paola Fuschi, Marialucia Longo, Daniel Da Silva, Matteo Carrara, Christine Voellenkle, Laura Perani, Antonio Esposito, Carlo Gaetano, Fabio Martelli

**Keywords:** miR-210, angiogenesis, limb ischemia, myocardial infarction

## Abstract

Critical limb ischemia is the most serious form of peripheral artery disease, characterized by severe functional consequences, difficult clinical management and reduced life expectancy. The goal of this study was to investigate the miR-210 role in the neo-angiogenic response after acute limb ischemia. Complementary approaches were used in a mouse model of hindlimb ischemia: miR-210 loss-of-function was obtained by administration of LNA-oligonucleotides anti-miR-210; for miR-210 gain-of-function, a doxycycline-inducible miR-210 transgenic mouse was used. We tested miR-210 ability to stimulate vascular regeneration following ischemia. We found that miR-210 was necessary and sufficient to stimulate blood perfusion recovery, as well as arteriolar and capillary density increase, in the ischemic muscle. To clarify the molecular events underpinning miR-210 pro-angiogenic action, the transcriptomic changes in ischemic muscles upon miR-210 blocking were analyzed. We found that miR-210 impacted the transcriptome significantly, regulating pathways and functions linked to vascular regeneration. In agreement with a pro-angiogenic role, miR-210 also improved cardiac function and left ventricular remodeling after myocardial infarction. Moreover, miR-210 blocking decreased capillary density in a Matrigel plug assay, indicating that miR-210 is necessary for angiogenesis independently of ischemia. Collectively, these data indicate that miR-210 plays a pivotal role in promoting vascular regeneration.

## 1. Introduction

Peripheral artery disease (PAD) is a pathological condition in which blood flow is insufficient to meet metabolic demand. This pathology is estimated to affect more than 200 million people worldwide, with a high incidence not only in high-income countries, but also in low- and middle-income areas of the world [1,2]. PAD is mostly caused by stenosis, embolism, or thrombosis involving the arteries supplying the leg [3]. Critical limb ischemia is the most serious form of PAD, characterized by severe functional consequences, difficult clinical management and reduced life expectancy [4].

A crucial component of ischemia is hypoxia that triggers a complex program of responses aimed at counteracting the effects of decreased oxygen tension, removing irreversibly damaged cells, restoring tissue perfusion, and regenerating the vascular network [5]. A specific subset of miRNAs, named hypoxia-induced miRNAs or hypoxamiRs, is expressed in response to hypoxia and modulates several target genes involved in these processes [6]. Among these miRNAs, miR-210 can be considered the master hypoxamiR, since it has been found to be upregulated by hypoxia in all cell types and tissues tested to date, carrying out a variety of functions [7]. Indeed, miR-210 is a target of Hypoxia-Inducible Factor 1-(HIF1A) [5], which directly activates its transcription under low oxygen tension [7,8].

Preclinical and clinical evidence confirm the crucial role of miR-210 in the regulation of cell responses to hypoxia and ischemia. Indeed, miR-210 has been found upregulated in different ischemic diseases, such as ischemic wounds [9], hindlimb ischemia in mice [10], brain transient focal ischemia in rats [11], myocardial infarction in humans [12], and in heart failure of diabetic patients affected by dilated ischemic cardiomyopathy [13].

Under hypoxia, miR-210 modulates mRNA transcripts involved in multiple processes of cellular response. In particular, it can repress mitochondrial metabolism, promoting the shift from mitochondrial respiration to glycolysis [14], inhibiting apoptosis [10,15] and supporting stem-cell survival [16,17]. Accordingly, in limb ischemia, we previously found that miR-210 overexpressing transgenic mice were protected from acute ischemic damage to skeletal muscle and blood vessels [18]. Using a complementary approach, we also found that miR-210 inhibition increased acute skeletal muscle damage with a ROS-mediated mechanism due to insufficient down-regulation of oxidative metabolism upon ischemia [10].

MiR-210 seems to play a role not only in the acute response to hypoxia/ischemia, but also in the following phases when the vascular network is regenerated, re-establishing oxygen and nutrient supply [19]. Indeed, in vitro data show that miR-210 induces capillary-like structures formation and endothelial cell migration [6,15,19]. This evidence prompted studies aimed at demonstrating the ability of miR-210 to stimulate angiogenesis in ischemic disease models. Driven by a translational purpose, in these investigations, an overexpression strategy in the ischemic tissue was adopted, showing miR-210′s ability to stimulate angiogenesis in heart [20,21,22,23], brain [24,25] and limb ischemia [26]. However, a combination of gain- and loss-of-function approaches is instrumental in providing a clear picture of miR-210 implication in the pathogenetic mechanisms underpinning the ischemia-induced angiogenic response. Using complementary and technically independent approaches in parallel experiments, we found that miR-210 plays a pivotal role in promoting the vascular regeneration and angiogenesis processes following critical ischemia.

## 2. Results

### 2.1. MiR-210 Expression Is Induced during the Neo-Angiogenic Response Following Ischemia

To test the role played by miR-210 in the neo-vascularization process that follows acute hindlimb ischemia, C57BL/6N male mice underwent femoral artery dissection [27], and miR-210 expression was measured at different time points after ischemia in gastrocnemius muscles (Supplementary Figure S1). In keeping with previous findings obtained in a different mouse strain [10], miR-210 levels were significantly higher in ischemic muscles compared to non-ischemic contralateral controls, reaching the maximal upregulation 3 days after surgery and remaining high until day 7.

Next, we determined the changes in capillary density in gastrocnemius muscles at different time points after ischemia. After surgery, capillary density decreased to a minimum at 2 days after ischemia, then started to recover and returned to basal level at day 14 (Supplementary Figure S2).

Since the neo-angiogenic response largely overlapped with miR-210 induction, we wondered whether miR-210 might play a role in the vascular regeneration process that follows ischemia.

To test this hypothesis, two complementary approaches were adopted, of either gain- or loss-of-function. In the loss-of-function approach, miR-210 was blocked by systemic administration of an LNA-modified complementary oligonucleotide (ANTI-210). Control mice received a scrambled (SCR) sequence. Given that we previously demonstrated that miR-210 blockade increases acute ischemic tissue damage [10], we injected the ANTI-210 five days after surgery, i.e., after the maximal vascular damage phase (day 2), and when the regeneration phase had started (Supplementary Figure S2). Then, we evaluated the angiogenic response 2 and 9 days later (at day 7 and day 14 after surgery, respectively). The experimental plan is schematized in Supplementary Figure S3A.

In the reciprocal gain of function approach, we took advantage of a doxycycline-inducible miR-210 transgenic mouse strain (Tg210) that we had generated and validated in the past [18]. In this case, miR-210 overexpression was induced by doxycycline administration starting from day 4 after surgery and neovascularization was assayed 3 days later. To account for potential effects of the drug, doxycycline was administered to control WT mice as well (Supplementary Figure S3B).

First, we tested the effectiveness of miR-210 modulation in both models. We found that ANTI-210 efficiently blocked miR-210 expression in ischemic muscles compared to ischemic SCR controls, both at 2 and 9 days after treatment (Supplementary Figure S4A). Then, we analyzed miR-210 expression levels in the transgenic model in a time course. We observed that doxycycline administration led to rapid induction of miR-210 expression in the non-ischemic muscles of Tg210^Doxy^ compared to WT^Doxy^ controls (Supplementary Figure S4B). Of note, miR-210 expression remained within physiological limits [7,15,19].

Thus, two independent models were established to study miR-210 role in the vascular regeneration following ischemia.

### 2.2. MiR-210 Stimulates Blood Flow Recovery In Vivo after Hindlimb Ischemia

To investigate the functional role of miR-210 in the neo-vascularization process following ischemia, we measured calf perfusion by ultrasound (Figure 1). Before miR-210 blocking, we measured the residual calf perfusion of ischemic untreated mice 1 day after surgery. As expected, perfusion, expressed as vascularity ratio, was markedly decreased in the ischemic limb (Figure 1B). Then, mice were randomized in two groups of treatment, SCR or ANTI-210. We observed a significant reduction of calf perfusion in ANTI-210 mice compared to SCR controls, 7 days after ischemia (Figure 1A,B).

Next, perfusion recovery was measured in Tg210 mice. Hindlimb ischemia was induced, and calf perfusion was assayed in both WT and Tg210 mice at 3 days of ischemia. We found no significant difference in residual perfusion between the two groups (Figure 1D), indicating that similar levels of vascular damage were induced. Following doxycycline administration, we observed a significant improvement of perfusion in Tg210^Doxy^ mice at day 7 of ischemia (Figure 1C,D).

### 2.3. MiR-210 Expression Increases Arteriolar Length Density and Capillary Density after Hindlimb Ischemia

To corroborate the blood perfusion data, morphometric analysis of the vascular system was performed in histological sections of gastrocnemius muscles.

Arteriolar length density (ALD) was assessed on α-smooth muscle actin (α-SMA) stained sections 7 days after ischemia (Figure 2A–D). It was found that when miR-210 was blocked, ALD (4–10.99 µm) was lower compared to SCR controls (Figure 2A,B). Conversely, in Tg210^Doxy^ mice, ALD was significantly increased compared to WT^Doxy^ controls (Figure 2C,D).

Capillary density was also evaluated in hematoxylin/eosin stained sections of gastrocnemius muscles 7 days after ischemia (Figure 2E–H). After miR-210 blocking, capillary density significantly decreased (Figure 2E,F). Interestingly, similar results were also observed at day 14 after ischemia (Supplementary Figure S5). Conversely, when Tg210^Doxy^ mice were analyzed, a significantly higher capillary density was observed compared with WT^Doxy^ controls (Figure 2G,H).

Of note, capillary density was not affected in non-ischemic controlateral muscles of Tg210^Doxy^ mice (wt = 537.9 ± 24.6, Tg210^Doxy^ = 546.6 ± 16.0 capillaries/mm^2^; *n* = 10/group, *p* = non significant).

Collectively, data of blood perfusion and histology show a functionally relevant role of miR-210 in the neo-vascularization process following acute ischemia.

### 2.4. The MiR-210 Impact on the Transcriptome Indicates Regulation of Vascular Regeneration Pathways

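Gene expression was measured in the ischemic gastrocnemius muscle of 22 male C57BL/6N mice aged 8 to 12 weeks. Hindlimb ischemia was induced by removal of the femoral artery. On day 5 the mice received 12 mg/kg of an LNA-oligonucleotide, and the muscles were taken on day 7. The 11 ANTI-210 mice received the sequence GCTGTCACACGCACA, which is complementary to miR-210, and the 11 SCR mice received the scrambled sequence CGTCTAGCCACCTAG. In the series text the reagents are named LNA-GAPmers, a type of oligonucleotide that makes RNase H cut the RNA it pairs with, and in the paper's methods they are named LNA inhibitors of microRNA. From each muscle 200 ng of total RNA was labelled and hybridized to an array of an Illumina MouseWG-6 v2 BeadChip, a chip that carries several arrays, on which each gene is read by 1 or more probes made of many beads. Which mice shared a chip is not given in the sources used here. The methods state that the authors took bead summary values from GenomeStudio, quantile normalized them and filtered them for expression and probe quality with the beadarray package. The deposited values are on a log scale, taken as log2 from their range of 4.35 to 15.4, which is the same on every array. They cover 38563 probes, of which 32093 carry 1 gene symbol, 16 carry several and 6454 carry none. The symbols name 18524 genes, and where a gene had several probes the one with the highest mean over all mice was used. Differences are ANTI-210 minus SCR on the log2 scale, tested with limma, and each mouse is 1 replicate. Many probes are dim: 62.6% had a mean under 6 on the log2 scale, close to the floor of the array, where a change in RNA moves the value little. The number of arrays limits the precision, with a median standard error of 0.07 per probe.

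No pair of arrays held identical values, and the correlation between arrays lay between 0.947 and 0.997. The first principal component held 63.6% of the variance. The second held 7.31% and separated replicate numbers 1 to 3 of both groups, at -24.9 to -14.9, from numbers 4 to 11, at -6.06 to 22.0. Between these 2 sets 893 probes differed at an adjusted p under 0.05, and 519 of them were higher in numbers 1 to 3; the sets were drawn from these same values, so this count describes the split and does not test it. The labels and the paper's text name no batch, so differences between the treatments are also given within numbers 1 to 3 (3 mice against 3, where an exact permutation test cannot go below 0.1) and within numbers 4 to 11 (8 against 8).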

In order to understand the consequences of miR-210 inhibition on the ischemia response, the ensuing transcriptomic changes were investigated using microarray analysis in gastrocnemius muscles of ANTI-210 and SCR treated mice, 7 days after ischemia. Using bioinformatics techniques, data were analyzed, normalized and filtered, and differentially expressed genes were identified.

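Ap1b1, which encodes the β subunit of the AP-1 clathrin adaptor complex, showed the largest difference of any gene. Its log2 intensity was 10.72 ± 0.19 (SD, n = 11) in SCR muscles and 9.03 ± 0.56 (SD, n = 11) in ANTI-210 muscles, a log2 difference of -1.69 (standard error 0.17, adjusted p = 7.84e-05 from limma over all probes). Ap1m1, which encodes a μ subunit of the same complex, had a log2 difference of -0.61 (standard error 0.10, adjusted p = 0.0730 from limma), and its dimmer probe gave -0.49. The largest increase was in Chad, which encodes the cartilage matrix protein chondroadherin, at 1.17 (standard error 0.23, unadjusted p = 4.37e-05). Fmod, which encodes fibromodulin, was higher by 0.82 (unadjusted p = 5.73e-05) and Kera, which encodes keratocan, by 0.61 (unadjusted p = 8.68e-04).

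Besides Chad, Fmod and Kera, the 10 largest increases among genes with an unadjusted p under 0.05 were in the secreted factor Angptl7 (0.90), the lipid droplet gene Pnpla3 (0.65), Gm4951 (0.64), the Wnt inhibitor Wif1 (0.63), Hamp2 (0.61) and the interferon-induced genes Gbp2 (0.60) and Ifit3 (0.59). After Ap1b1 and Ap1m1, the 10 largest decreases were in the heme exporter Flvcr1 (-0.42), Klk1b26 (-0.41), the RNA-binding protein gene Igf2bp3 (-0.36), Ppp1r16a (-0.34), the RNA polymerase I subunit Polr1b (-0.30), Oaz3 (-0.30), the DNA helicase Rtel1 (-0.30) and Nkx6-2 (-0.30). None of these 8 genes had an adjusted p under 0.9. Hamp2, Igf2bp3, Oaz3 and Nkx6-2 lie near the floor of the array. The 2 brighter of the other probes of Rtel1 gave -0.12 and -0.15. When 1 mouse was left out in turn, Ifit3 missed the threshold in 15 of 22 cases, Flvcr1 and Klk1b26 in 11, Nkx6-2 in 7 and Rtel1 in 5. For Rtel1 the difference was between -0.14 and -0.095 without SCR replicate 1, 2, 3, 4, 7 or 11 or ANTI-210 replicate 8, where another of its probes, of nearly equal mean, became the brightest.

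In all, 1316 of the 38563 probes had an unadjusted p under 0.05 from limma, 567 of them higher and 749 lower with ANTI-210. Evenly spread p-values would give about 1928 probes. Other splits of these mice into groups of 11 gave a median of 1132 probes, from 678 to 10887. With the real groups the gene count was 642 of 18524, with 269 higher and 373 lower. After Benjamini-Hochberg adjustment over all probes 2 were left, Ap1b1 and Cilp2, and after adjustment over the 18524 genes 3, with Ap1m1 among them. Cilp2, a cartilage matrix gene named after its values were seen, was higher by 0.57 (standard error 0.08, adjusted p = 0.0122 from limma), from 4.87 ± 0.19 (SD, n = 11) in SCR muscles, near the floor of the array. In replicate numbers 1 to 3 the differences were -1.91 for Ap1b1, -0.76 for Ap1m1, 1.14 for Chad, 1.40 for Fmod, 0.81 for Kera and 0.74 for Cilp2. Within numbers 4 to 11 they were -1.60, -0.56, 1.18, 0.60, 0.54 and 0.51, with exact permutation p between 3.11e-04 for Ap1b1 and 0.00715 for Kera. In numbers 1 to 3 and within numbers 4 to 11, in that order, Wif1 had 0.78 and 0.57, Pnpla3 1.16 and 0.46, Rtel1 -0.22 and -0.33, and Oaz3, whose sign turned, 0.07 and -0.44, with exact permutation p under 0.05 within numbers 4 to 11. The exact permutation p there was 0.0785 or more for Angptl7 (1.60 and 0.65), Gm4951 (1.54 and 0.30), Ifit3 (1.49 and 0.26), Gbp2 (1.43 and 0.29), Hamp2 (1.00 and 0.47), Polr1b (-0.94 and -0.06), Ppp1r16a (-0.78 and -0.17), Nkx6-2 (-0.66 and -0.16), Klk1b26 (-0.48 and -0.38) and Igf2bp3 (-0.47 and -0.32). The probe count was 3628 with array weights, 2298 with the first principal component as a covariate and 492 after a filter on dim probes.

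**Figure D1:**
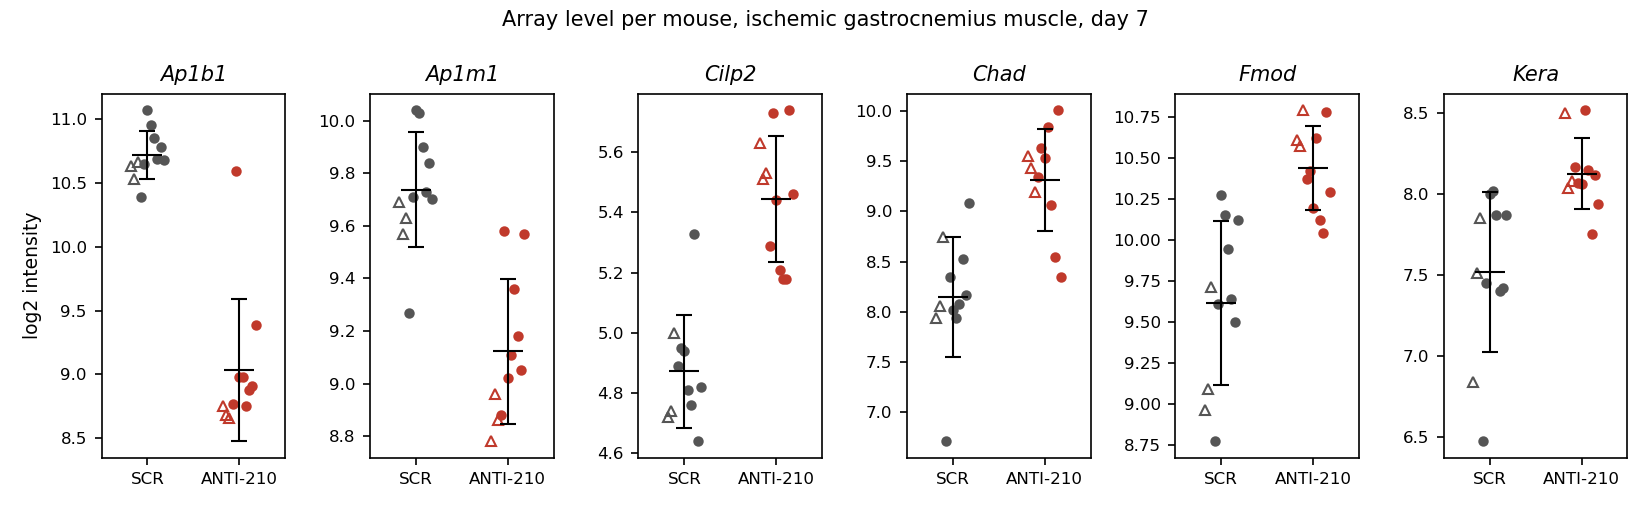
Log2 intensity of 6 genes in each mouse, with SCR mice in grey and ANTI-210 mice in red; triangles are replicate numbers 1 to 3, circles numbers 4 to 11, and bars the mean ± SD of 11 mice. For Ap1b1, 10 of 11 ANTI-210 mice lie below the lowest SCR mouse at 10.39, and ANTI-210 replicate 5 lies at 10.59; the vertical axes differ between genes and do not start at 0.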

MiRNAs target multiple genes, displaying in many circumstances a small regulatory effect on each target, but yielding a significant biological impact affecting several components of the same pathway [28]. Thus, instead of focusing on a small number of miR-210 targets, we concentrated on gene-ontology enrichment-analysis of the differentially expressed genes to detect coordinated gene-level differential-expression in specific pathways (Supplementary Figure S6). 

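Markers of mature muscle fibres, such as the contractile proteins, differed between ANTI-210 and SCR muscles by 0.01 on average over 31 genes (95% interval -0.23 to 0.25, median over the genes -0.0045), and none of them had an unadjusted p under 0.05 from limma. Markers of satellite cells and regenerating fibres differed by 0.11 over 17 genes, of which the muscle transcription factor Mef2c alone passed, at -0.15, and it missed the threshold in 5 of 22 cases when 1 mouse was left out. The next brightest probes of Mef2c gave -0.0055 and -0.13, and the mean of all its probes did not pass (unadjusted p = 0.164). Genes of muscle atrophy and proteolysis differed by -0.02 over 21 genes, of which the proteasome subunit Psma2 alone passed, at 0.10 (not past in 9 of the 22 cases). Genes of cytosolic ribosomal proteins differed by 0.03 over 31 genes with none past the threshold. With array weights 5 of the ribosomal genes and 0 of the mature fibre markers passed. With the first principal component as a covariate 1 and 2 did. When 1 mouse was left out, at most 1 and 2 did.

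These values come from 36 gene lists that stand in for the ontology terms, which were not analysed here. For each mouse the log2 values of a list's genes, each relative to its mean over all 22 mice, were averaged, and the difference between the group means was tested by a two-sided permutation test with Benjamini-Hochberg adjustment over the 36 lists. No list reached an adjusted p under 0.05, and the smallest was 0.360. Markers of other tissues that a dissected muscle can hold were likewise not past it. Adipocyte markers differed by 0.15 over 9 genes, and Retn, which encodes resistin, alone passed among single genes, at -0.08 and near the floor of the array (not past in 10 of the 22 cases). Schwann cell and nerve markers differed by 0.14 over 9 genes, red blood cell markers by 0.11 over 6 and epidermis markers by 0.17 over 7. Markers of fibro-adipogenic progenitors differed by 0.12 over 10, and no single gene of these lists was past the threshold. With array weights 4 of the 10 progenitor markers and 1 of the 6 red blood cell markers passed the threshold. Circadian clock genes (15) and immediate early genes (14) differed by -0.05 and -0.06, with none past it.

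Taken within replicate numbers 1 to 3, the satellite cell list differed by 0.71, mature fibre markers by -0.28, ribosomal proteins by 0.21, nerve markers by 0.44 and progenitor markers by 0.38. Within numbers 4 to 11 the same lists differed by -0.12, 0.12, -0.05, 0.03 and 0.02. Adipocyte markers differed by 0.29 and 0.10 in these 2 sets, red blood cell markers by 0.21 and 0.07, epidermis markers by 0.19 and 0.16, atrophy genes by -0.06 and -0.0032, circadian clock genes by -0.25 and 0.02 and immediate early genes by -0.06 and -0.05. The exact permutation p within numbers 4 to 11 was 0.450 or more for each of these lists.

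**Figure D2:**
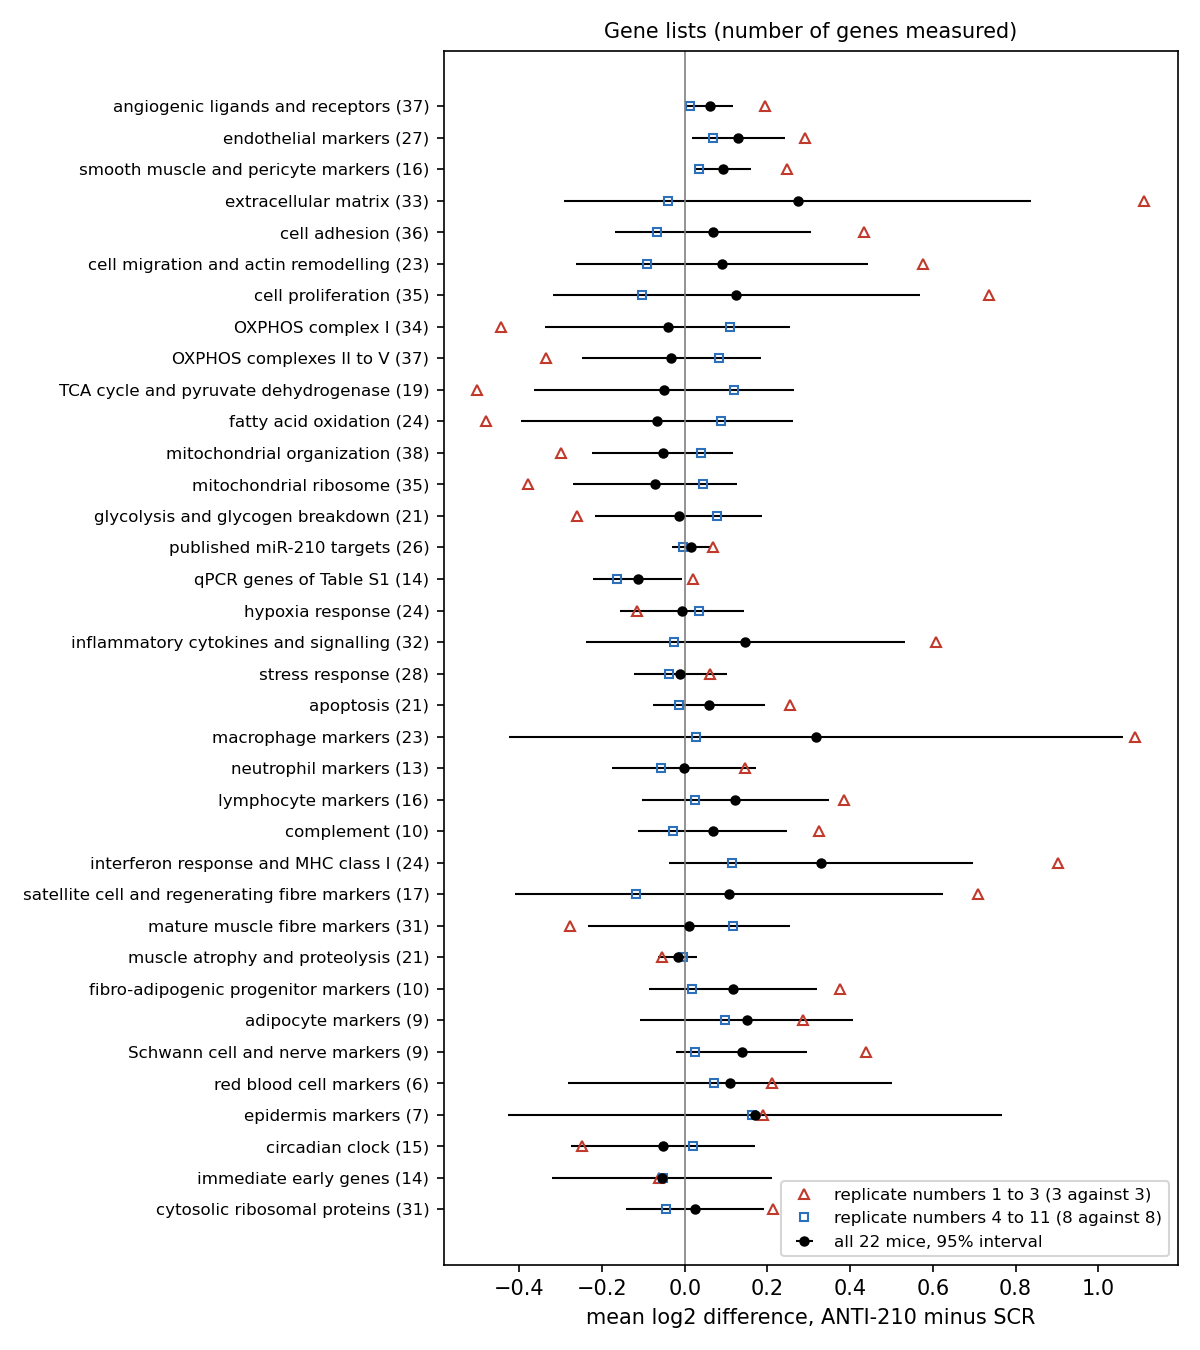
Mean log2 difference, ANTI-210 minus SCR, of each of 36 gene lists, with the number of genes measured in parentheses; black points and bars are all 22 mice with a 95% interval of the difference between group means, triangles replicate numbers 1 to 3 and squares numbers 4 to 11. For 35 of the 36 lists the triangle lies farther from 0 than the square.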

The bioinformatics step was followed by qPCR validation of a subset of genes belonging to different functional categories. 

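Of the 14 genes measured by qPCR in Table S1, 4 had an unadjusted p under 0.05 from limma on the arrays. Ap1b1 and Ap1m1 were lower with ANTI-210, as was Flvcr1, from 10.47 ± 0.62 (SD, n = 11) to 10.05 ± 0.27 (SD, n = 11; unadjusted p = 0.0425), whose second probe lies near the floor and gave -0.0055. Fzr1, which encodes an activator of the anaphase-promoting complex, was higher by 0.24 (unadjusted p = 0.00372), while its 2 dimmer probes gave -0.01 and -0.07. When adjusted over the list alone, 3 of these 4 passed; the list was chosen by the study on these samples, so this count is not independent evidence.

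The other 10 genes did not pass the test. The matrix genes Col1a1, Fn1, Col3a1, Lox and Mmp2 had log2 differences of 0.46, 0.38, 0.26, 0.34 and 0.34, with unadjusted p from 0.180 for Mmp2 to 0.474 for Col3a1. The growth factor genes Egf and Fgf1 both had a difference of -0.25, and the brightest probe of the transcriptional co-regulator Cited2 had -0.15. Its 2 dimmer probes gave -0.42 and -0.36, with unadjusted p of 0.0285 and 0.0341. The TCA cycle genes Mdh1 and Suclg2 had -0.12 and -0.11. Spread between mice was wide for these genes, with an SD of 1.11 for Fn1 and 1.23 for Lox among the SCR mice. For replicate numbers 1 to 3 the differences were 1.71 for Col1a1, 1.93 for Fn1 and -1.42 for Fgf1, and within numbers 4 to 11 they were -0.01, -0.19 and 0.18. Fzr1 had 0.30 and 0.22 in the 2 sets and Flvcr1 -0.60 and -0.36, with exact permutation p of 0.0350 and 0.226 within numbers 4 to 11. Over all 14 genes the mean difference was -0.11 (permutation p = 0.0410, adjusted p = 0.369 over 36 lists), with 0.02 within numbers 1 to 3 and -0.16 within numbers 4 to 11 (exact permutation p = 0.0270). This mean rests on Ap1b1: over the other 13 genes it was 0.0071.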

A general concordance between modulations measured by qPCR and microarray was observed, confirming the validity of the approach (Supplementary Figure S7). This analysis allowed us to identify several terms falling into the biological macro areas of angiogenesis and blood vessel development, as well as related categories, such as cell adhesion, migration and proliferation. These findings are in agreement with the identified positive role played by miR-210 in the neo-vascularization process.

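Endothelial markers were higher with ANTI-210 in 7 of 27 genes measured and lower in none at an unadjusted p under 0.05 from limma. They included the endothelial sialomucin Emcn (0.21, standard error 0.07) and the junction cadherin Cdh5 (0.25, standard error 0.09). The surface antigen Ly6c1 (0.30, standard error 0.11) and the guidance receptor Robo4 (0.20, standard error 0.08) were also among them. Over the other settings Robo4 ran down to 0.07 and missed the threshold in 1. Among 37 angiogenic ligands and receptors 3 were higher and none was lower. They were the lymphangiogenic growth factor Vegfc (0.21), the chemokine Cxcl12 (0.35) and the angiopoietin receptor Tek (0.19). Tek is also 1 of the 7 endothelial markers past the threshold, so the counts overlap. It missed the threshold in 15 of 22 cases when 1 mouse was left out and in 7 other settings. With the mean of all its probes Cxcl12 did not pass either (unadjusted p = 0.0774). Vegfa differed by -0.03 (standard error 0.30) and Hif1a by 0.04 (standard error 0.22), neither past the threshold, and Fgf2 lay near the floor of the array. Smooth muscle and pericyte markers had no gene of 16 past it, with Myh11 at 0.26, Mcam at 0.21 and Acta2, the α-SMA gene, at 0.48 (standard error 0.39).

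Averaged over the list, endothelial markers differed by 0.13 (permutation p = 0.0268), angiogenic genes by 0.06 (p = 0.0311) and smooth muscle and pericyte markers by 0.09 (p = 0.00999). None of the 3 passed after adjustment over 36 lists, with adjusted p of 0.369, 0.369 and 0.360, and none of the single genes passed when adjusted over the list alone. Within replicate numbers 1 to 3 these lists differed by 0.29, 0.19 and 0.25, and within numbers 4 to 11 by 0.07, 0.01 and 0.03 (exact permutation p of 0.239, 0.592 and 0.324). The endothelial count was 4 without SCR replicate 1 and also without ANTI-210 replicate 1, 7 or 10, and 8 at most when 1 mouse was left out. The angiogenic count was 1 without SCR replicate 1 or 2 and 5 without SCR replicate 6. The smooth muscle and pericyte count ran from 0 to 2 when 1 mouse was left out. With array weights 10 endothelial, 7 angiogenic and 4 smooth muscle genes passed, and with the first principal component as a covariate 7, 6 and 5.

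Of 33 extracellular matrix genes Fmod and the basement membrane collagen Col15a1 (0.28, not past in 8 of the 22 cases) were higher, and Fmod passed when adjusted over the list alone. The list differed by 0.27 (permutation p = 0.318), and Col4a2 by 0.30 (unadjusted p = 0.0581). Cell adhesion had no gene of 36 past the threshold, cell migration and actin remodelling none of 23, and cell proliferation none of 35. The smallest unadjusted p in these 3 lists belonged to the cadherin Cdh2 (0.07, near the floor of the array), the actin-linking protein Msn (0.31) and the nucleotide synthesis enzyme Tyms (0.39). Averaged over the list, adhesion genes differed by 0.07, migration genes by 0.09 and proliferation genes by 0.12, with permutation p of 0.545, 0.594 and 0.559. Within numbers 1 to 3 the matrix list differed by 1.11, adhesion by 0.43, migration by 0.58 and proliferation by 0.74; within numbers 4 to 11 they differed by -0.04, -0.07, -0.09 and -0.10, with exact permutation p of 0.629 or more. With the first principal component removed the matrix list within numbers 4 to 11 turned to 0.095 (exact permutation p = 0.0536). With array weights 11 matrix, 3 adhesion, 1 migration and 2 proliferation genes passed, and with the first principal component as a covariate 9, 3, 1 and 3.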

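Among genes of mitochondrial organization 2 of 38 were lower with ANTI-210 and none was higher at an unadjusted p under 0.05 from limma. They were Tomm40, the channel of the outer membrane import machinery, at -0.26 (standard error 0.09), and Gabpa, a transcription factor of nuclear genes for mitochondria, at -0.15 (standard error 0.06); the next brightest probe of Gabpa gave 0.03. Of 24 genes of fatty acid oxidation, the short-chain dehydrogenase Acads was lower, at -0.13 (unadjusted p = 0.0589 with the mean of its probes), and of 21 genes of glycolysis and glycogen breakdown the muscle enolase Eno3 was higher, at 0.08. No gene passed among 34 subunits of oxidative phosphorylation complex I, 37 of complexes II to V, 19 of the TCA cycle and pyruvate dehydrogenase, and 35 of the mitochondrial ribosome. In these lists Ndufa7 was at -0.11, Cox7a2 at -0.16 and Mrps5 at -0.18, with unadjusted p of 0.231, 0.289 and 0.0870. None of the single genes passed when adjusted over its list alone.

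Averaged over the list, complex I genes differed by -0.04 (95% interval -0.34 to 0.26), complexes II to V by -0.03, the TCA cycle by -0.05, fatty acid oxidation by -0.07, mitochondrial organization by -0.05, the mitochondrial ribosome by -0.07 and glycolysis by -0.01. Permutation p ran from 0.449 for the mitochondrial ribosome to 0.885 for glycolysis. The complex I genes differed within replicate numbers 1 to 3 by -0.45, complexes II to V by -0.34, the TCA cycle by -0.50, fatty acid oxidation by -0.48, mitochondrial organization by -0.30, the mitochondrial ribosome by -0.38 and glycolysis by -0.26. Within numbers 4 to 11 the same lists differed by 0.11, 0.08, 0.12, 0.09, 0.04, 0.04 and 0.08, with exact permutation p of 0.540 or more. With the first principal component as a covariate the complex I, complexes II to V, TCA cycle, fatty acid oxidation and glycolysis lists turned positive, by at most 0.04. With array weights 8 of 35 genes of the mitochondrial ribosome, 5 of 38 of mitochondrial organization and 3 of complex I passed the threshold. With the first principal component as a covariate 3 genes of complex I and 4 of complexes II to V passed. In that setting 1 of the mitochondrial ribosome and 2 of mitochondrial organization did.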

Many terms were also related to metabolism and mitochondrial organization, in keeping with the role of miR-210 in the regulation of oxidative phosphorylation [5,14].

These results indicate that miR-210 has a significant impact on the ischemic tissue transcriptome.

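Most differences between the groups were small. Of the probes with an unadjusted p under 0.05 from limma, 97.9% differed by less than 0.5 on the log2 scale, and the median size was 0.14. The 2 probes that differed by more than 1 belong to Ap1b1, lower, and Chad, higher. Hypoxia response genes, among them targets of HIF, had none of 24 past the threshold and differed by -0.01 as a list (permutation p = 0.931), with -0.12 within replicate numbers 1 to 3 and 0.04 within numbers 4 to 11. On the first principal component of all probes, which held most of the variance between the mice, the groups differed by 10.6 (permutation p = 0.584) against a range from -53.2 to 85.3. This difference was 65.3 within numbers 1 to 3 and -9.83 within numbers 4 to 11 (exact permutation p = 0.685).

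The paper identifies genes that differ between ANTI-210 and SCR muscles, groups them by gene ontology, and finds terms of angiogenesis, adhesion, migration, proliferation, metabolism and mitochondrial organization (Figure S6). It relates the vascular terms to the role it found for miR-210 in neo-vascularization and the mitochondrial terms to the role of miR-210 in oxidative phosphorylation. From these results the paper reasons that miR-210 has a significant impact on the transcriptome of the ischemic tissue.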

### 2.5. The miR-210 Expression Enhances Cardiac Function and Improves Vascular Regeneration after Acute Myocardial Infarction

To further corroborate the role of miR-210 in tissue repair after ischemic injury, we took advantage of a mouse model of acute myocardial infarction (MI). To this aim, Tg-210 female mice and WT littermate underwent coronary artery ligation. Sham-operated mice were used as controls. Three days later, the efficiency of the surgery was evaluated by echocardiography (Supplementary Figure S8A). A similar decrease in left ventricular fractional shortening was observed in WT^Doxy^ and Tg210^Doxy^ MI mice compared to sham controls, indicating that MI of comparable severity was induced in both groups (Supplementary Figure S9). Next, doxycycline administration started and was maintained until the end of the experiment (Supplementary Figure S8A). As observed in the skeletal muscle, doxycycline administration significantly increased miR-210 level in the heart of Tg210^Doxy^ mice (Supplementary Figure S8B).

When cardiac remodeling and function were evaluated by echocardiography at 1 month after MI (Figure 3A), fractional shortening was significantly higher (Figure 3B), while left ventricular volume was significantly lower (Figure 3C) in Tg210^Doxy^ mice compared to WT^Doxy^. In addition, left ventricular anterior wall was significantly thicker in Tg210^Doxy^ mice compared to WT^Doxy^ (Figure 3D).

Masson trichrome staining of heart sections evaluated at the level of papillary muscles 30 days after MI confirmed echocardiographic results (Supplementary Figure S10).

The morphometric analysis of the vasculature was assessed using immunohistochemistry for Lectin as a marker of endothelial cells (Figure 4A), and αSMA as a marker of arteries (Figure 4C). Both capillary density and ALD (4–10.99 µm) in the peri-infarct region of LV were significantly enhanced in Tg210^Doxy^ mice compared to WT^Doxy^ (Figure 4B,D, respectively).

Taken together, these results show that miR-210 expression improves cardiac contractility and leads to a more favorable left ventricular remodeling.

### 2.6. miR-210 Blocking Decreases Angiogenesis in Matrigel Plug Assays

To assess whether miR-210 can modulate blood vessel formation also in the absence of ischemic injury, we took advantage of the Matrigel plug, a well-established model of in vivo neovascularization. ANTI-210 or SCR oligonucleotides were administered 2 days before and 5 days after Matrigel plugs’ implantation and the angiogenic response were analyzed at day 7 (Supplementary Figure S11).

Matrigel plugs were formalin-fixed for histological analysis. Since RNA extraction from Matrigel is technically challenging, miR-210 inhibition was demonstrated in adductor muscles and in skin samples neighboring the plugs (Supplementary Figure S12).

Angiogenesis was evaluated by lectin staining of endothelial cells in Matrigel plug histological sections (Figure 5A). It was found that miR-210 blocking significantly decreased capillary density compared to SCR controls (Figure 5B).

Taken together, these results indicate that miR-210 plays a pro-angiogenic role in vivo also in the absence of ischemic injury.

## 3. Discussion

The restoration of tissue homeostasis after an event of acute peripheral ischemia requires complex multicellular processes carried out by muscle resident cells, such as endothelial cells, pericytes, smooth muscle cells, and satellite cells, as well as by infiltrating inflammatory cells [29,30]. These mechanisms are clearly insufficient in patients with peripheral artery disease and critical limb ischemia in particular, prompting the need for identifying molecular effectors capable of stimulating the vascular regeneration process [2,3,4].

In this study, we showed that miR-210 is a crucial player in the events prompting capillary and arteriole regeneration in a mouse model of critical ischemia. These results were generated with a robust experimental strategy using both loss- and gain-of-function models. This way, while all methods have caveats and limitations, by using independent techniques, i.e., complementary oligonucleotides for miR-210 inhibition and inducible transgenic mice for miR-210 overexpression, we obtained fully consistent, complementary results indicating a pro-angiogenic role of miR-210 upon ischemia. Indeed, we found that miR-210 expression was necessary and sufficient for the functional recovery of blood perfusion following ischemia. These data were supported by morphometric analysis of capillary and arteriolar densities.

In keeping with the data obtained in the limb ischemia model, miR-210 expression also increased angiogenesis in a model of myocardial infarction, preserving cardiac contractility and leading to a more favorable remodeling of the left ventricle. In spite of obvious differences, in both models, increased capillary and arteriolar densities were observed upon miR-210 expression, indicating that the vascular cells are highly responsive to miR-210 levels.

Of note, hindlimb and heart ischemia experiments were conducted in male and female mice, respectively, indicating that the pro-angiogenic function of miR-210 is not sex-dependent.

These findings are in agreement with studies on the pro-angiogenic role of miR-210 observed in vitro [15,31,32,33], as well as in miR-210 overexpression studies in mouse models of heart [20,21,22,23], limb [26], and brain ischemia [24,25,34]. Also concordant are studies showing that cord blood-derived cells expressing miR-210 display an increased potential in stimulating angiogenesis upon transplantation in ischemic tissues [31,35].

While assessing miR-210 function in the context of ischemia is of obvious physio-pathological relevance, we found that miR-210 expression was also necessary in the neo-angiogenic process stimulated by VEGF and FGF2 in Matrigel plugs, consistent with observations in non-ischemic adult mouse brains [36].

Of note, in the contralateral non-ischemic tissue of Tg210^Doxy^, capillary density was unaffected, indicating that an additional stimulus, represented by the ischemic damage or by the presence of pro-angiogenic factors, is necessary for miR-210 to stimulate angiogenesis.

In order to investigate the molecular mechanisms underpinning the pro-angiogenic function of miR-210, we analyzed the transcriptomics changes associated to miR-210 blocking upon ischemia, followed by gene ontology analysis of the deregulated pathways. We speculated that this analysis could be particularly informative since each miRNA can target multiple mRNAs and its effect can be mediated not only by subtle effects on mRNA stability, but also by translation inhibition [37]. Accordingly, in our model, no previously validated miR-210 targets [6,7] were found to be deregulated significantly.

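None of 26 published miR-210 targets that the array measured had an unadjusted p under 0.05 from limma. The list holds targets known from the literature and was not taken from the references the paper cites. The iron-sulfur cluster scaffold gene Iscu differed by -0.05 (standard error 0.08, n = 11 per group), and the respiratory chain subunit gene Ndufa4 by -0.08 (standard error 0.26). Igfbp3, which encodes a binding protein of insulin-like growth factors, differed by 0.23 (standard error 0.16, unadjusted p = 0.165), and the ephrin gene Efna3, near the floor of the array, by -0.01 (standard error 0.03). The smallest unadjusted p was 0.0539, for Casp8ap2, at 0.04 and also near the floor. The other targets measured were Sdhd, Cox10, Gpd1l, Ptpn1, E2f3, Hoxa9, Fgfrl1, Mnt, Bnip3, Aifm3, Rad52, Nptx1, Acvr1b, Tfrc, Bdnf, Stmn1, Dimt1, Vmp1, P4hb, Pim1 and Hif3a.

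Of the 26, 13 had a positive difference, 12 a negative one and Cox10 none, and the differences ran from -0.15 to 0.30. As a list they differed by 0.02 (95% interval -0.03 to 0.06, permutation p = 0.490). It was 0.07 within replicate numbers 1 to 3 and -0.0039 within numbers 4 to 11 (exact permutation p = 0.889). For 10 of the 26 the mean was under 6 on the log2 scale, so a change in these was hard to detect on this array. Casp8ap2 passed the threshold with cyclic loess, with eBayes with trend and robust and with the methods' t-test. It also passed where the probes of each gene were averaged, although it has only 1 probe. With array weights 2 of the 26 passed. When 1 mouse was left out in turn, the count ran from 0 to 2. Casp8ap2 was not past in 16 of these 22 cases and Igfbp3 in 21.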

The validity of this approach was supported by the finding that many gene ontology categories were related to angiogenesis and blood vessel development, as well as related categories, such as cell adhesion, migration and proliferation, stress and inflammation responses. Moreover, many terms were related to metabolism and mitochondrial organization, consistent with the role of miR-210 in the regulation of oxidative phosphorylation [5,7,14].

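Interferon response and MHC class I genes were higher with ANTI-210 in 5 of 24 genes measured and lower in none at an unadjusted p under 0.05 from limma. These were the guanylate-binding protein genes Gbp3 (0.57, standard error 0.17) and Gbp2, the antiviral gene Rsad2 (0.55, standard error 0.20), the ubiquitin-like modifier Isg15 (0.55, standard error 0.26, not past in 14 of 22 cases when 1 mouse was left out) and Ifit3. Of 28 stress response genes Gadd45b, a DNA damage-inducible gene, was lower, at -0.24 (standard error 0.10; unadjusted p = 0.0619 with the mean of its probes), and none was higher; the thioredoxin reductase Txnrd1, near the floor of the array, had -0.26 (standard error 0.16). Of 32 inflammatory cytokine and signalling genes none passed, with the chemokines Cxcl10, also near the floor, at 0.79 (standard error 0.39) and Cxcl9 at 0.61 (standard error 0.42). Single genes passed among 16 lymphocyte markers, the T cell receptor component Cd3d at 0.37 and near the floor, among 10 complement genes, C1s1 at 0.35 (not past in 2 of the 22 cases), and among 13 neutrophil markers, the collagenase Mmp8 at -0.05 and near the floor of the array (not past in 11 of the 22 cases). None of 23 macrophage markers passed, with lysozyme Lyz2 at 0.51 (standard error 0.45), and none of 21 apoptosis genes did. No gene in these lists passed when adjusted over its list alone.

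Averaged over the list, interferon genes differed by 0.33 (permutation p = 0.0752, adjusted p = 0.506 over 36 lists), inflammatory genes by 0.15 (p = 0.444), stress genes by -0.01 (p = 0.849) and apoptosis genes by 0.06 (p = 0.370). Macrophage markers differed by 0.32 (p = 0.376), lymphocyte markers by 0.12 (p = 0.268), complement by 0.07 (p = 0.437) and neutrophil markers by -0.0020 (p = 0.982, median over the genes 0.0045). Within replicate numbers 1 to 3 interferon genes differed by 0.90, inflammatory genes by 0.61, macrophage markers by 1.09, lymphocyte markers by 0.39, complement by 0.32 and apoptosis genes by 0.25. Within numbers 4 to 11 these lists differed by 0.11 (exact permutation p = 0.563), -0.03, 0.03, 0.02, -0.03 and -0.01. With the first principal component removed, interferon genes within numbers 4 to 11 differed by 0.20 (exact permutation p = 0.0328, adjusted p = 0.590 over 36 lists) and macrophage markers by 0.20 (exact permutation p = 0.0956). Stress genes differed by 0.06 and -0.04 in the 2 sets, and neutrophil markers by 0.15 and -0.06. When 1 mouse was left out, the interferon count was 3 without SCR replicate 1, 2, 3, 4, 5, 9, 10 or 11 or ANTI-210 replicate 3, 4, 8, 9 or 11; it was 8 without SCR replicate 8, 11 without SCR replicate 6 or 7, and 12 without ANTI-210 replicate 6. With array weights 19 of the 24 interferon genes and 9 of the 23 macrophage markers passed, and with the first principal component as a covariate 11 and 0.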

Indeed, the cellular mechanism driving the pro-angiogenic function of miR-210 in peripheral ischemia are likely complex, possibly involving multiple cell types and molecular mechanisms. Moreover, the role played by miR-210 might be highly context-dependent [6,7]. In different experimental settings, miR-210 has been shown to stimulate the secretion of pro-angiogenic factors, such as VEGF and FGF2 [23,25,36,38,39,40], which may play a role in the vascular regeneration process also in the context of hindlimb ischemia. Finally, it is worth noting that miR-210 can be secreted into exosomes and, in this way, transferred from cell to cell, further complicating the scenario [20,26,41].

In conclusion, the present study demonstrates that miR-210 plays a pivotal role in post-ischemic neovascularization, suggesting that it could represent a potential therapeutic target in peripheral artery disease. Indeed, miR-210 appears to be a particularly promising one, since its beneficial action is not limited to the early period of ischemic damage when its anti-apoptotic, pro-survival functions can be exploited [6,10,18,19], but also to the following regenerative phases, when its pro-angiogenic action may be harnessed.

## 4. Material and Methods

An expanded version of materials and methods is shown in the Supplementary material section.

### 4.1. Mouse Models

All experimental procedures complied with the Guidelines of the Italian National Institutes of Health and with the *Guide for the Care and Use of Laboratory Animals* (Institute of Laboratory Animal Resources, National Academy of Sciences, Bethesda, MD, USA) and were approved by the institutional Animal Care and Use Committee (IACUC 666, approval date 02/19/2015, authorization 96/2015-PR and IACUC 709, approval date 08/31/2015, authorization 221/2015-PR). Down modulation of miR-210 was carried out by intraperitoneal injection of 12 mg/kg LNA-oligonucleotides against miR-210 (ANTI-210) or a scrambled control sequence (SCR) (In vivo LNAmicroRNA Inhibitors; Exiqon Vedbaek, Denmark) in C57BL/6N male mice (8–12 weeks old, Charles River laboratories, Calco (Lecco), Italy), as previously described [10]. Doxycycline inducible transgenic C57BL/6NTac-*Gt(ROSA)26Sor^tm3720(Mir210)Tac^* male mice (Tg210) and Wild Type littermates (WT) were previously described and characterized [18]. When miR-210 expression was induced, WT and Tg210 mice were fed with food containing doxycycline (WT^Doxy^ and Tg210^Doxy^) (Mucedola, Settimo Milanese (MI) Italy, NFM18 diet added with Doxycycline hyclate 2000 mg/kg).

Mice were anesthetized with an intraperitoneal injection of 10 mg/kg xylazine (Intervet Farmaceutici, Milan, Italy) and 100 mg/kg ketamine (Ketavet 100; Intervet Farmaceutici, Milan, Italy). Acetaminophen 1mg/mL was administrated in drinking water as an analgesic drug. Before samples harvesting, mice underwent euthanasia by anesthetic overdosing.

Acute hindlimb ischemia was induced by removing the femoral artery, as previously described [27]. Next, miR-210 up- or down-modulatory treatments were administered. While ANTI-210 oligos were injected as a bolus at 5 days after ischemia, doxycycline was assumed by the mice in the food. Thus, food containing doxycycline was provided at day 4 after ischemia to give sufficient time to elicit the desired miR-210 induction. Calf perfusion measurements were carried out by VEVO 2100 Ultrasound (FUJIFILM Visualsonics Inc., Toronto, ON, Canada) in power Doppler mode under general anesthesia by 1.5–2% isoflurane (Iso-Vet, Piramal Critical Care, West Drayton, UK ). Residual calf perfusion was expressed as vascularity ratio (left ischemic/right non-ischemic) [18].

Myocardial infarction was induced by coronary artery ligation in 8–12 weeks old Tg210, female mice and WT littermate under anesthesia and mechanically ventilated. Transthoracic echocardiography was performed using a high-performance ultrasonographic Imaging System (Vevo 2100; FUJIFILM Visualsonics Inc., Toronto, ON, Canada). Two-dimensional short-axis images and M-mode tracings were recorded at the level of papillary muscles. From M-mode tracings, anatomical parameters in diastole and systole were obtained.

The in vivo angiogenic Matrigel assay was performed as previously described [42], using Matrigel™ Basement Membrane Matrix (CULTREX, Trevigen, Helgerman Court, Gaithersburg, MD 20877 USA) loaded with pro-angiogenic factors (200 ng/mL VEGF, 1 mg/mL FGF2 and 0.1 mg/mL Heparin).

### 4.2. Sample Preparations

For RNA extraction, muscles were snap-frozen in liquid nitrogen. For histological analysis, mice were perfused with PBS pH 7.5, followed by 10% buffered formalin, at 100 mm/Hg for 10 min [27]. Next, gastrocnemius muscles were harvested, fixed, and paraffin-embedded, and sections were prepared as previously described [27]. For Matrigel assay, matrigel plugs were dissected and processed for paraffin inclusion and sectioning.

### 4.3. Histology and Morphometric Analysis

Capillary density was measured by counting the number of capillary profiles in hematoxylin/eosine stained sections [10] of muscle. For the quantification of capillary density in MI and Matrigel plugs, Lycopersicon esculentum lectin (Vector Laboratories, Burlingame, CA, USA) stained sections [42] were used. Also, 30–40 random fields/section were evaluated at 1000× magnification for muscles and Matrigel plugs. Only for MI samples, the quantification of capillary density was carried out in the peri-infarct region of the heart in 11–16 random fields/section at 40X magnification.

Arterioles were labelled by alpha−smooth muscle actin (α−SMA) antibody (Sigma-Aldrich, Saint Louis, MO, USA, #A5228) staining. Arterioles were visualized at 400× magnification and ALD was determined as previously described [27]. The quantification of ALD was carried out in the whole section of gastrocnemius muscles, while for MI, the peri-infarct region of the heart and the scar were analyzed. All quantifications were performed by 2 experienced histologists in blind.

### 4.4. miRNA and mRNA Quantification

Total RNA was extracted using TRIzol (Invitrogen, Life Technologies Corporation, Carlsbad, CA 92008 USA) and the TissueLyser system (Qiagen, Ambion Inc., Austin, TX, USA). The miRNA and mRNA levels were analyzed using the TaqMan qPCR assay (Applied Biosystems, Foster City, CA, USA) and the SYBR-GREEN qPCR method (Qiagen, Ambion Inc., Austin, TX, USA), respectively, and quantified with the Step-One plus real-time PCR System (Applied Biosystems, Foster City, CA, USA), as previously described [18]. Primers are listed in Table S1 (Supplementary methods). MiRNA and mRNA relative expression was calculated using the comparative Ct method (2–Delta Delta Ct) [43], and the expression values were normalized to miR-16 and RPL13 levels, respectively, both not modulated by ischemia or miR-210 [10,18].

### 4.5. Gene Expression and Bioinformatics Analysis

Gene expression profiles (*n* = 11/group) were measured using the TotalPrep RNA Amplification Kit (Ambion Inc., Austin, TX, USA) and the Illumina BeadChip Array MouseWG-6 v2 according to the manufacturer’s instructions. Next, GenomStudio’s bead summary probe level data were analyzed using Bioconductor. Sample intensities were quantile normalized and filtered for expression and probe quality using the beadarray R package [44]. Differential expression analysis was performed using the limma [45] R package [46], followed by ClueGO Enrichment analysis using the ClueGO app [47] for Cytoscape [48] pathway visualization program. At gene set level, dataset variability and subtle miRNA-dependent variations were addressed by setting only a cutoff to *p*-value < 0.05. ClueGO analysis was then performed by interrogating murine Gene Ontology Biological Process with a Benjamini-Hockberg correction for terms *p*-values, a term cutoff of FDR < 0.001, at least 50 supporting genes, and an ontology level cutoff between 1 and 4 to ensure terms related to major biological fluctuations.

### 4.6. Statistical Analysis

Variables were analyzed by Student’s *t* and ANOVA tests. All tests were performed 2-tailed and a *p*-value < 0.05 was considered statistically significant. Independent continuous variables were expressed in bar graphs as mean ± standard error and in box plots, representing data divided into quartiles. Outliers were identified by Tukey’s test. GraphPad Prism v.4.03 software (GraphPad Software Inc., San Diego, CA, USA) was used for statistical analysis.

## 5. Conclusions

miR-210 stimulates vascular regeneration and blood perfusion recovery in a mouse model of hindlimb ischemia.

miR-210 enhances cardiac function and improves cardiac remodeling after MI.

miR-210 stimulation of angiogenesis is independent of ischemia.

MiR-210 impacts on the transcriptome, regulating pathways related to vascular regeneration.

## Figures and Tables

**Figure 1:**
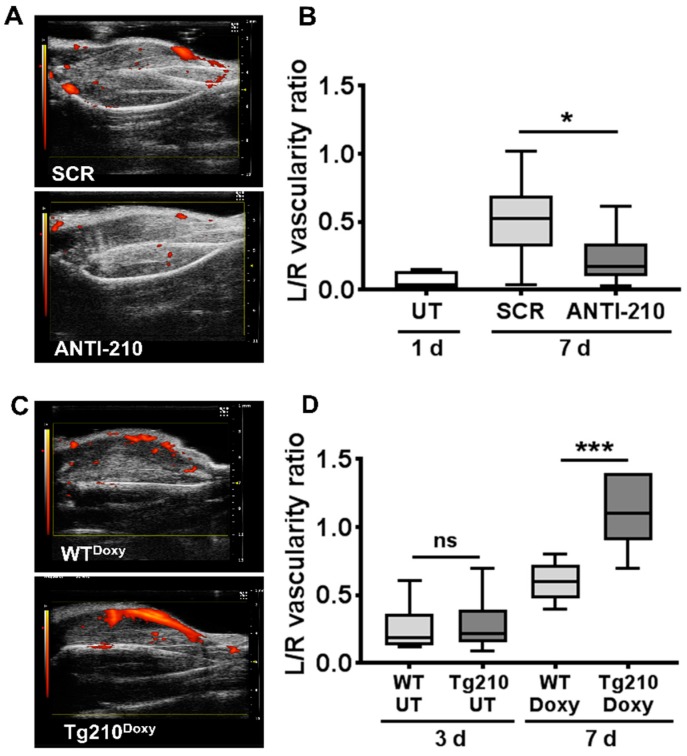
MiR-210 regulates blood flow recovery in vivo. Calf perfusion was monitored by ultrasound in power Doppler mode. Scale bar: 2 mm. (**A**,**C**) Representative images of the ischemic calf of the indicated groups taken at 7 days after ischemia; (**A**) scrambled (SCR) and ANTI-210, (**C**) Wild Type (WT)^Doxy^ and Tg210^Doxy^. (**B**,**D**) Box plots show perfusion, expressed as vascularity ratio; (**B**) untreated (UT) mice at day 1 and SCR and ANTI-210 treated mice 7 days after ischemia (*n* = 7–9); (**D**) WT and Tg210 mice, either before miR-210 induction (untreated, UT), at 3 days after surgery or treated with doxycycline (Doxy) at day 7 of ischemia (*N* = 5–6; for both panels, Anova multiple comparison * *p* < 0.04, *** *p* = 0.0008, ns = not significant).

**Figure 2:**
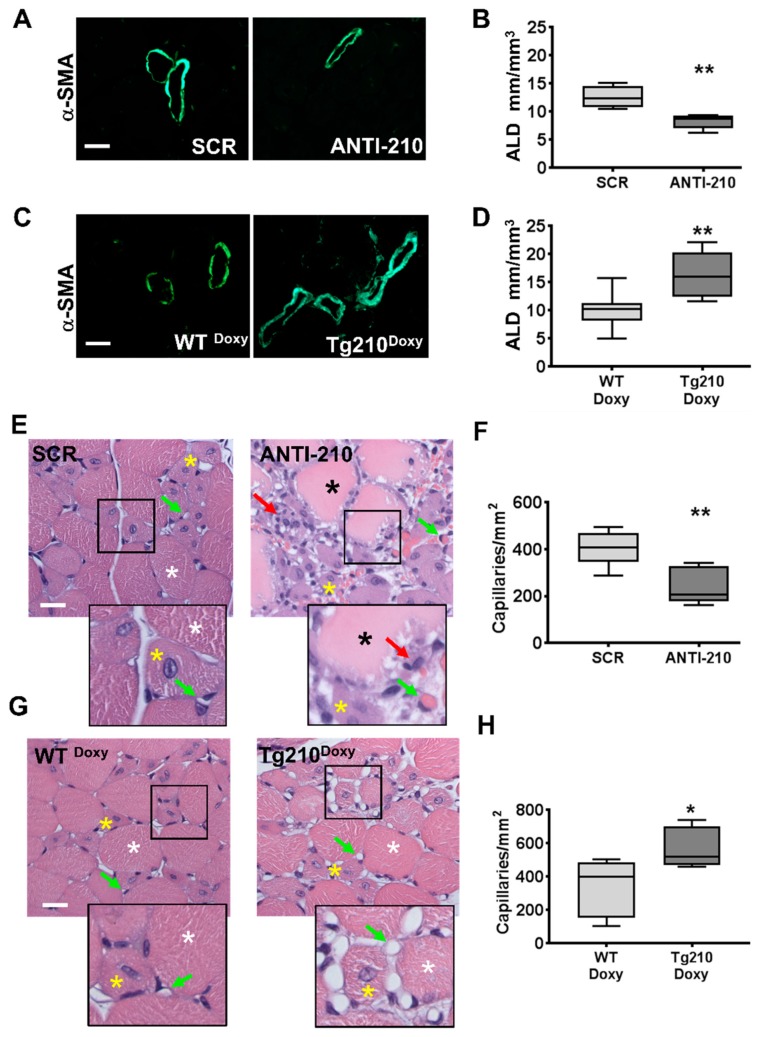
MiR-210 modulates arteriolar length density and capillary density. (**A**,**C**) Representative α-SMA immunofluorescence staining of (**A**) SCR and ANTI-210 and (**C**) WT^Doxy^ and Tg210^Doxy^ gastrocnemius muscle sections, 7 days after ischemia. Magnification is set at 400×, and the calibration bar is 20 µm. (**B**,**D**) Box plots show quantification of Arteriolar length density (ALD) (lumen minor diameter range: 4–10.99 µm) in SCR and ANTI-210 muscles (**B**: *n* = 5; test *t* ** *p* = 0.005) and in WT^Doxy^ and Tg210^Doxy^ mice (**D**: *n* = 6–10; test *t* ** *p* < 0.005). (**E**,**G**) Representative hematoxilin/eosine stained sections of ischemic gastrocnemius muscles of (**E**) SCR and ANTI-210, (**G**) WT^Doxy^ and Tg210^Doxy^ at day 7 after ischemia. Magnification is set at 400×, and the calibration bar is 20 µm. Green arrows indicate capillaries (that may contain an erythrocyte); red arrows indicate inflammatory infiltrating cells; white asterisks indicate healthy myofibers; yellow asterisks indicate regenerating myofibers; black asterisks indicate damaged myofibers. The insets show tissue structure at a higher magnification. F and H: Box plots show quantification of capillaries/mm^2^ in SCR and ANTI-210 muscles (**F**: *n* = 6, test *t* ** *p* = 0.007) and in WT^Doxy^ and Tg210^Doxy^ muscles (**H**: *n* = 6–10, test *t* * *p* = 0.02).

**Figure 3:**
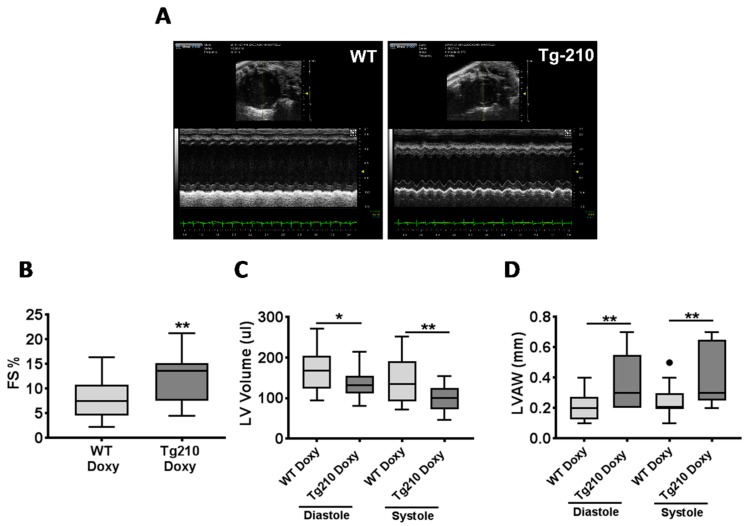
MiR-210 expression enhances cardiac function after myocardial infarction (MI). M-mode echocardiography is shown. (**A**) Representative parasternal short axis views of the LV, 1 month after MI in WT^Doxy^ e Tg210^Doxy^ mice. The box plots represent (**B**) The percentage of fractional shortening (FS %) (*n* = 18–20 ** *p* = 0.008); (**C**) The left ventricular volume (LV volume) (*n* = 18–20; * *p* = 0.02, ** *p* = 0.008); (**D**) The left ventricular anterior wall (LVAW) (*n* = 18–20; ** *p* ≤ 0.006), of WT^Doxy^ and Tg210^Doxy^ hearts. Dark spot indicates an outlier.

**Figure 4:**
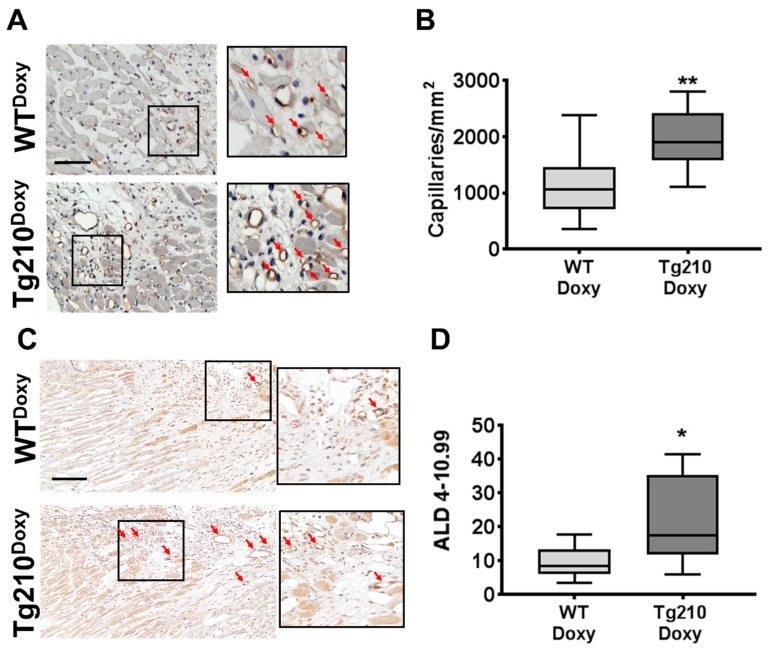
MiR-210 expression improves capillary density and arteriolar length density after MI. Morphometric analysis of capillaries and arteries after MI is shown. (**A**) Representative images of the border zone of the heart 1 month after MI, stained by Lectin immunohistochemistry. The magnification is shown at 400×, and the calibration bar at 50 µm. The inset shows a higher magnification; red arrows indicate capillaries. (**B**) The box plot shows quantification of capillaries/mm^2^ carried out in the peri-infarct region of WT^Doxy^ and Tg210^Doxy^ hearts (*n* = 9 ** *p* < 0.009). (**C**) Representative images of the border zone of the heart 1 month after MI, stained by αSMA immunohistochemistry. As expected in failing hearts, some αSMA expression was observed also in cardiomyocytes. Magnification is shown at 200×, and the calibration bar at 100 µm. The inset shows a higher magnification; red arrows indicate arterioles. (**D**) The box plot shows quantification of ALD carried out in the peri-infarct region and in the scar of WT^Doxy^ and Tg210^Doxy^ hearts (*n* = 8–9 * *p* < 0.01).

**Figure 5:**
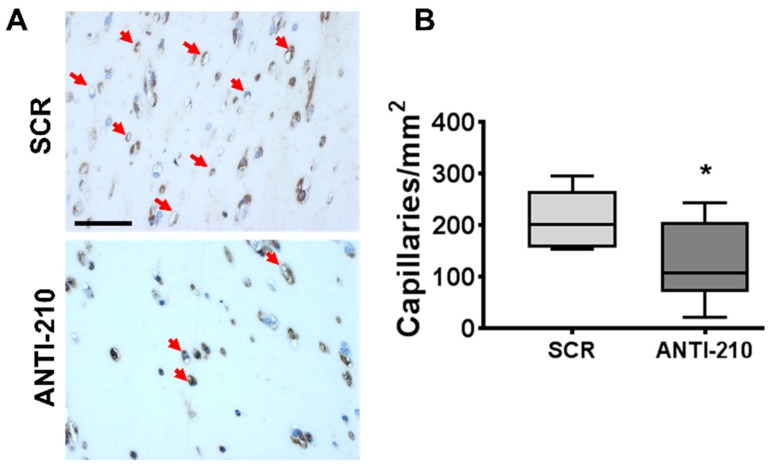
MiR-210 blocking decreases angiogenesis in Matrigel plugs in vivo. (**A**) Representative lectin staining of capillaries in Matrigel plugs sections 7 days post-implant. Magnification is shown at 400×; the calibration bar is at 50 µm. Red arrows indicate capillaries. (**B**) The box plot of capillary density quantification (*n* = 9–10, test *t*, * *p* = 0.03).

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/1/129/s1. Accession codes: Microarray-dataset are deposited in gene Expression Omnibus (GEO) database GSE142262.

## Abbreviations

Tg210	doxycycline inducible miR-210 transgenic mouse
ANTI-210	LNA-oligonucleotides against miR-210
SCR	scrambled control sequence
WT^Doxy^ and Tg210^Doxy^	WT and Tg210 mice fed with food containing doxycycline
α-SMA	alpha-Smooth muscle actin
ALD	arteriolar length density
MI	myocardial infarction
LV	left ventricle

# Supplementary material for: Hypoxia-Induced miR-210 Is Necessary for Vascular Regeneration upon Acute Limb Ischemia
**Source:** Int J Mol Sci. 2019 Dec 24;21(1):129. doi: 10.3390/ijms21010129

3 **HYPOXIA-INDUCED MIR-210 IS NECESSARY FOR VASCULAR REGENERATION**  
4 **UPON ACUTE LIMB ISCHEMIA**

5

6 Germana Zaccagnini<sup>1\*#</sup>, Biagina Maimone <sup>1\*</sup>, Paola Fuschi <sup>1</sup>, Marialucia Longo <sup>1</sup>, Daniel Da  
7 Silva <sup>1</sup>, Matteo Carrara <sup>1</sup>, Christine Voellenkle <sup>1</sup>, Laura Perani <sup>2</sup>, Antonio Esposito <sup>2,3</sup>, Carlo  
8 Gaetano<sup>4</sup>, Fabio Martelli <sup>1#</sup>

9

10
11 Milanese, Milan, Italy.

12 <sup>2</sup> Preclinical Imaging Facility, Experimental Imaging Center, San Raffaele Scientific  

14

15
16 Italy.

17

18 **SUPPLEMENTAL DATA**

19

20 **Material and Methods**

21 **Mouse models**

22 All experimental procedures complied with the Guidelines of the Italian National  
25 approved by the institutional Animal Care and Use Committee (IACUC 666, approval date  
26 02/19/2015, authorization 96/2015-PR and IACUC 709, approval date 08/31/2015,  
27 authorization 221/2015-PR).

28 Before all surgical and perfusion procedures, mice were anesthetized with an  
29 intraperitoneal injection of 10 mg/kg xylazine (Intervet Farmaceutici, Milan, Italy) and 100

30 mg/kg ketamine (Ketavet 100; Intervet Farmaceutici, Milan, Italy). One day before and 7  
31 days after surgical procedure, acetaminophen 1mg/ml was administrated in drinking water  
32 as analgesic drug. Fresh solution was prepared every 3 days for maximum efficacy.

33 For ANTI-210 experiments, 8-12 weeks old C57BL/6N male mice (Charles River  
34 laboratories, Calco (Lecco), Italy) were used. For transgenic mouse experiments of hindlimb  
35 ischemia, 8-12 weeks old doxycycline inducible transgenic C57BL/6NTac-  
36 *Gt(ROSA)26Sor<sup>tm3720(Mir210)Tac</sup>* (Tg210, Taconic Artemis, Germany) male mice and Wild Type  
37 littermate (WT) were used. The generation of Tg210 mice has been previously described in  
38 detail<sup>1</sup>. Briefly, the miR-210 coding region was inserted into the ROSA26 locus by using a  
39 targeting strategy that allows doxycycline inducible overexpression of miR-210.

40 Acute hindlimb ischemia was induced by removing the femoral artery, as previously  
41 described<sup>2</sup>.

42 Myocardial infarction was induced by coronary artery ligation in 8-12 weeks old Tg210,  
43 female mice and WT littermate under anesthesia and mechanically ventilated. Briefly,  
44 thoracotomy was performed via the third left-intercostal space and the left coronary artery  
45 was ligated. The chest was closed and the mice were allowed to recover. Sham-operated  
46 mice underwent a similar surgical procedure, except that the ligature around the coronary  
47 artery was not tied. Animals were euthanized 1 month after surgery.

48 All mice were housed in groups of three to five at 22°±2 C using a 12 h light-12 h dark  
49 cycle. Unless otherwise stated, animals were fed normal chow diet (SDS, irradiate VRF1).  
50 For miR-210 induction, WT and Tg210 mice were fed with pellets of food containing  
51 Doxycycline (Mucedola, Settimo Milanese (MI) Italy, NFM18 diet added with doxycycline  
52 hyclate 2000 mg/kg). Doxycycline was administrated to WT littermate too, in order to  
53 exclude side effects of the drug. The effectiveness of miR-210 induction was assessed by  
54 qPCR on quadriceps femoris muscles or liver samples of each mouse analyzed.

## 55 **Inhibition of miR-210 *in vivo***

56 *In vivo* down modulation of miR-210 was carried out by intraperitoneal injection of LNA  
57 oligonucleotides against miR-210 (ANTI-210) or a scrambled control sequence (SCR) (In  
58 vivo LNA microRNA Inhibitors; Exiqon, Vedbaek, Denmark). The following 15mers LNA-

enhanced sequences with complete phosphothioate backbone were used: ANTI-210, GCTGTCACACGCACA; SCR, CGTCTAGCCACCTAG. WT mice underwent hind limb ischemia (day 0) and then they were randomized in two groups. After 5 days of ischemia, one group (ANTI-210) received one intraperitoneal injection of 12 mg/kg LNA-anti-miR-210 diluted in 200 µl of saline. The second group (SCR) received the same dose of scrambled sequence (SCR), as control. Both groups were sacrificed by overdose of anesthetic, 7 and 14 days after surgery. The effectiveness of ANTI-210 treatment was assessed by qPCR in each mouse on quadriceps femoris muscles or liver samples.

**Ultrasonography and image analysis**

Ultrasound imaging was performed using a high performance ultrasonographic Imaging System (Vevo 2100; FUJIFILM Visualsonics inc., Toronto, Ontario, Canada), with a 40 MHz linear probe (MD550; Vevo 2100; Fujifilm VisualSonics Inc., Toronto, Ontario, Canada).

*Measurement of calf perfusion* Calf perfusion measurement were performed as previously described<sup>1</sup>. Mice were maintained under general anesthesia obtained by 1.5–2% isoflurane (Iso-Vet, Piramal Critical Care, West Drayton, UK) vaporized in 100% oxygen (flow: 1l/min), in supine position. Body temperature was monitored with a rectal probe. During the acquisition the temperature of the animal was maintained between 37°±1 C and the administration of the anesthetic was adjusted to maintain the heart rate of the animal from 500 to 580 bpm. Measurement of perfusion were carried out by Ultrasound device VEVO 2100 ( FUJIFILM Visualsonics inc., Toronto, Ontario, Canada) in ischemic and non-ischemic controlateral calves, using a 2100 transducer in power Doppler mode (transmit Power 100%; center frequency 32 MHz; gate 2; pulse repetition frequency; beam angle 0; Doppler gain 35 dB; dynamic range 35 dB), 7 days after ischemia. The calf percentage of vascularization (PV) is determined using the Vevo LAB analysis software (FIJIFILM VisualSonics Inc., Toronto, ON, Canada) that calculate the percentage of pixels which have a Power Doppler signal associated with them. Residual calf perfusion was expressed as vascularity ratio (left ischemic/right non ischemic).

*Transthoracic echocardiography.* Mice were initially anesthetized with 4% isoflurane with oxygen and maintained at 0,5-1% isoflurane with oxygen during imaging at a rate of 1liter/minute, administered via nose cone. Anesthetized mice were positioned supine on a heated imaging platform (THM150 MousePad part of the VisualSonics Vevo Integrated Rail System III) and legs taped to electrocardiograph (ECG) leads to monitor heart and respiration rates. Body temperature was monitored with a rectal probe. A depilatory cream (Veet, Reckitt Benkiser, Milan, Italy) was used to remove fur from the anterior thorax and prewarmed ultrasound gel (Aquasonic, Parker Laboratories Inc., Fairfield, NJ, USA) was used as a coupling agent between the ultrasound probe and the skin. The probe was held in position by a clamp mounted on the Vevo Rail System to avoid any compression of the thorax and any small movement of the probe. During the acquisition the temperature of the animal was maintained between  $37^{\circ}\pm 1$  C and the administration of the anesthetic was adjusted to maintain the heart rate of the animal from 500 to 580 bpm.

All image acquisitions and offline measurements were conducted by a single experienced operator who was blinded to animal groups. Frame rate of >200 frames per minute was maintained for all B-mode and M-mode images. M-mode short-axis images were recorded at the level of the papillary muscles and the LV was bisected to obtain an optimal M-mode selection. For the analysis of M –mode Images, the Vevo LAB analysis software (Fujifilm VisualSonics Inc., Toronto, ON, Canada) was used. Conventional echocardiographic measurements of the LV included Ejection Fraction (EF), Fractional shortening (FS), end-diastolic dimension (EDD), end-systolic dimension (ESD), anterior and posterior wall thickness, and mass.

### **Matrigel plug assay**

The *in vivo* angiogenic Matrigel assay was performed as previously described<sup>3</sup>. Eight-ten weeks old C57Bl/6N male mice were treated with ANTI-210 or SCR 12 mg/kg 2 days before Matrigel injection (day -2). Next, 500  $\mu$ l of Matrigel<sup>TM</sup> Basement Membrane Matrix (CULTREX, Trevigen, Helgerman Court, Gaithersburg, MD 20877 USA) were loaded with pro-angiogenic factors (200 ng/ml VEGF, 1 mg/ml FGF2 and 0.1 mg/ml Heparin) and injected subcutaneously along the abdominal midline. Seven days after the first injection

116 (day 5 after Matrigel implant), the mice received a second dose of LNA oligonucleotides.  
117 Two days later, at 7 days from Matrigel injection, mice were sacrificed and Matrigel plugs  
118 were carefully dissected, formalin fixed and processed for paraffin inclusion and sectioning.  
119 To analyze the efficacy of ANTI-210 treatment, skin and adductor muscles were snap-frozen  
120 for RNA extraction and miRNA quantification by qPCR.

### 121 **Genotyping analysis**

122 Genomic DNA was extracted from tail biopsies. Tails were incubated with proteinase K  
123 (LS004222, Worthington Biochemical Corporation, Lakewood, NJ, USA) 20mg/ml in  
124 DirectPCR® Lysis Reagent (102-T; Viagen Biotech, Inc. Los Angeles, CA, USA) over night  
125 (O.N) at 55°C and then they were incubated for 45 min at 85°C. 2 µl of lysates was used for  
126 PCR genotyping. PCR reaction was performed to identify the presence of the miR-210  
127 coding region in the constitutive Knock-In 1 allele (656-bp fragment), using the following  
128 primers: forward primer 5'-CCTGCAATATTTGCATGTCG-3' and reverse primer 5'-  
129 GTCCCTATTGGCGTTACTATGG-3'. The unmodified ROSA26 locus (299-bp fragment)  
130 was amplified as a control and to determine the zygosity of the locus, using the following  
131 primers: forward primer 5'-CTCTTCCCTCGTGATCTGCAACTCC-3' and reverse primer  
132 5'-CATGTCTTTAATCTACCTCGATGG-3'. PCR conditions were as follows: pre-  
133 denaturation at 95°C for 5 min, followed by denaturation at 95°C for 30 s, primer annealing  
134 at 60°C for 30 s, and extension at 72°C for 1 min (35 cycles), and finally an additional  
135 extension at 72°C for 10 min<sup>1</sup>. Genomic DNA samples from founder TG-210 mice and from  
136 WT mice were used as positive and negative controls, respectively, in each PCR reaction.  
137 The reaction was analyzed on 1.5% agarose gels containing ethidium bromide.

### 138 **Sample preparation**

139 For RNA extraction, muscles were snap frozen in liquid nitrogen. For histological analysis  
140 of ischemic muscles, mice underwent euthanasia by overdose of anaesthesia and were  
141 perfused with PBS pH 7.5, followed by 10% buffered formalin, at 100 mm/Hg for 10 min<sup>2</sup>.  
142 The perfusion was carried out *via* left ventricle for gastrocnemius muscle harvesting and *via*  
143 abdominal aorta for heart harvesting. Next, samples were harvested, fixed and paraffin

144 embedded. For Matrigel assay, Matrigel plugs were carefully dissected and processed for  
145 paraffin inclusion and sectioning.

146

147 **Tables**

148 **Table S1**

149 The primers listed below were used for qPCR analysis:

|        | Forward                | Reverse                |
|--------|------------------------|------------------------|
| Col1a1 | ACAGTCGCTTCACCTACAGC   | GGGTGGAGGGAGTTTACACG   |
| Fn1    | TCATGTTCCGGGCCTCAATC   | ATGGCGTAATGGGAAACCGT   |
| Col3a1 | TGGCAACCCTGGAATAGCTG   | CTGGCTCCTGGTTTTCCACT   |
| Ap1b1  | TGGACATGCTTCTGGTGTGA   | GCAGGATCAGACATCCCCA    |
| Ap1m1  | AGCCCTTGACCACATCAGTG   | GAGGCCTTGTACAGTGAGGG   |
| Egf    | ACTGGACGGTTTGCCTCTTT   | GCGTTCCTGAGAGTGAGCTA   |
| Mmp2   | TGTATGCCCTTCGCTCGTTT   | AGTGAGGAGGGGAACCATCA   |
| MfsD7b | CACCTGTGTCTGCCTTCATC   | ATAGGTGCCATTCCAGTTGC   |
| Fgf1   | ACCATCCGGGTATTTGCTCA   | GGTGTGACTGACCGTTGAGG   |
| Lox    | GGACCGTGGTCTAGCTTTCC   | GCTAGGACGTTGGGTAGCTG   |
| Cited2 | GGCAACATGAATGCCACGAG   | TTGGGGTTGCAATCTCGGAA   |
| Fzr1   | GCATTGCCACCCTTTGTCTG   | GGCAGTGGAGATGGGGTATG   |
| Mdh1   | AGCCCAATCAATTCAGAGGGA  | TCTGCAACCTTCTTACAGCTAA |
| Suc1g2 | GCTTCCAGAAGGGTACAGCTAA | GTACTGGAATTAGGGGCCAGTG |

150 **Table S1.** Sequences of qPCR primers

151

152 **Figure legends**

153 **Figure S1**

154 **MiR-210 induction in C57BL/6N mice following ischemia.** The bar graph shows miR-210  
155 levels measured by qPCR in ischemic gastrocnemius muscles, expressed as fold induction  
156 versus the non-ischemic controlateral muscles at different time points of hindlimb ischemia

157 (n=3-4; Two way Anova multiple comparison, non-ischemic versus ischemic \*p=0.02;  
158 \*\*P≤0.004, #P<0.0001).

## 159 **Figure S2**

160 **Time course of capillary density after hindlimb ischemia in C57BL/6N mice.** Capillary  
161 density was quantified in hematoxylin/eosin stained sections of ischemic gastrocnemius  
162 muscles compared to non-ischemic muscles at different times of ischemia. Box plot shows  
163 quantification of capillary density (n=4-6; Anova multiple comparison \*P=0.01, \*\*P=0.001;  
164 #P=0.0001).

## 165 **Figure S3**

166 **Schematic representation of loss- and gain-of function experiments. A.** Loss of function:  
167 schematic representation of miR-210 blocking in hindlimb ischemia. WT mice underwent  
168 hindlimb ischemia (day 0) and, at day 5, were randomized into two groups for further  
169 treatments. In one of the groups, miR-210 function was blocked by systemic administration  
170 of ANTI-210; the second group received a SCR sequence and was used as control. In both  
171 groups, the angiogenic response was analyzed 2 and 7 days later (at 7 and 14 days of  
172 ischemia respectively) by power Doppler and histological analysis. **B.** Gain of function:  
173 schematic representation of miR-210 overexpression. WT and Tg210 untreated mice (UT)  
174 underwent surgery at time 0. After 4 days and until the end of the study, both groups were  
175 fed with pellets of food containing doxycycline to induce miR-210 over-expression  
176 (Tg210<sup>Doxycy</sup>) or as control (WT<sup>Doxycy</sup>). The angiogenic response was analyzed 3 days later (at 7  
177 days of ischemia) by power Doppler and histological analysis.

## 178 **Figure S4**

179 **Effective miR-210 inhibition and overexpression *in vivo*.** **A.** The bar graph shows miR-  
180 210 levels measured in ischemic quadriceps femoris muscles by qPCR and expressed as fold  
181 change versus the SCR controls, after 2 or 7 days of treatment (n=6-8, Two way Anova  
182 #P<0.0001). **B.** The bar graph shows miR-210 levels measured in non-ischemic  
183 gastrocnemius muscles by qPCR and expressed as fold induction versus WT controls, after  
184 doxycycline administration (n=3-9; Anova multiple comparison #P=0.0001).

## **Figure S5**

**MiR-210 modulates capillary density at 14 days of ischemia.** Box plot shows quantification of capillaries/mm<sup>2</sup> in SCR and ANTI-210 gastrocnemius muscle sections at day 14 of ischemia. (n=6; test T \*\*p<0.001).

## **Figure S6**

**GO Biological Process terms enriched upon miR-210 blocking.** Terms characterized by significant enrichment are shown as coloured circles, connected by edges when the terms are functionally related in the GO tree. For each cluster of terms, the most significant and possibly an additional biologically meaningful one are captioned. Circles are coloured based on their membership to a specific branch the GO tree. Multiple colours define terms that are part of more than one biological process. (SCR n=11, ANTI-210 n= 11, FDR <0.001).

## **Figure S7**

**Heat map of validated differentially expressed genes.** The level of the indicated genes was measured in SCR and ANTI-210 ischemic gastrocnemius muscles by microarrays analysis 7 days after ischemia and was validated by qPCR, (n=11/group). The heat map shows average expression levels where green and red colours indicate down- or upregulation, respectively. A general concordance between modulations measured by microarray and qPCR was observed.

## **Figure S8**

**A. Schematic representation of myocardial infarction experiments.** WT and Tg210 untreated mice (UT) underwent surgery at time 0. After 3 days mice received transthoracic echocardiography to assess cardiac function. Starting from day 3 and until the end of the study, both groups were fed with food containing doxycycline to induce miR-210 overexpression (Tg210<sup>Dox</sup>) or as control (WT<sup>Dox</sup>). At day 30, mice underwent a second echocardiography and were euthanized for samples harvesting and histological analysis. **B.** Box plot represents miR-210 fold change measured by qPCR in healthy hearts after 5 days of doxycycline treatment (N=5; \*\*P=0.002).

## **Figure S9**

213 **Fractional shortening assessment in sham operated or infarcted mice at day 3.** Box plot  
214 represents the percentage of fractional shortening (%FS) measured in sham operated mice  
215 at day 3 or 30 (N=9) and in MI mice at day 3 after surgery (N=18-20). A similar %FS decrease  
216 was observed in Tg210<sup>Doxy</sup> and WT<sup>Doxy</sup> mice upon MI.

217 **Figure S10**

218 **Masson trichrome staining of infarcted hearts.**

219 Representative Masson trichrome staining of WT<sup>Doxy</sup> and Tg210<sup>Doxy</sup> hearts 30 days after MI.  
220 Images were taken at the level of papillary muscles. Magnification 25x, calibration bar 1000  
221  $\mu$ m.

222 **Figure S11**

223 **Schematic representation of Matrigel plug experimental plan.** C57Bl/6N mice were  
224 divided into two groups and treated with ANTI-210 or SCR oligonucleotides (day -2).  
225 Matrigel loaded with VEGF and FGF pro-angiogenic factors was injected subcutaneously 2  
226 days later (day 0). After 5 days, Matrigel plug implanted mice received a second dose of  
227 LNA-oligonucleotides (day 5). At day 7, mice were sacrificed and Matrigel plugs were  
228 processed for paraffin inclusion and sectioning. To analyze the efficacy of ANTI-210  
229 treatment, skin and adductor muscles were snap-frozen for RNA extraction and miRNA  
230 quantification by qPCR.

231 **Figure S12**

232 **ANTI-210 efficiently inhibits miR-210 in skin and adductor muscle of mice implanted**  
233 **with Matrigel.** The bar graph shows miR-210 levels after miR-210 blocking, measured by  
234 qPCR in skin and in adductor muscles and expressed as fold induction versus SCR samples  
235 (n=9-10; #P=0.0001).

236

237 **References**

238 1. Zaccagnini G, Maimone B, Fuschi P, Maselli D, Spinetti G, Gaetano C, Martelli F.  
239 Overexpression of miR-210 and its significance in ischemic tissue damage. *Sci Rep.* 2017; 7:  
240 9563-017-09763-4.

241 2. Zaccagnini G, Palmisano A, Canu T, Maimone B, Lo Russo FM, Ambrogi F, Gaetano C,  
242 De Cobelli F, Del Maschio A, Esposito A, Martelli F. Magnetic Resonance Imaging Allows  
243 the Evaluation of Tissue Damage and Regeneration in a Mouse Model of Critical Limb  
244 Ischemia. *PLoS One*. 2015; 10: e0142111.

245 3. Di Stefano V, Cencioni C, Zaccagnini G, Magenta A, Capogrossi MC, Martelli F. p66ShcA  
246 modulates oxidative stress and survival of endothelial progenitor cells in response to high  
247 glucose. *Cardiovasc Res*. 2009; 82: 421-429.

248

249

**FIG. S1**

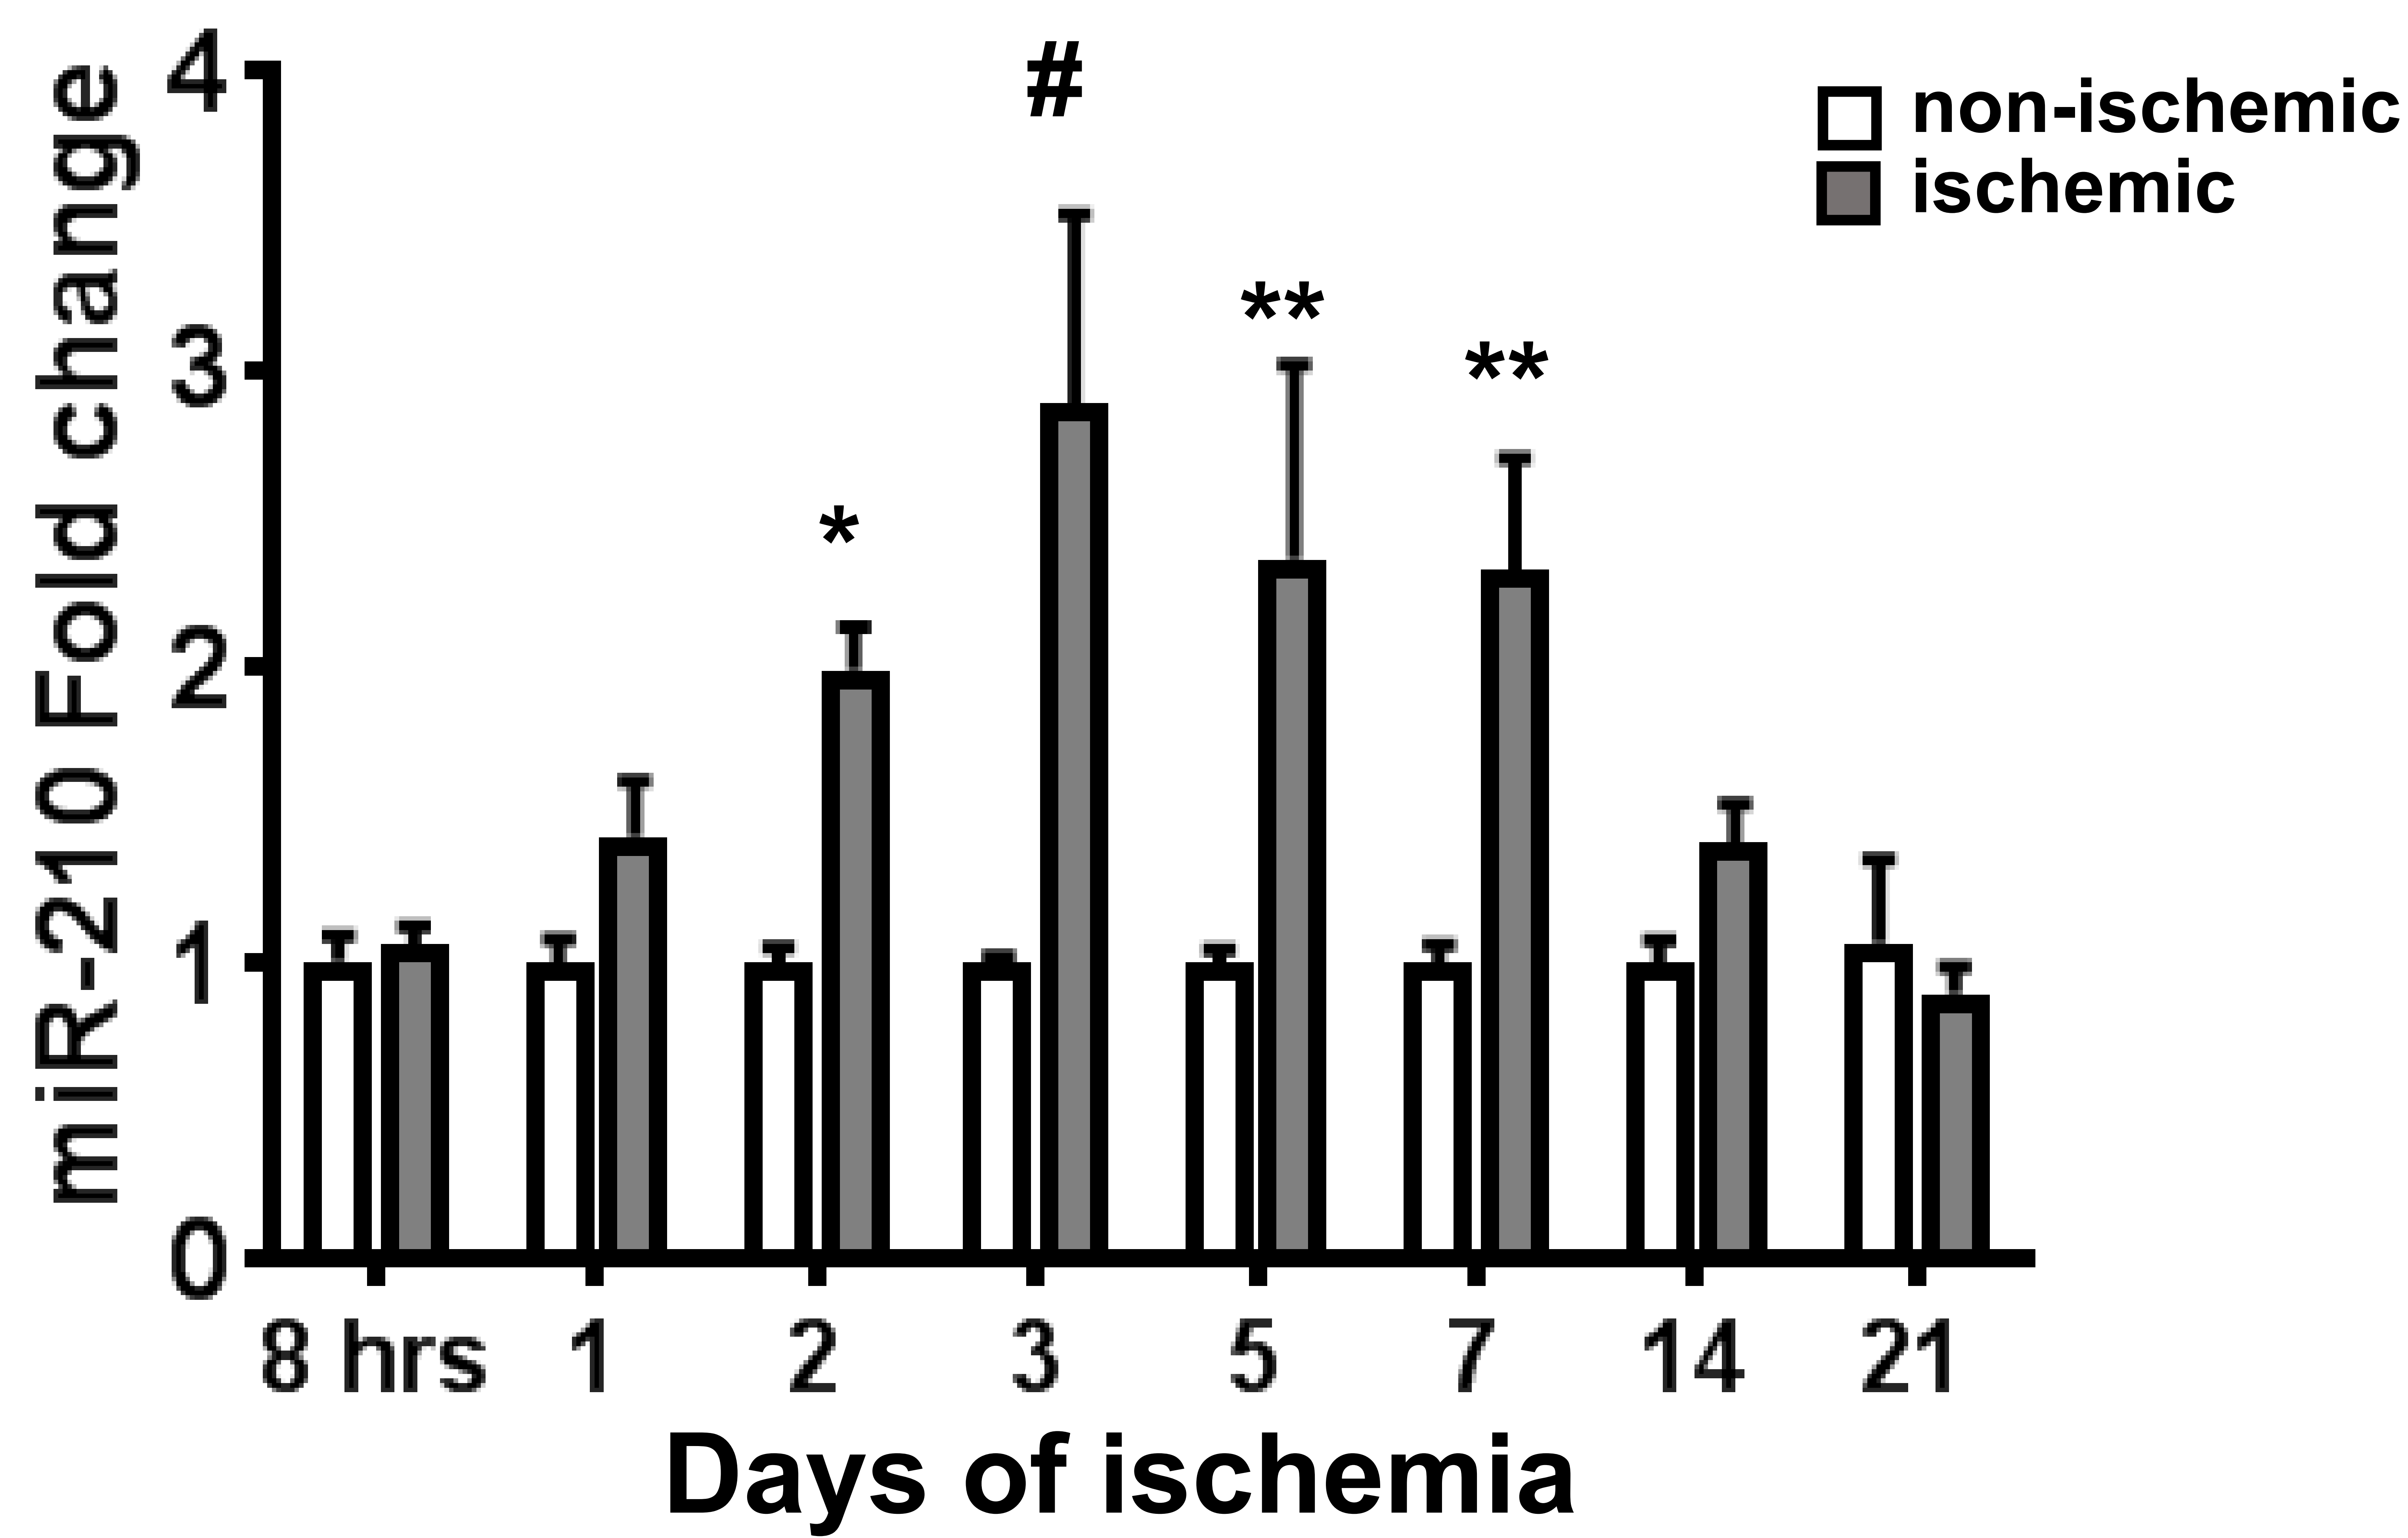

**FIG. S2**

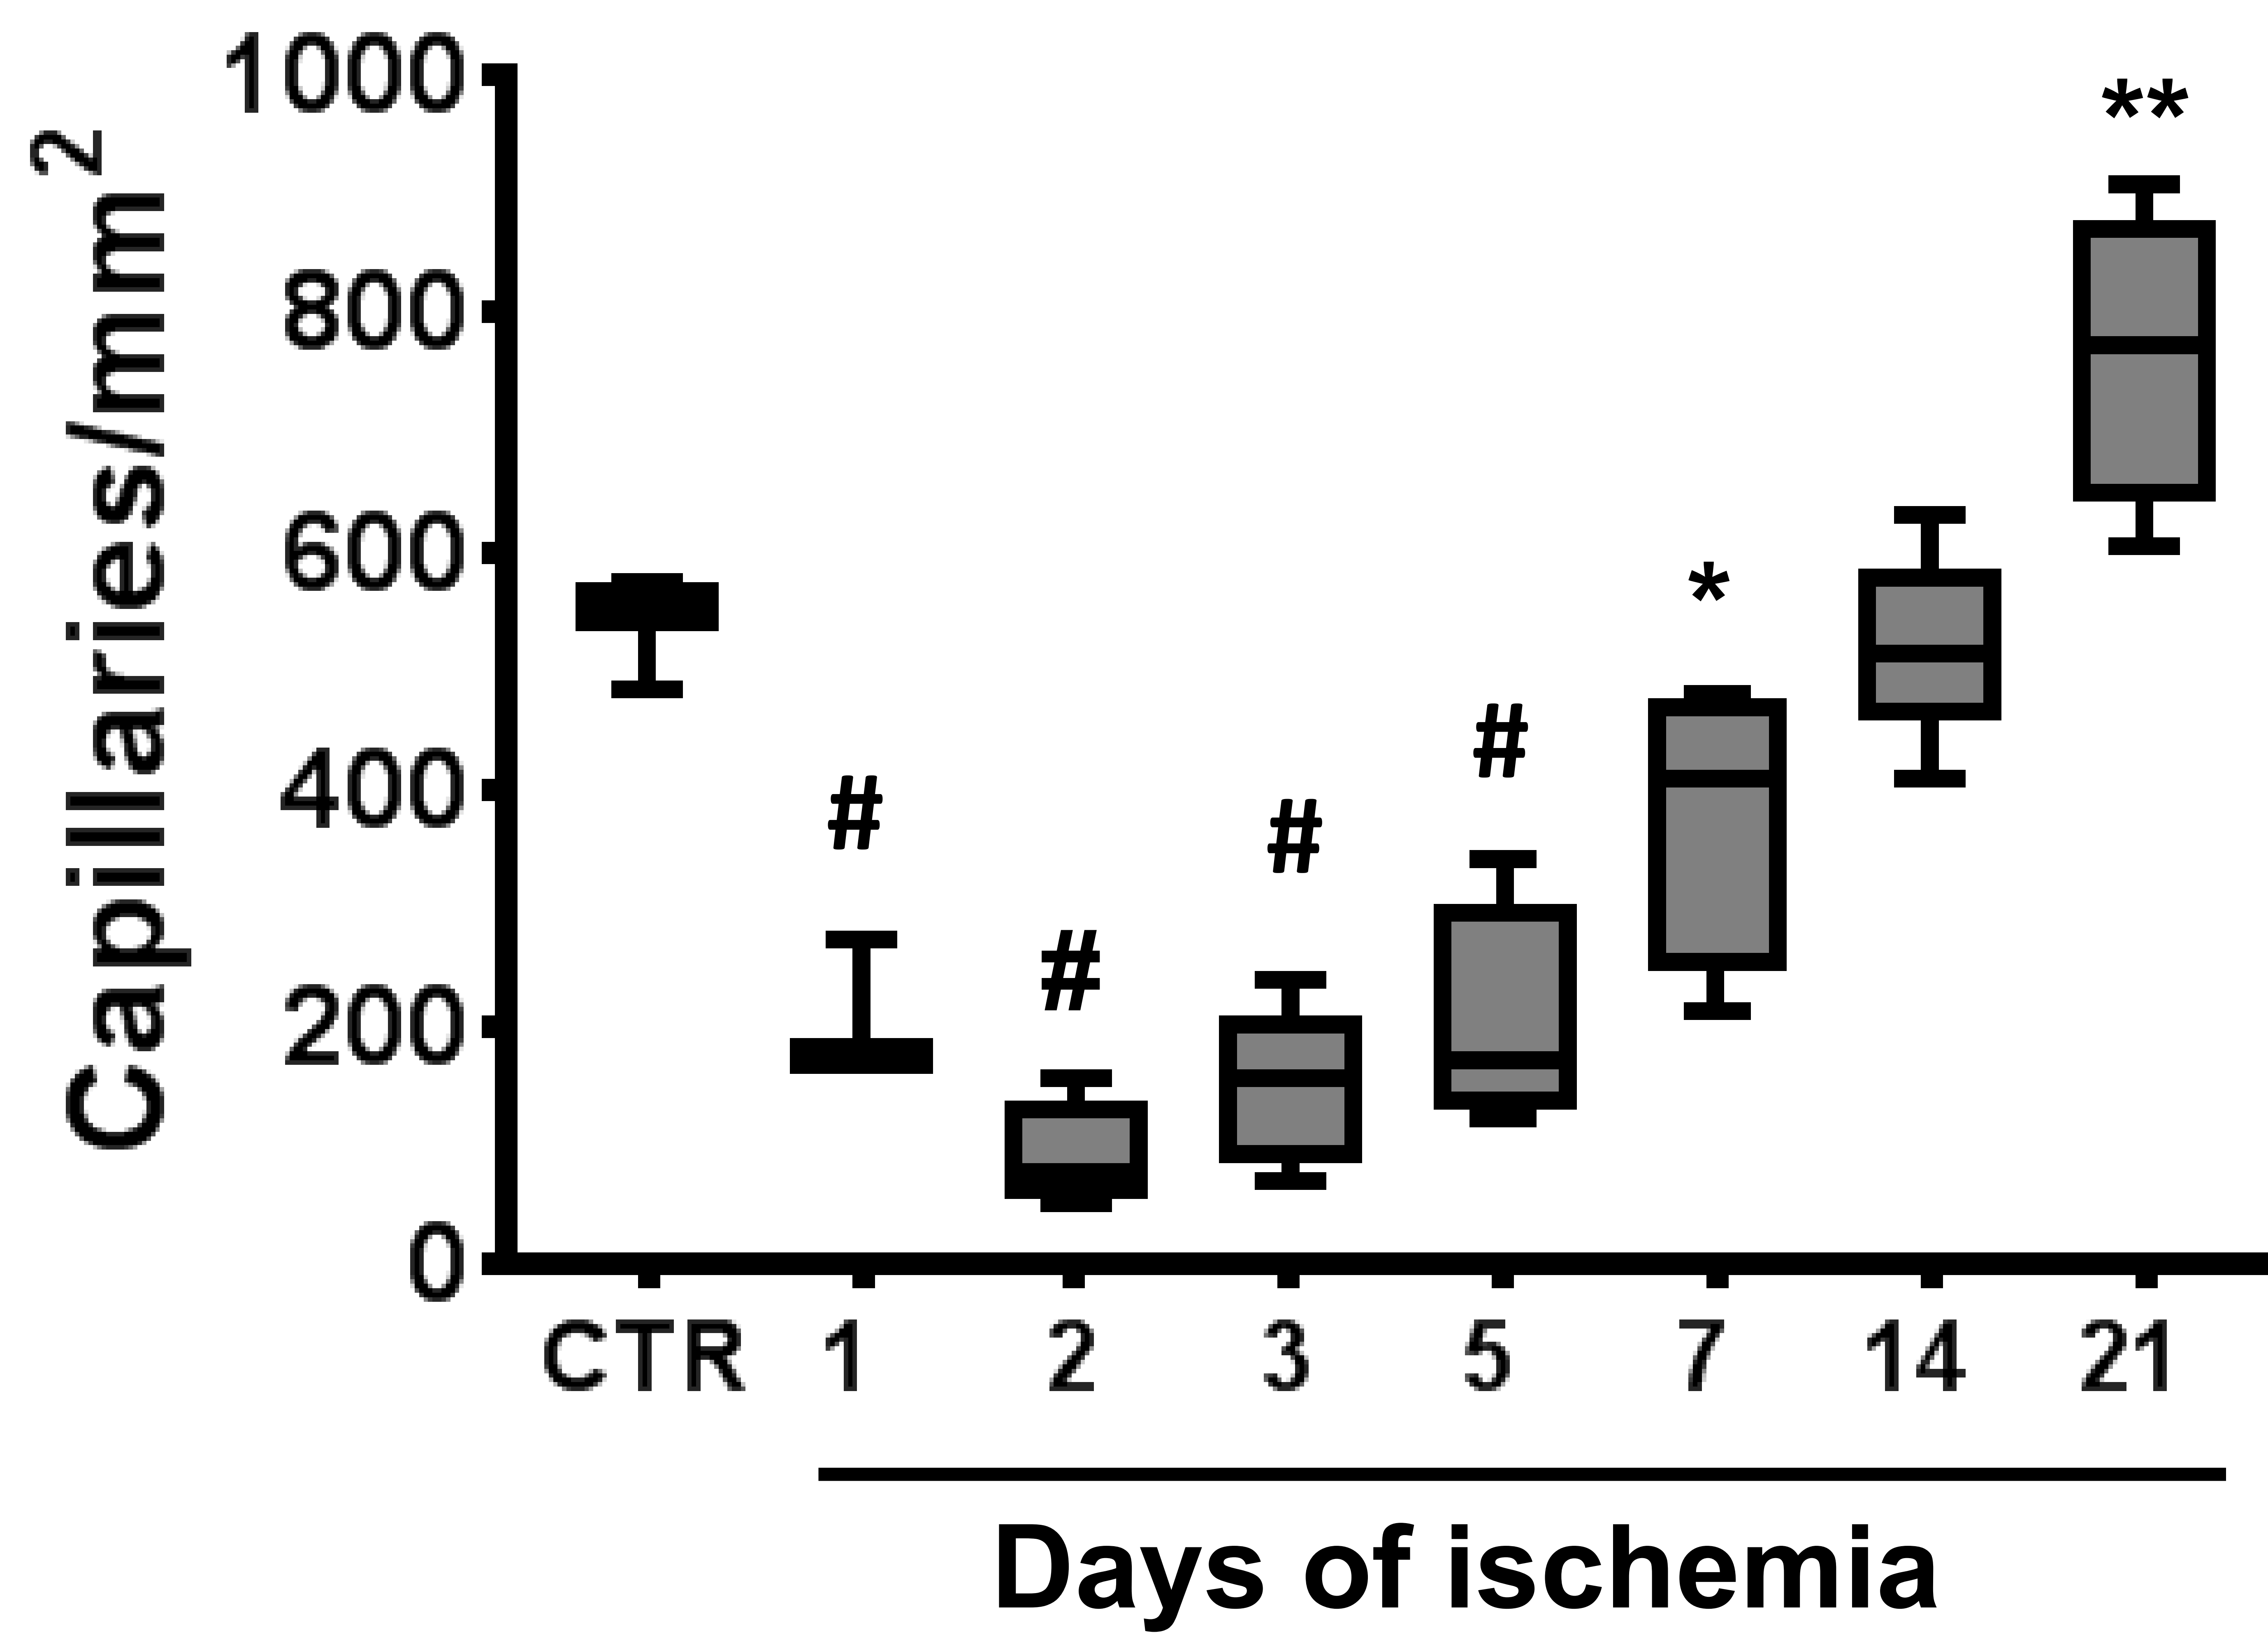

**FIG. S3**

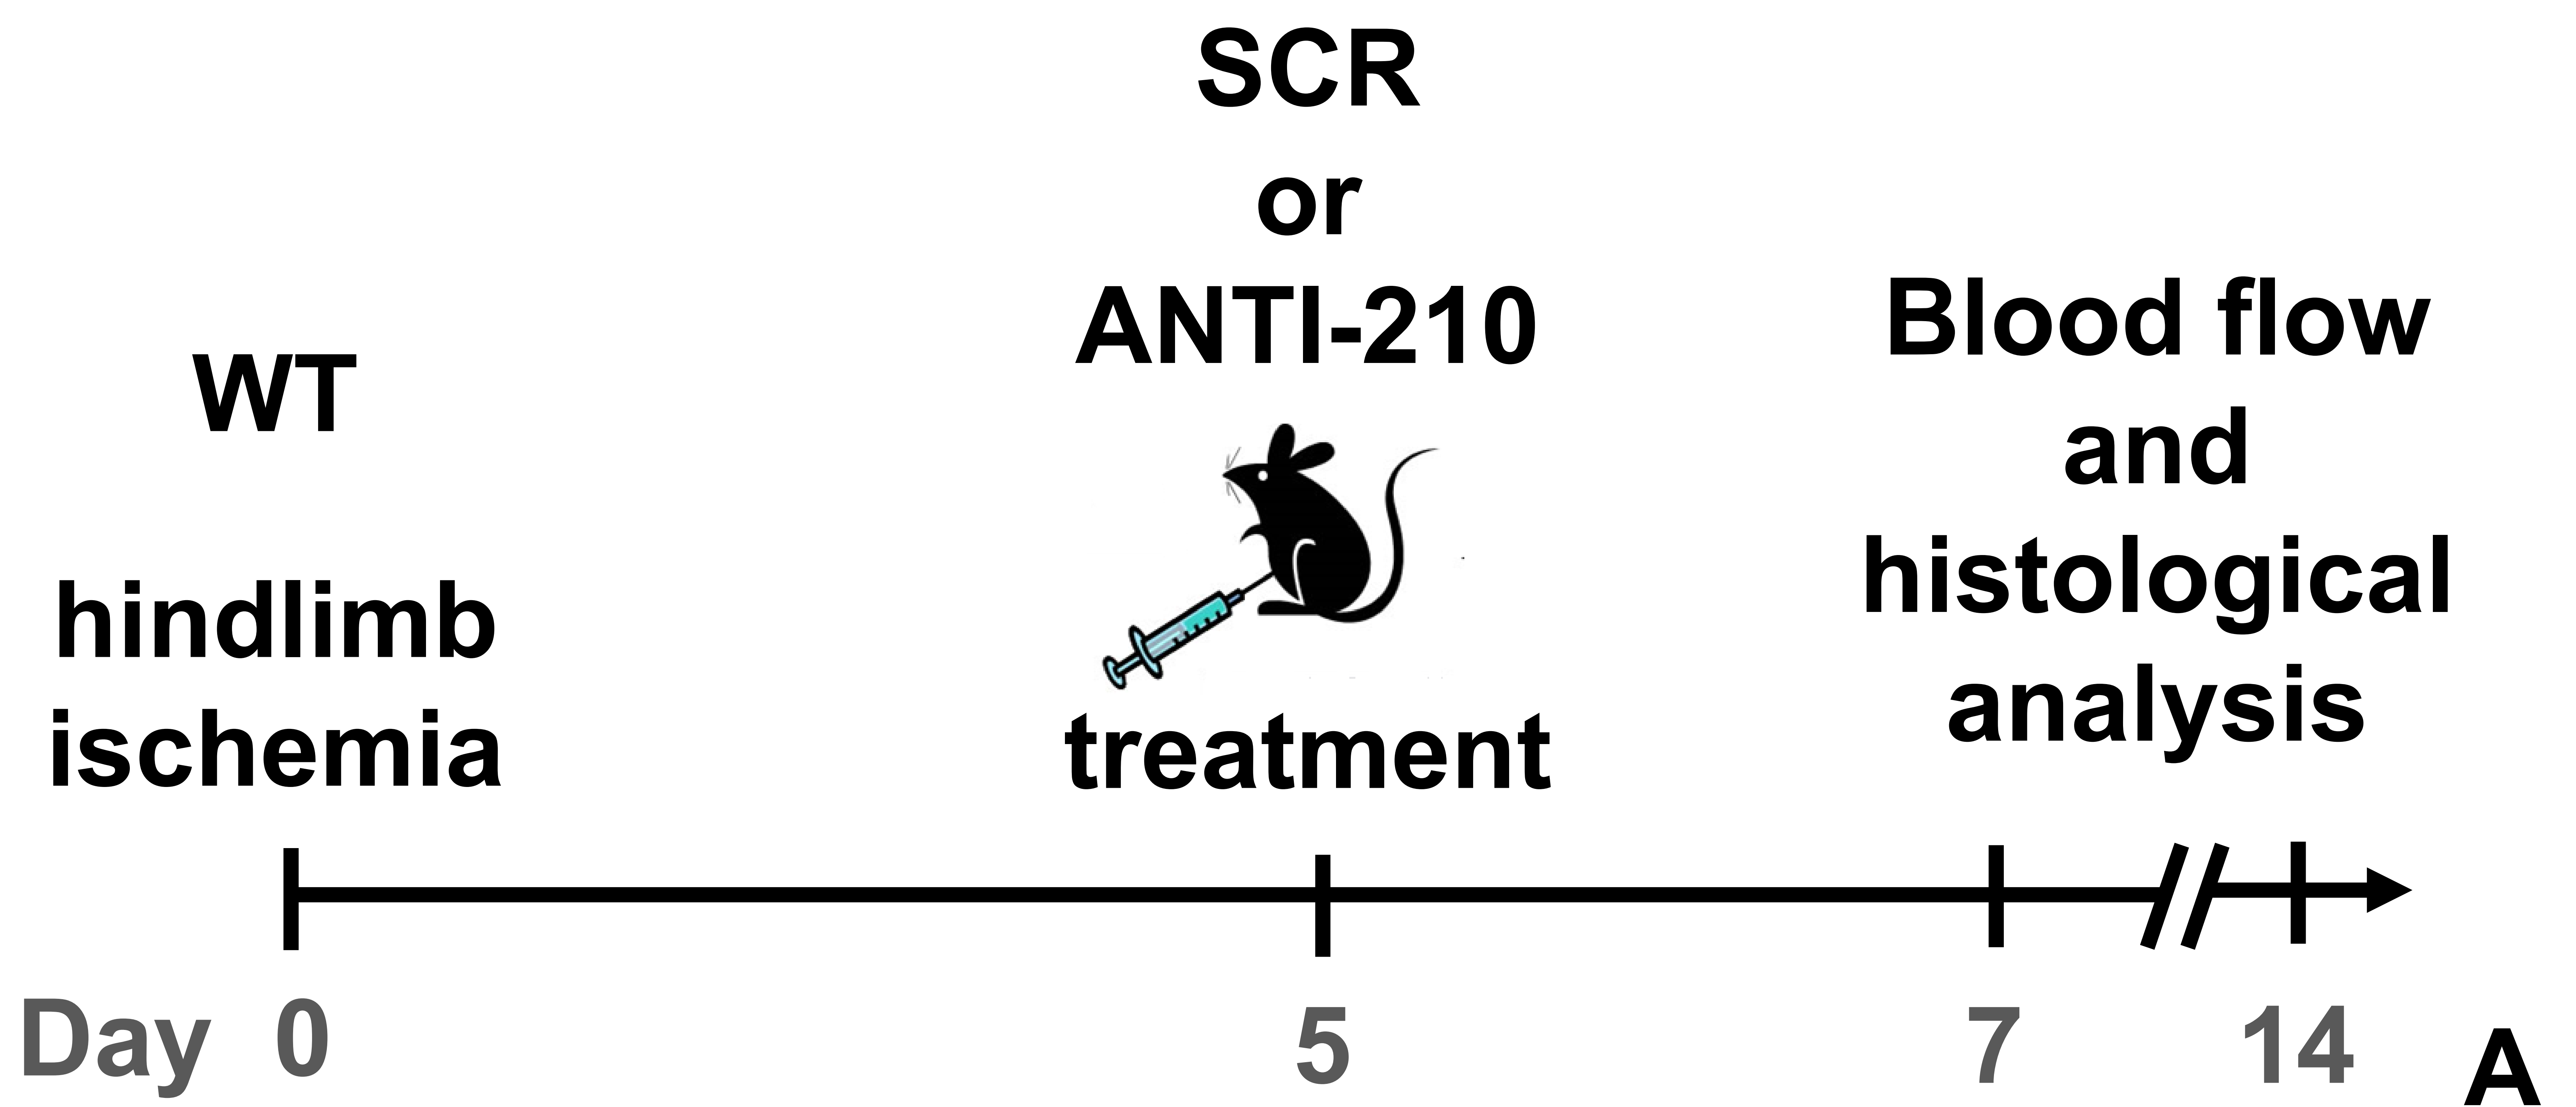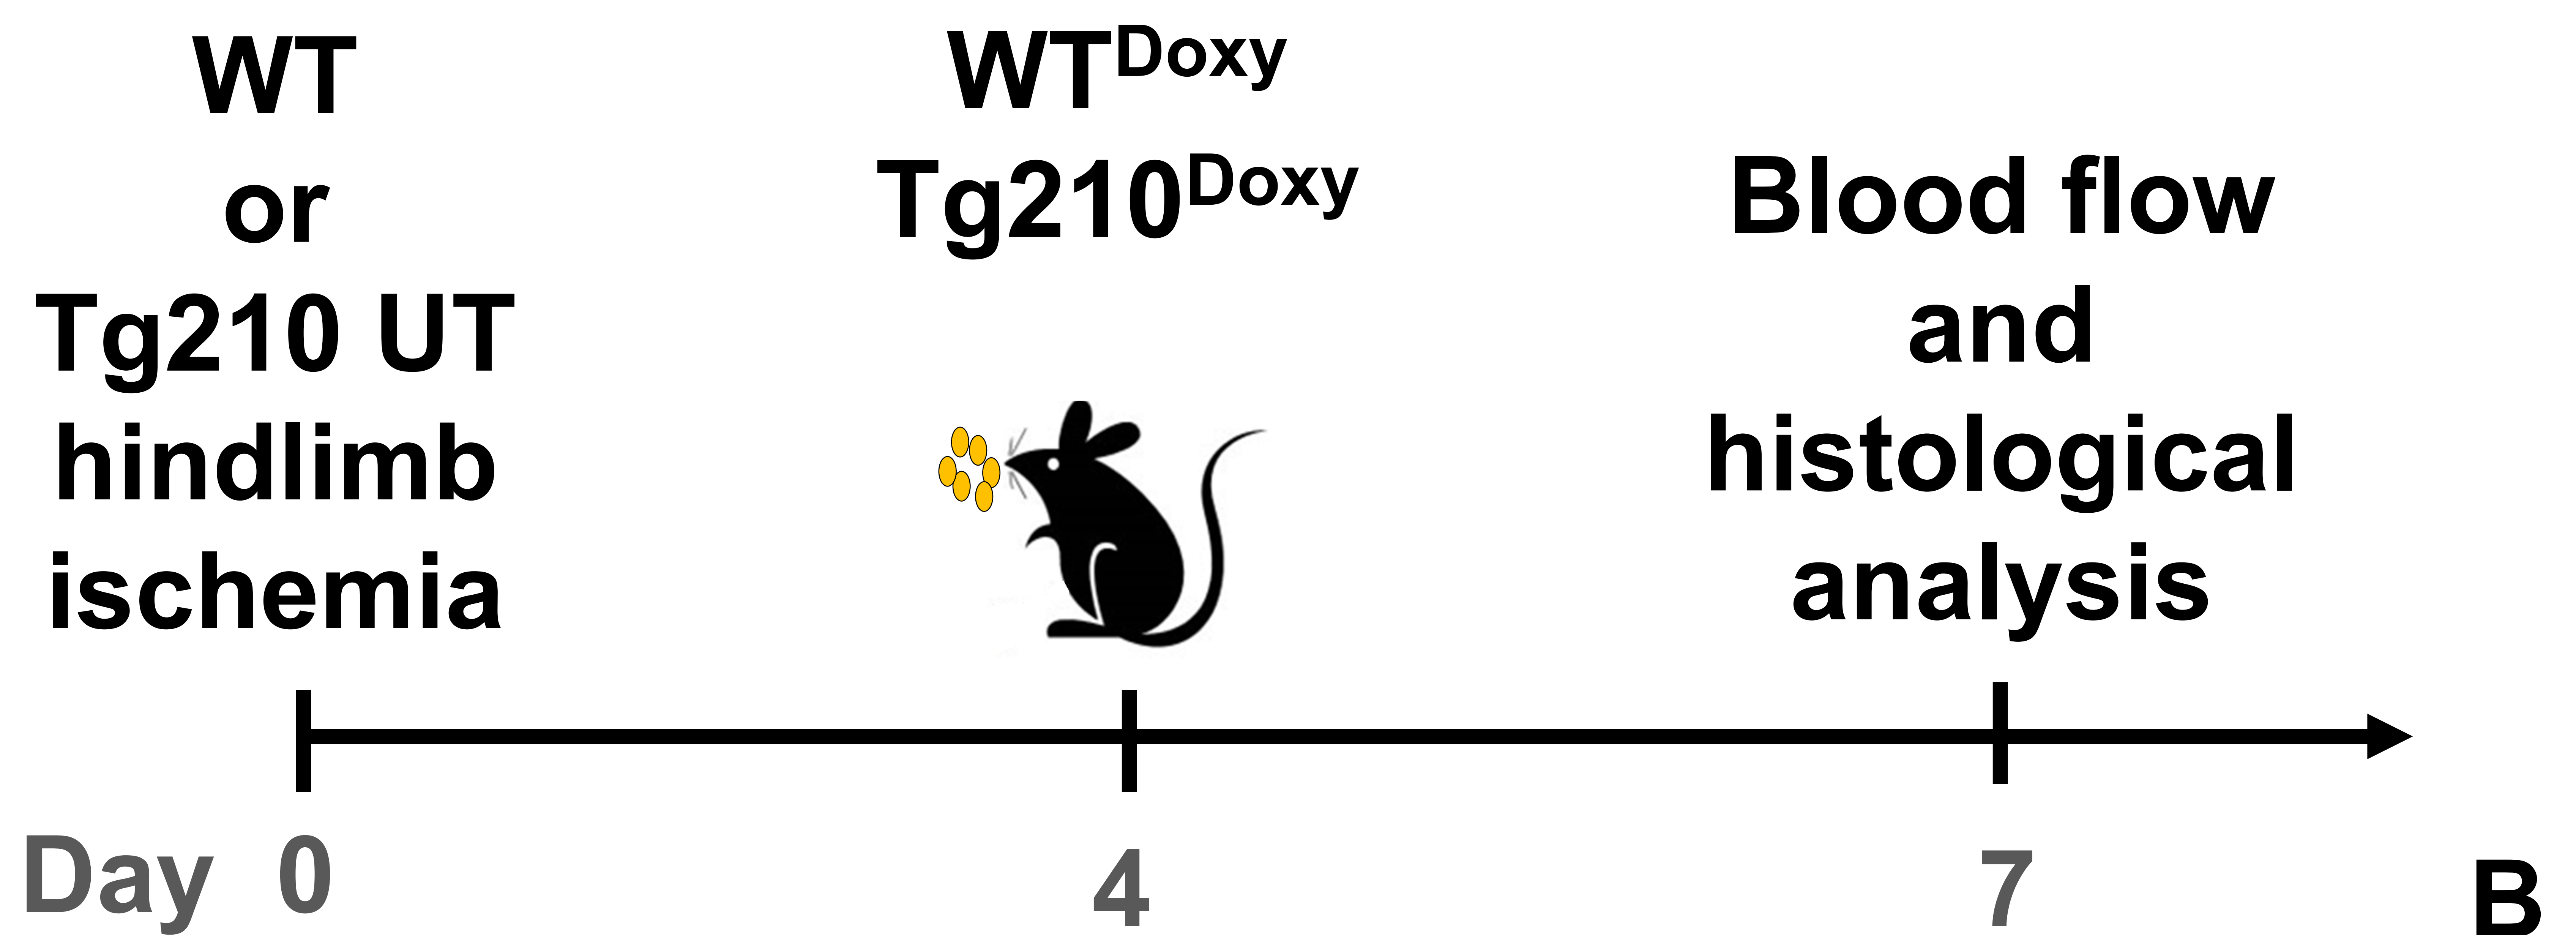

**FIG.S4**

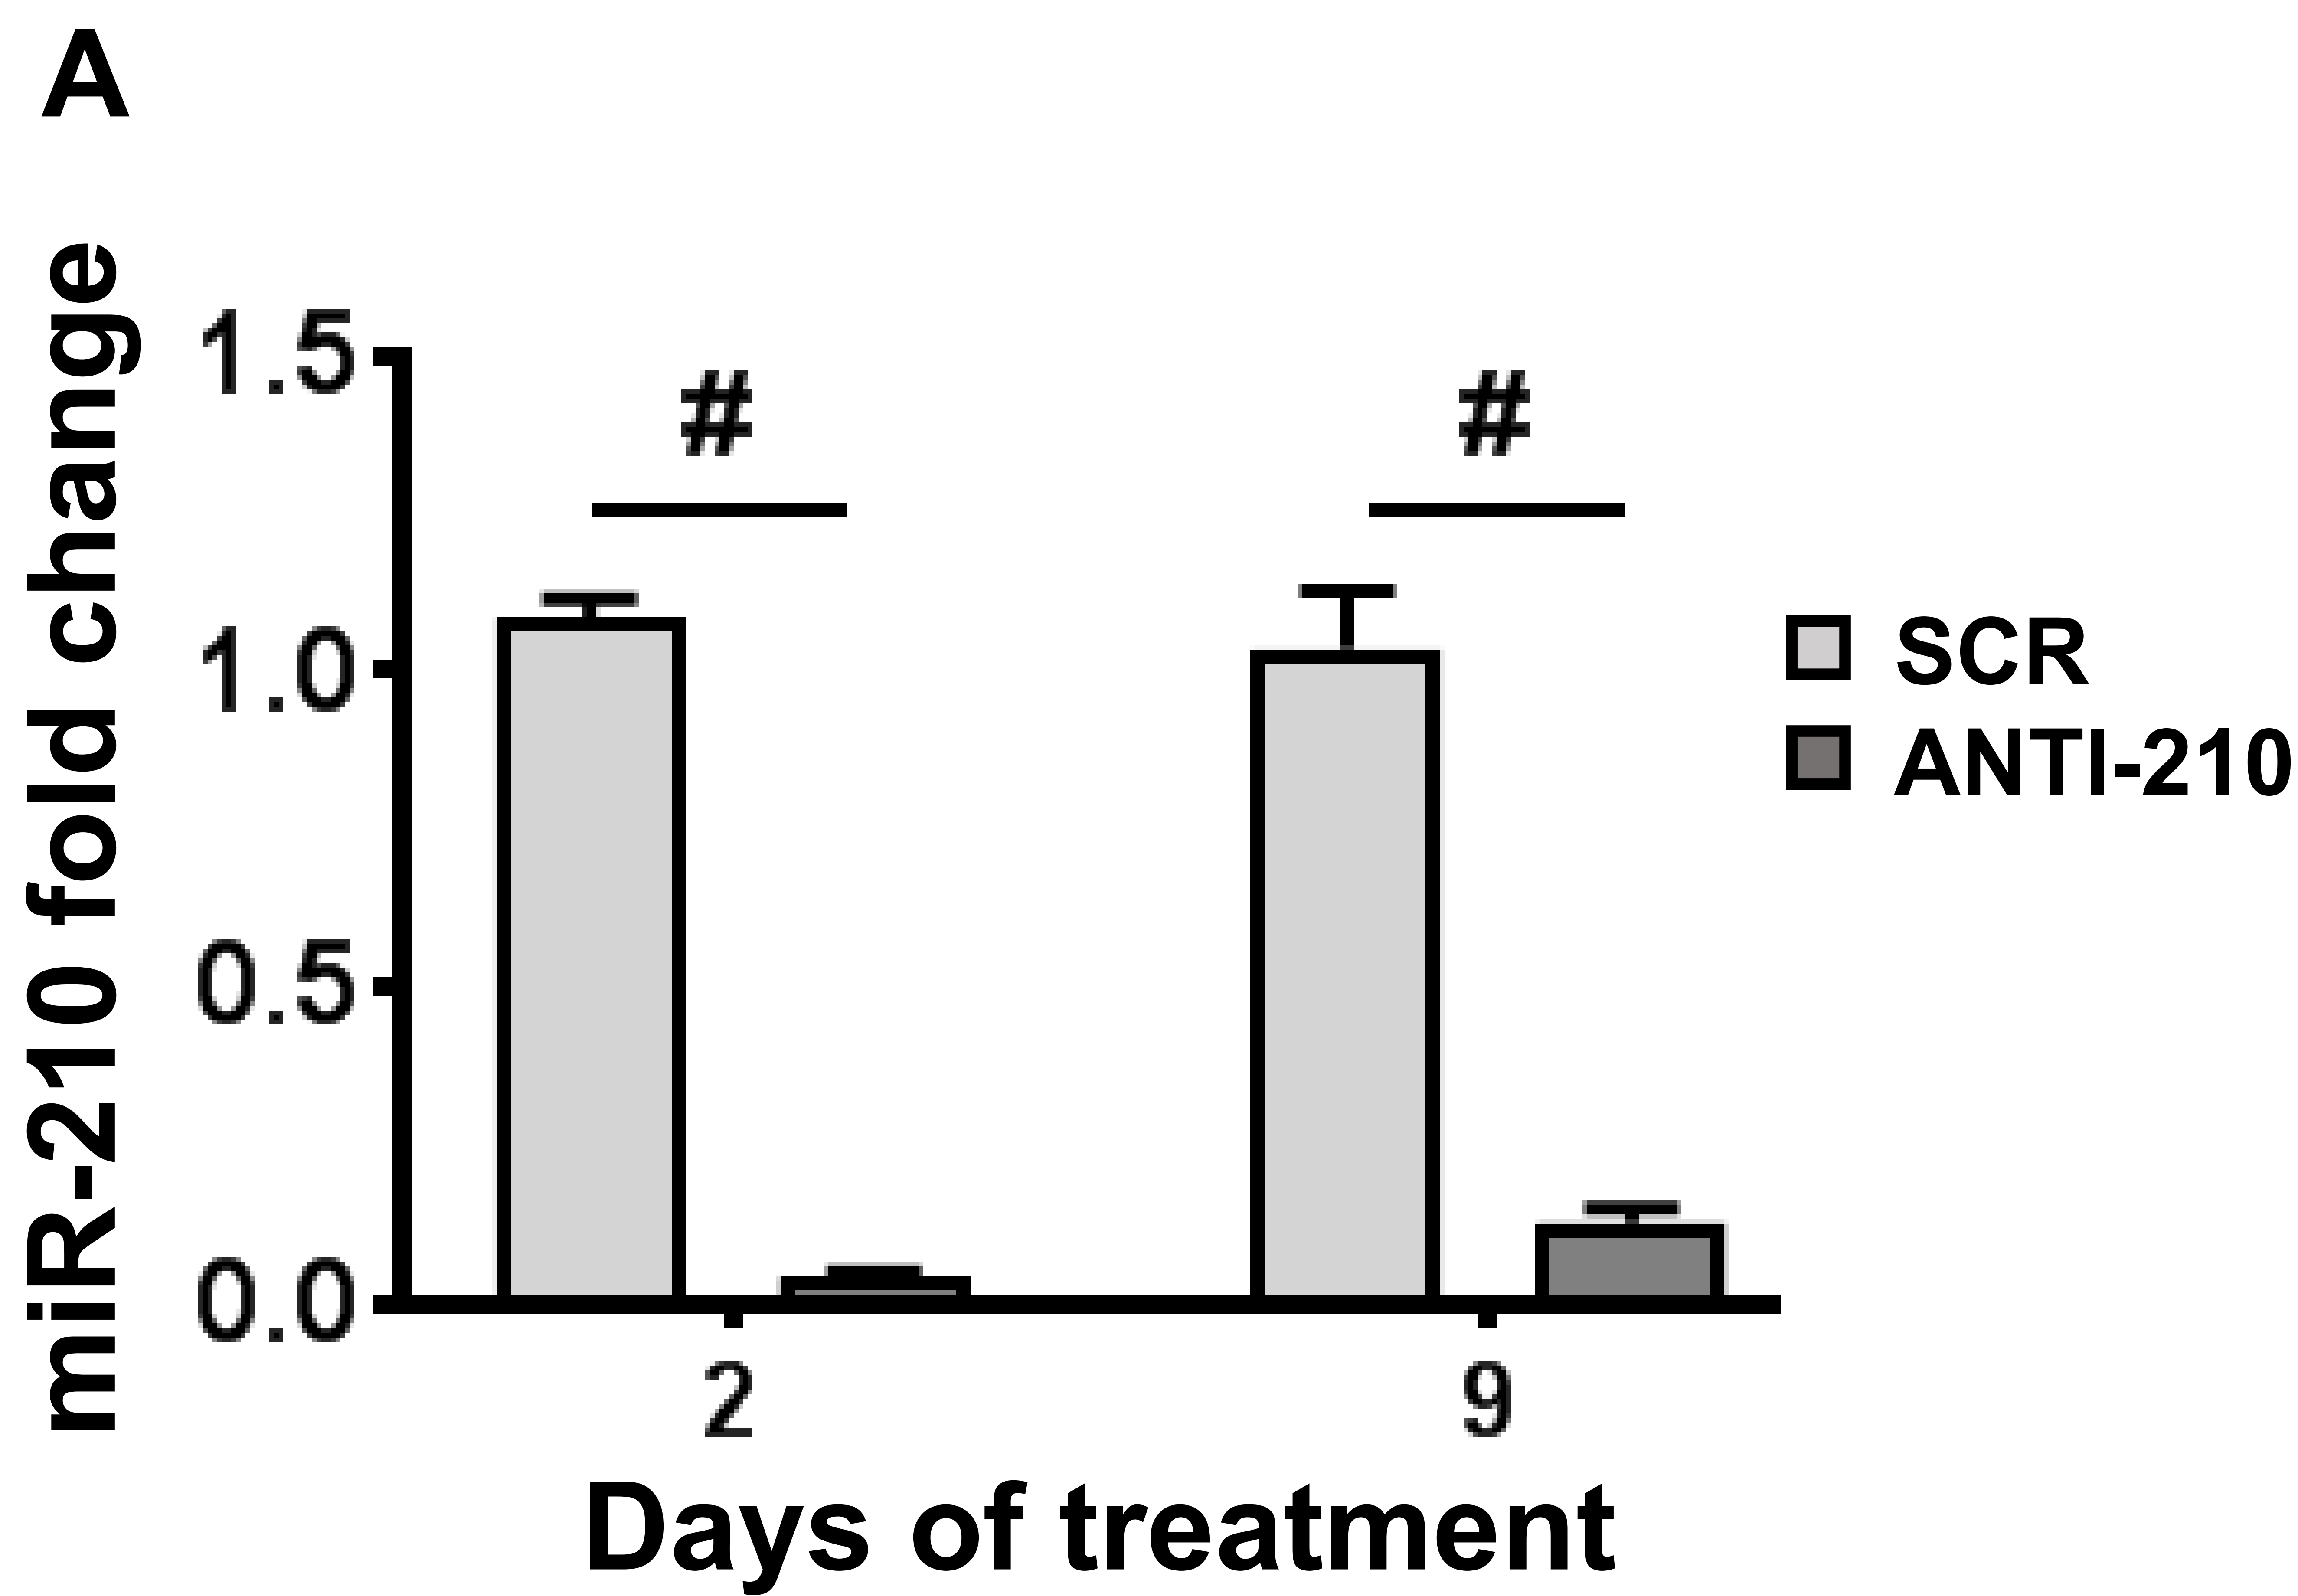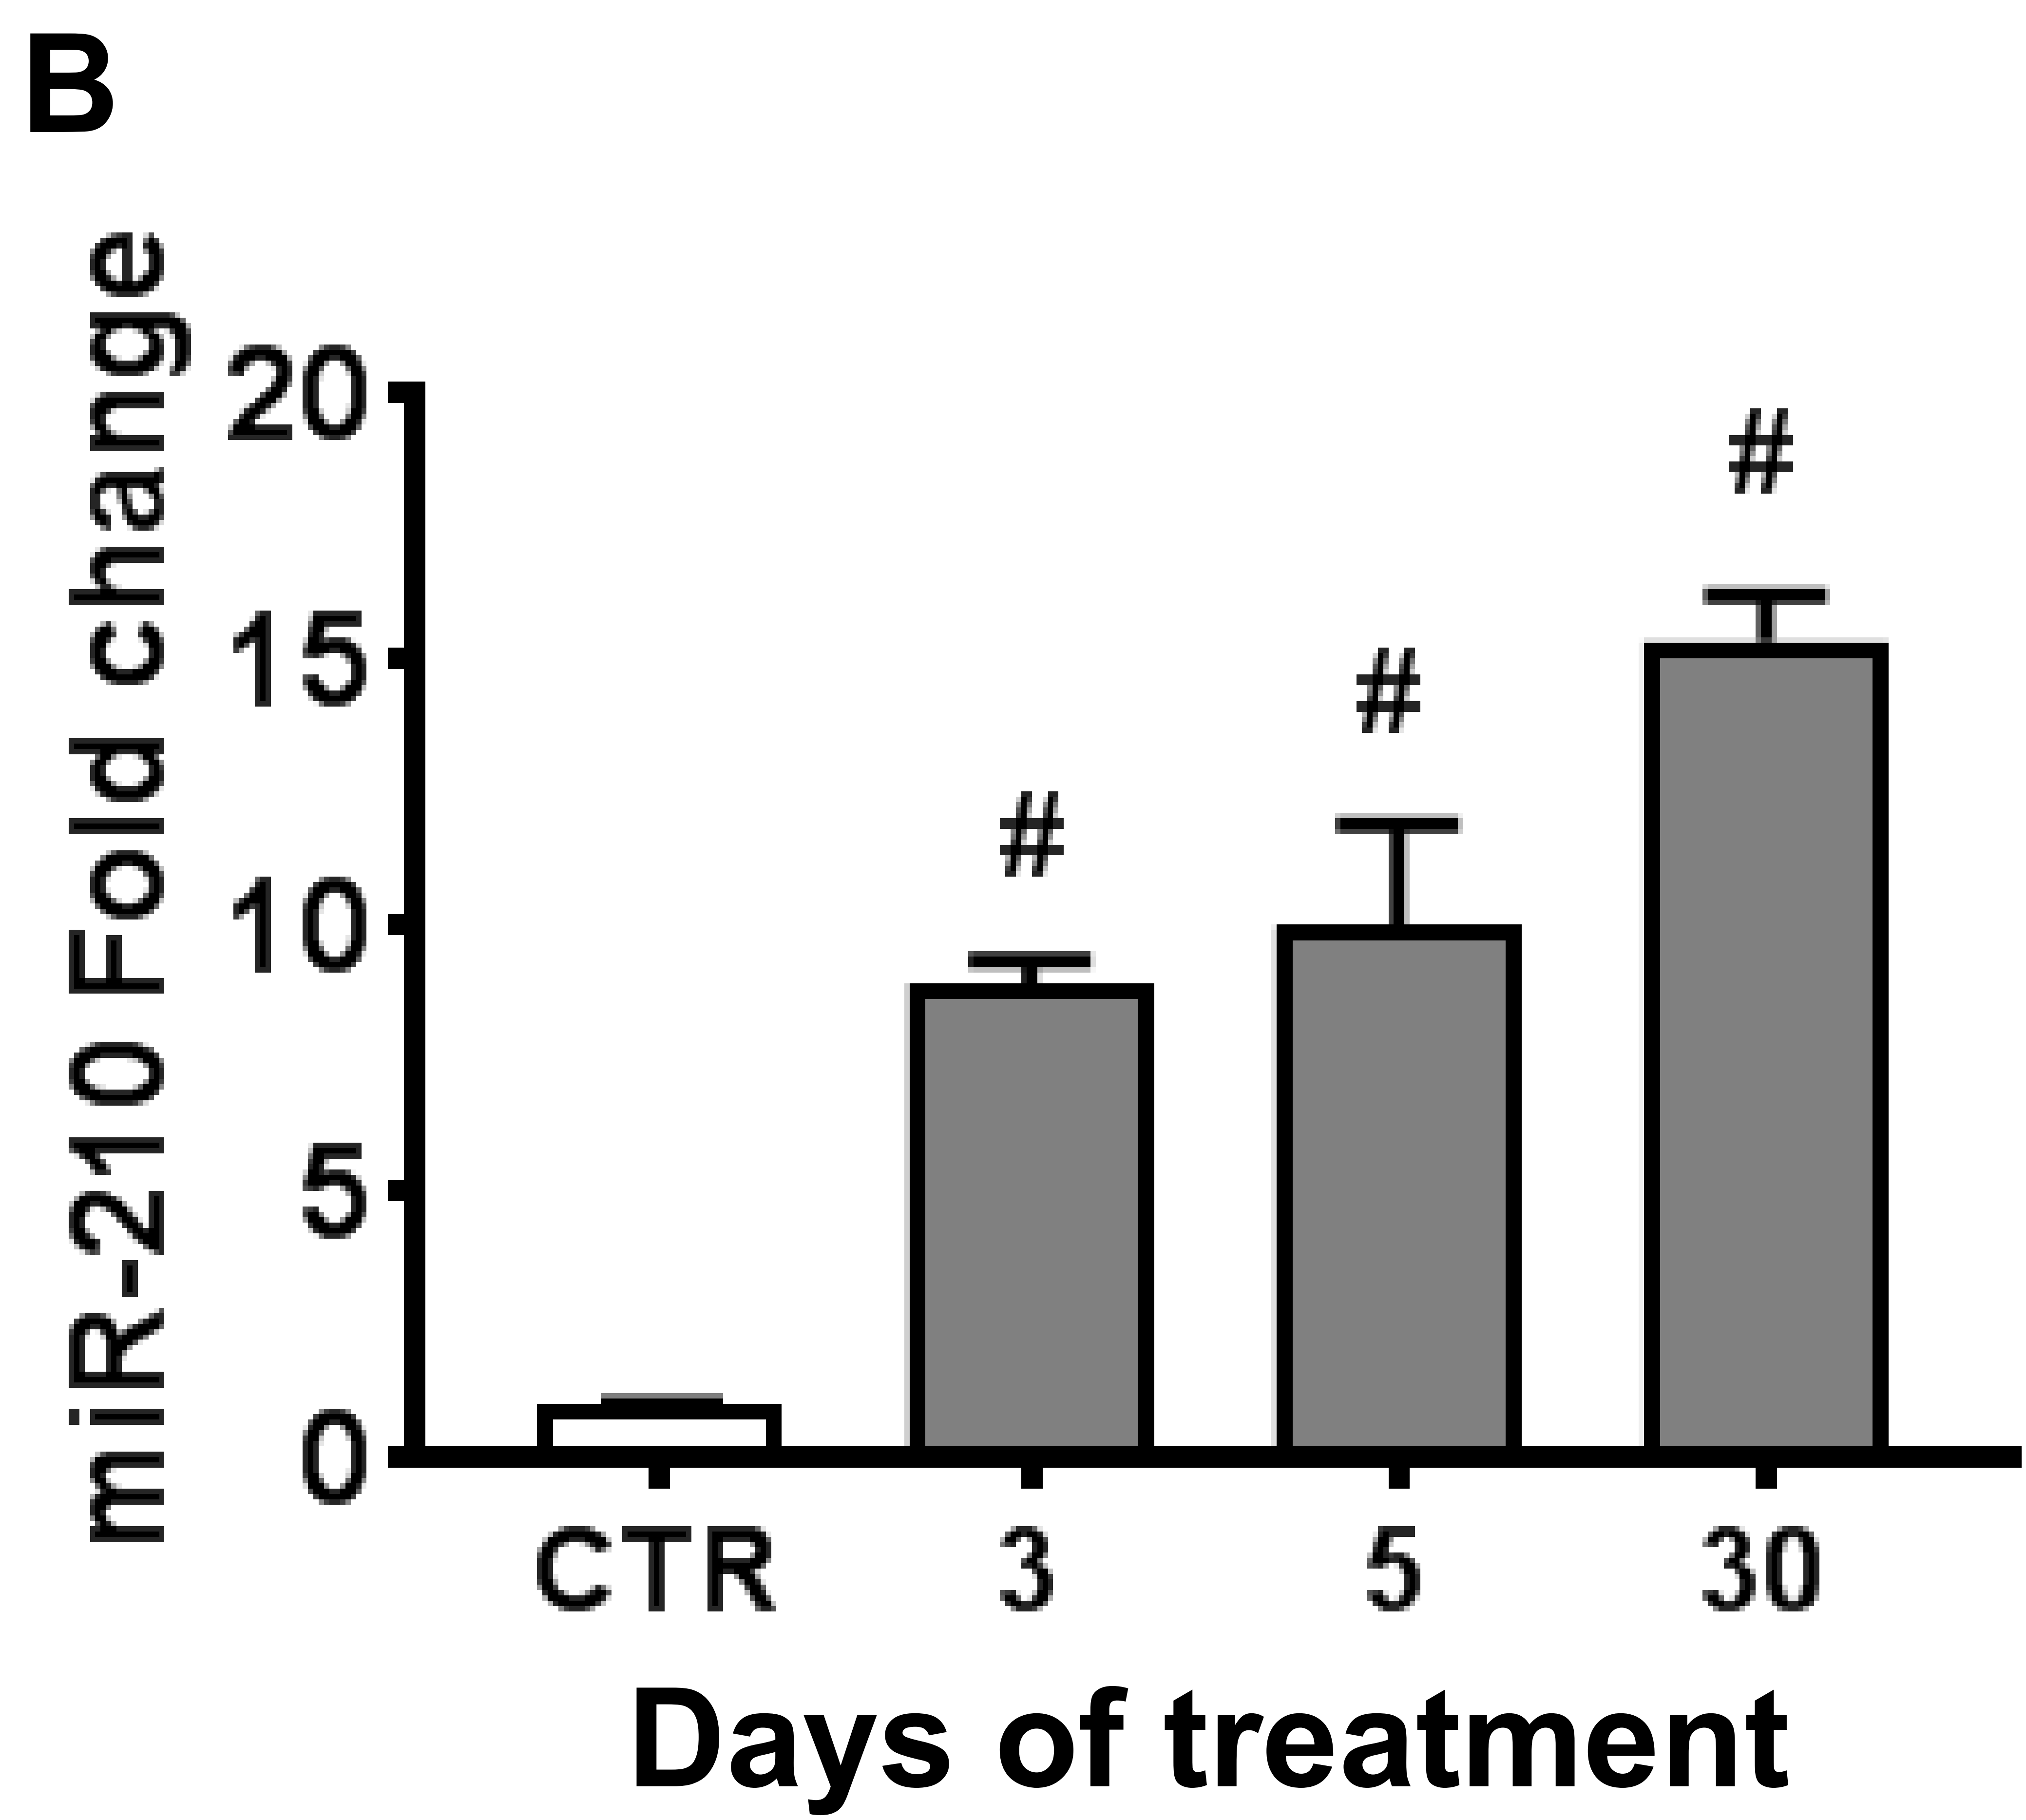

FIG.S5

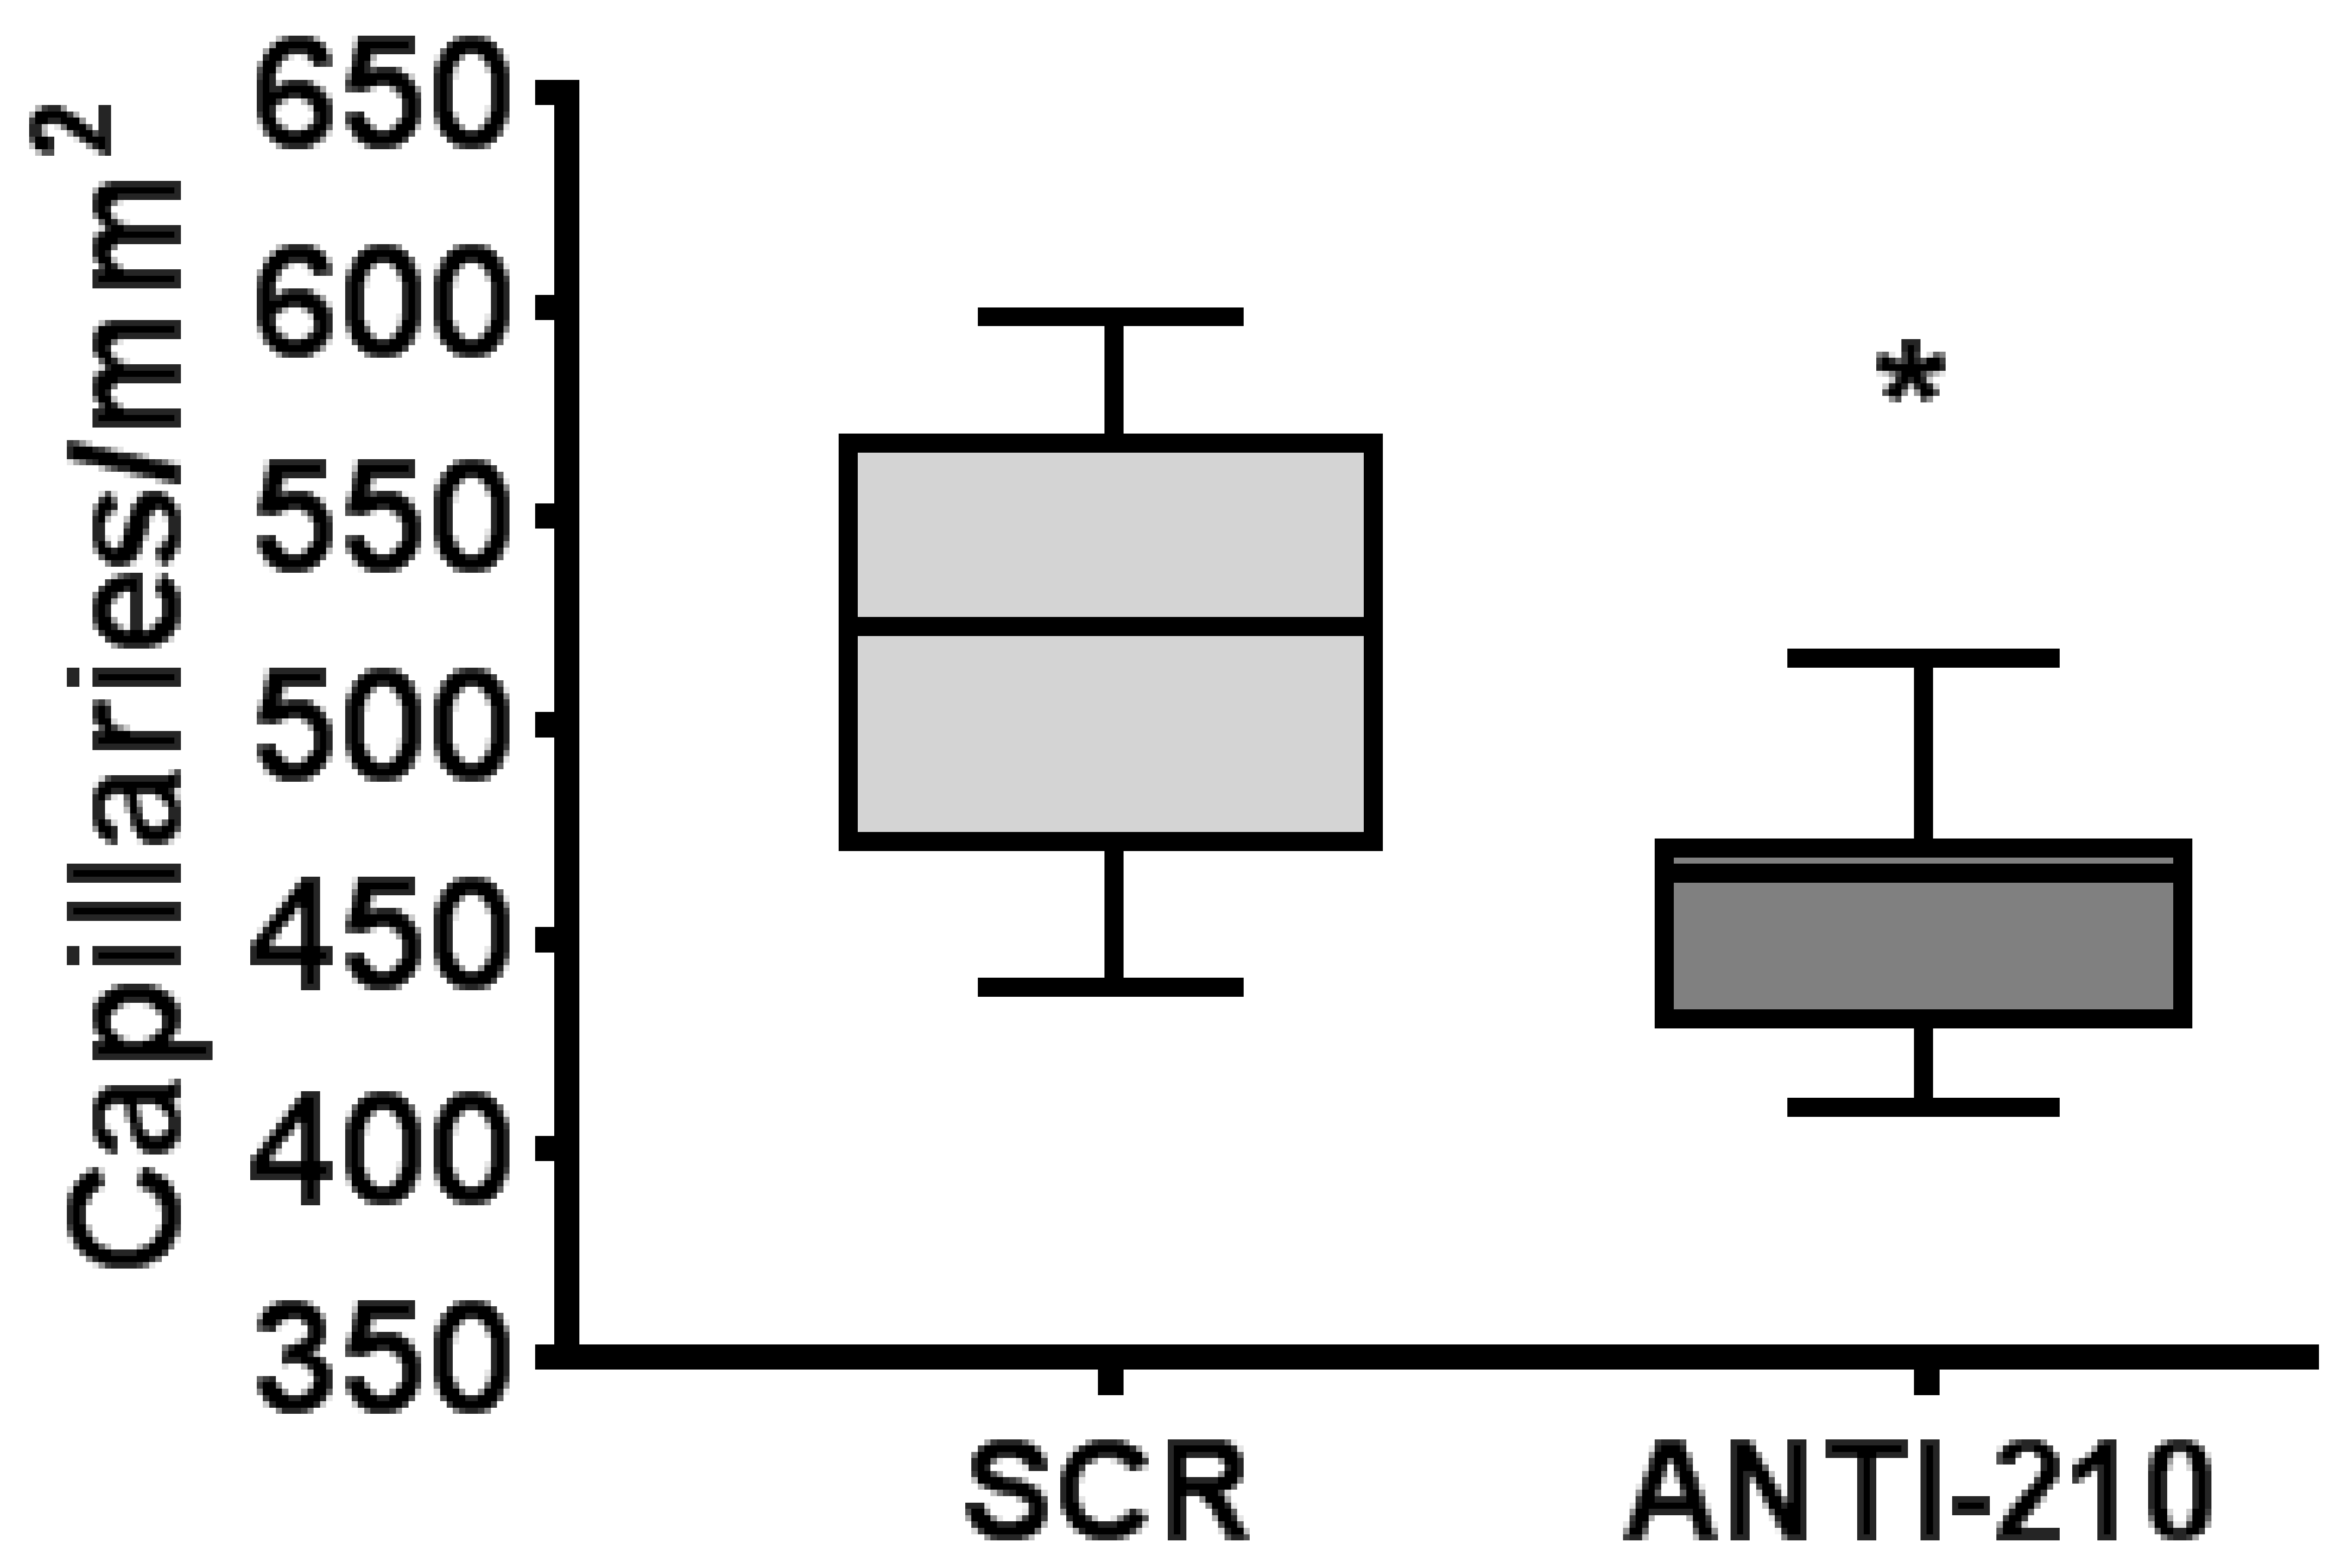

Figure S6

FIG. S7

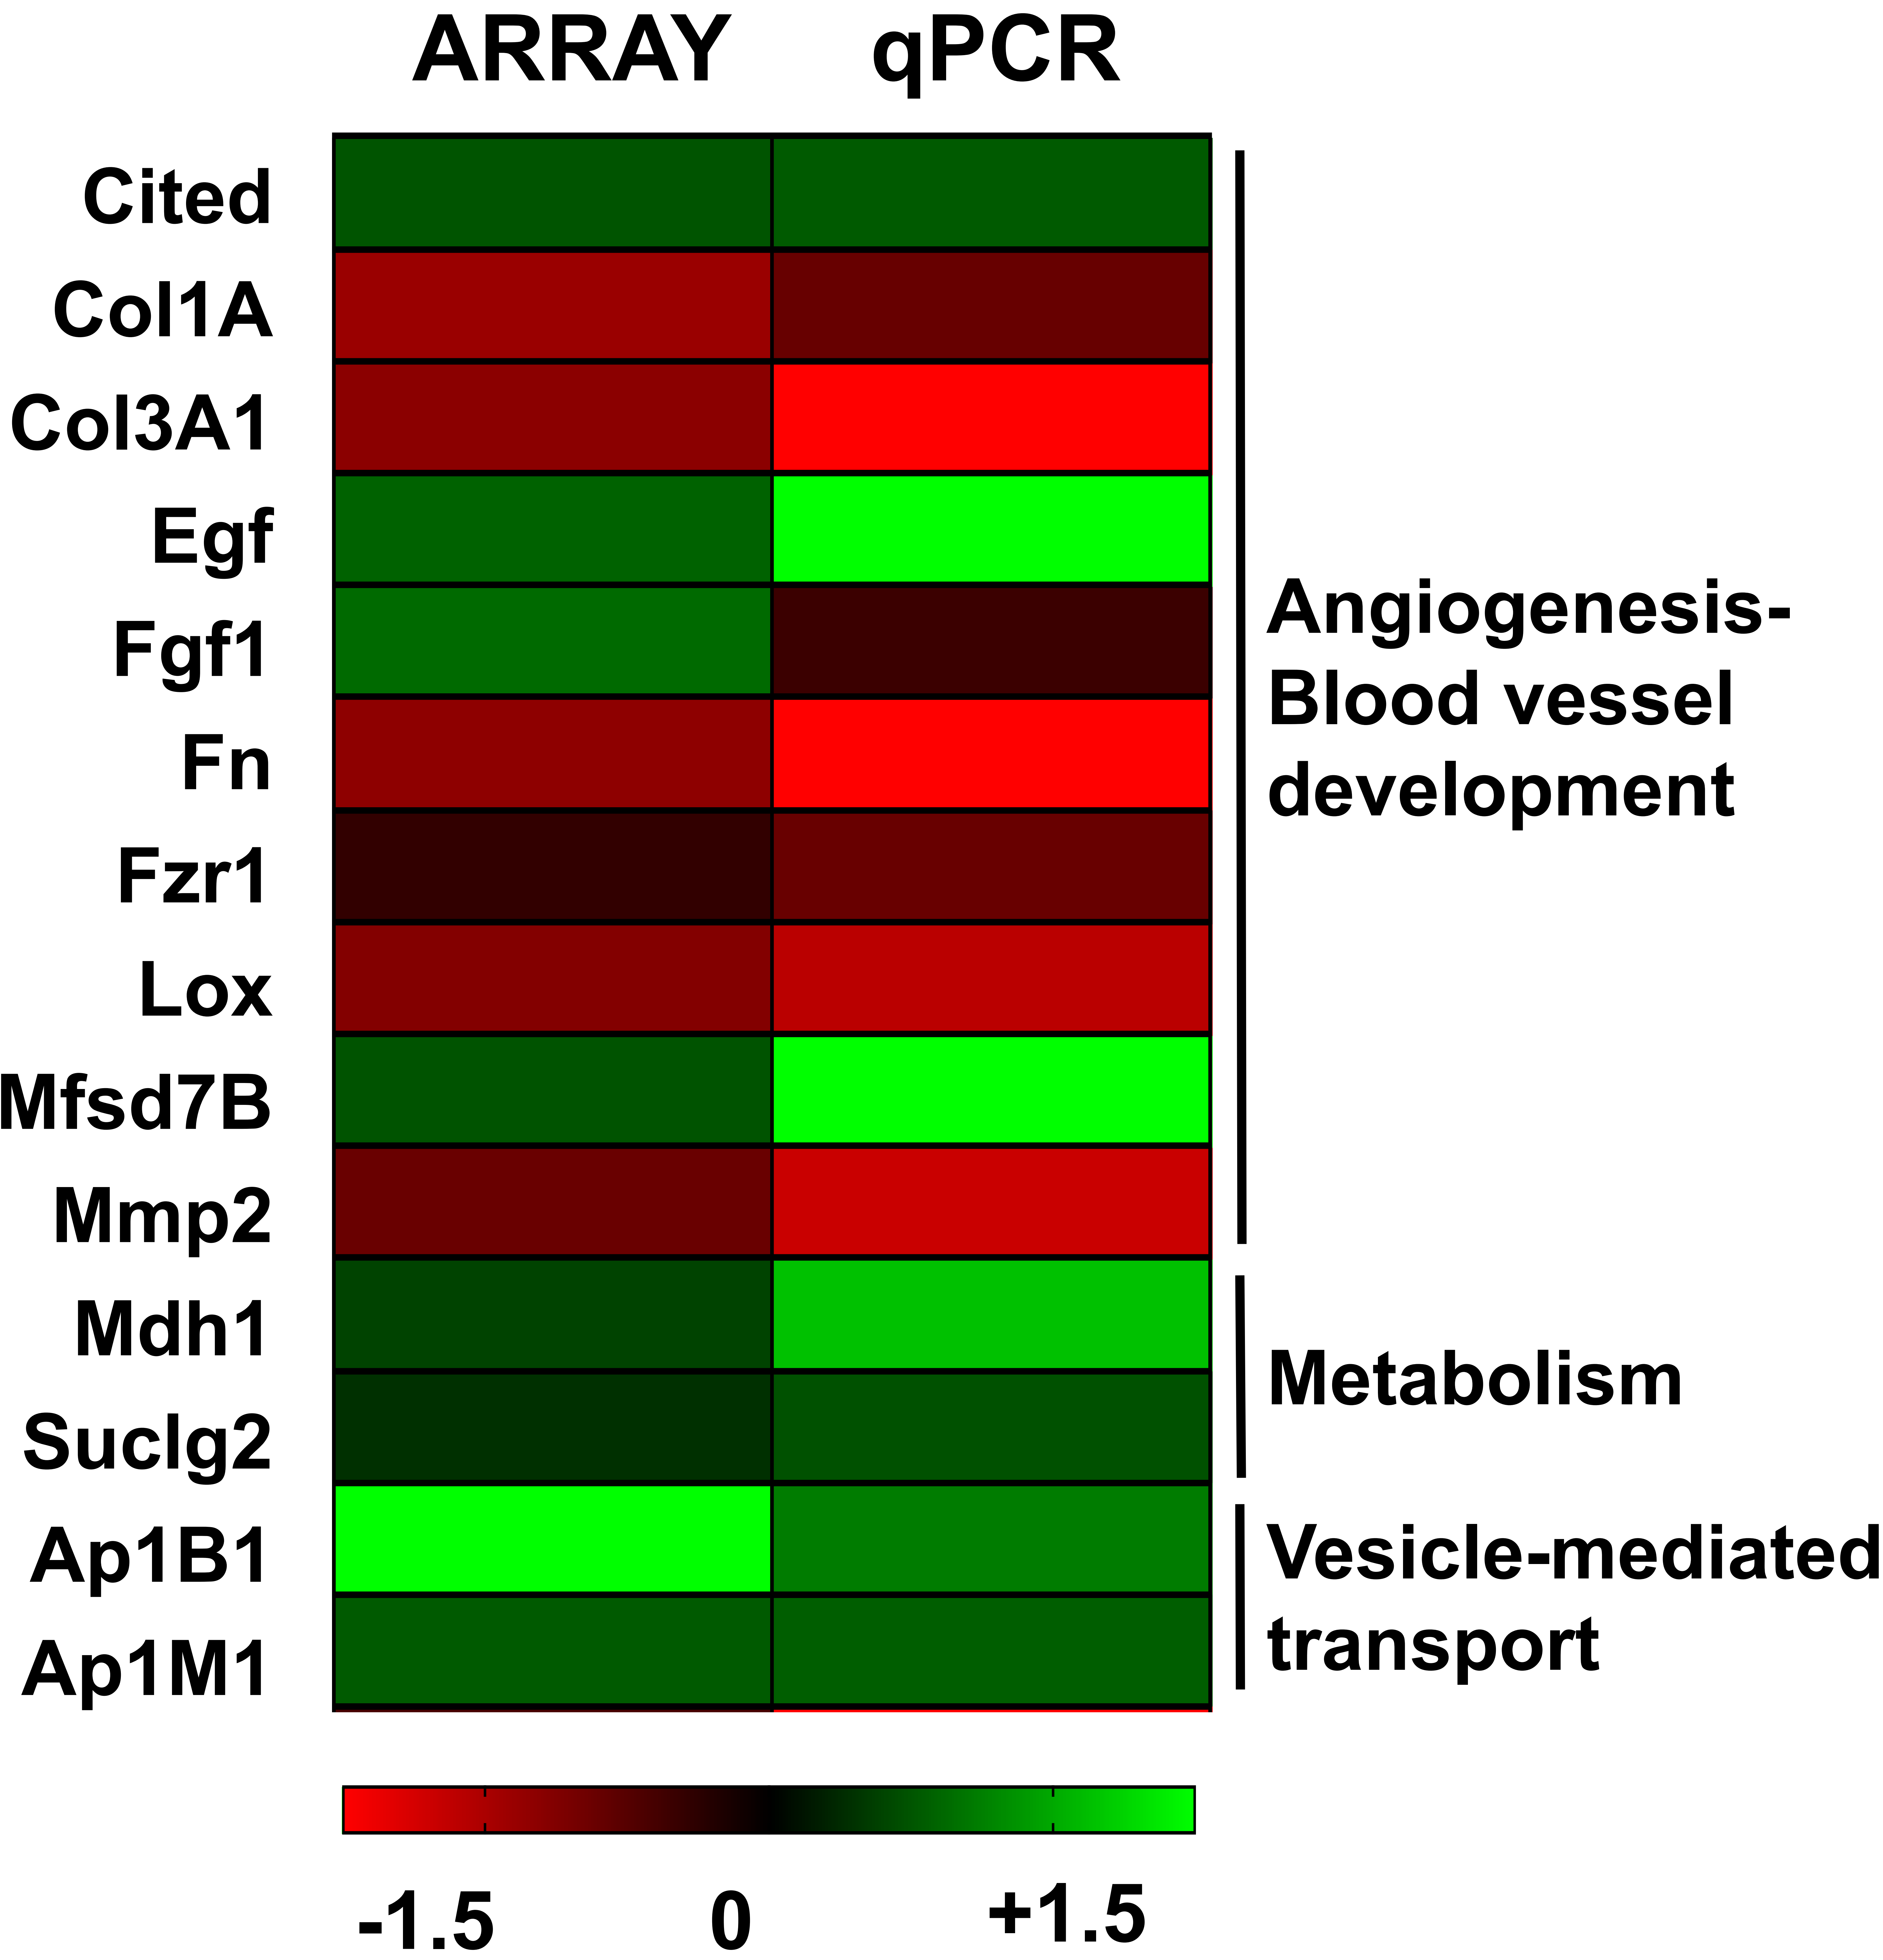

**FIG. S8**

**A**

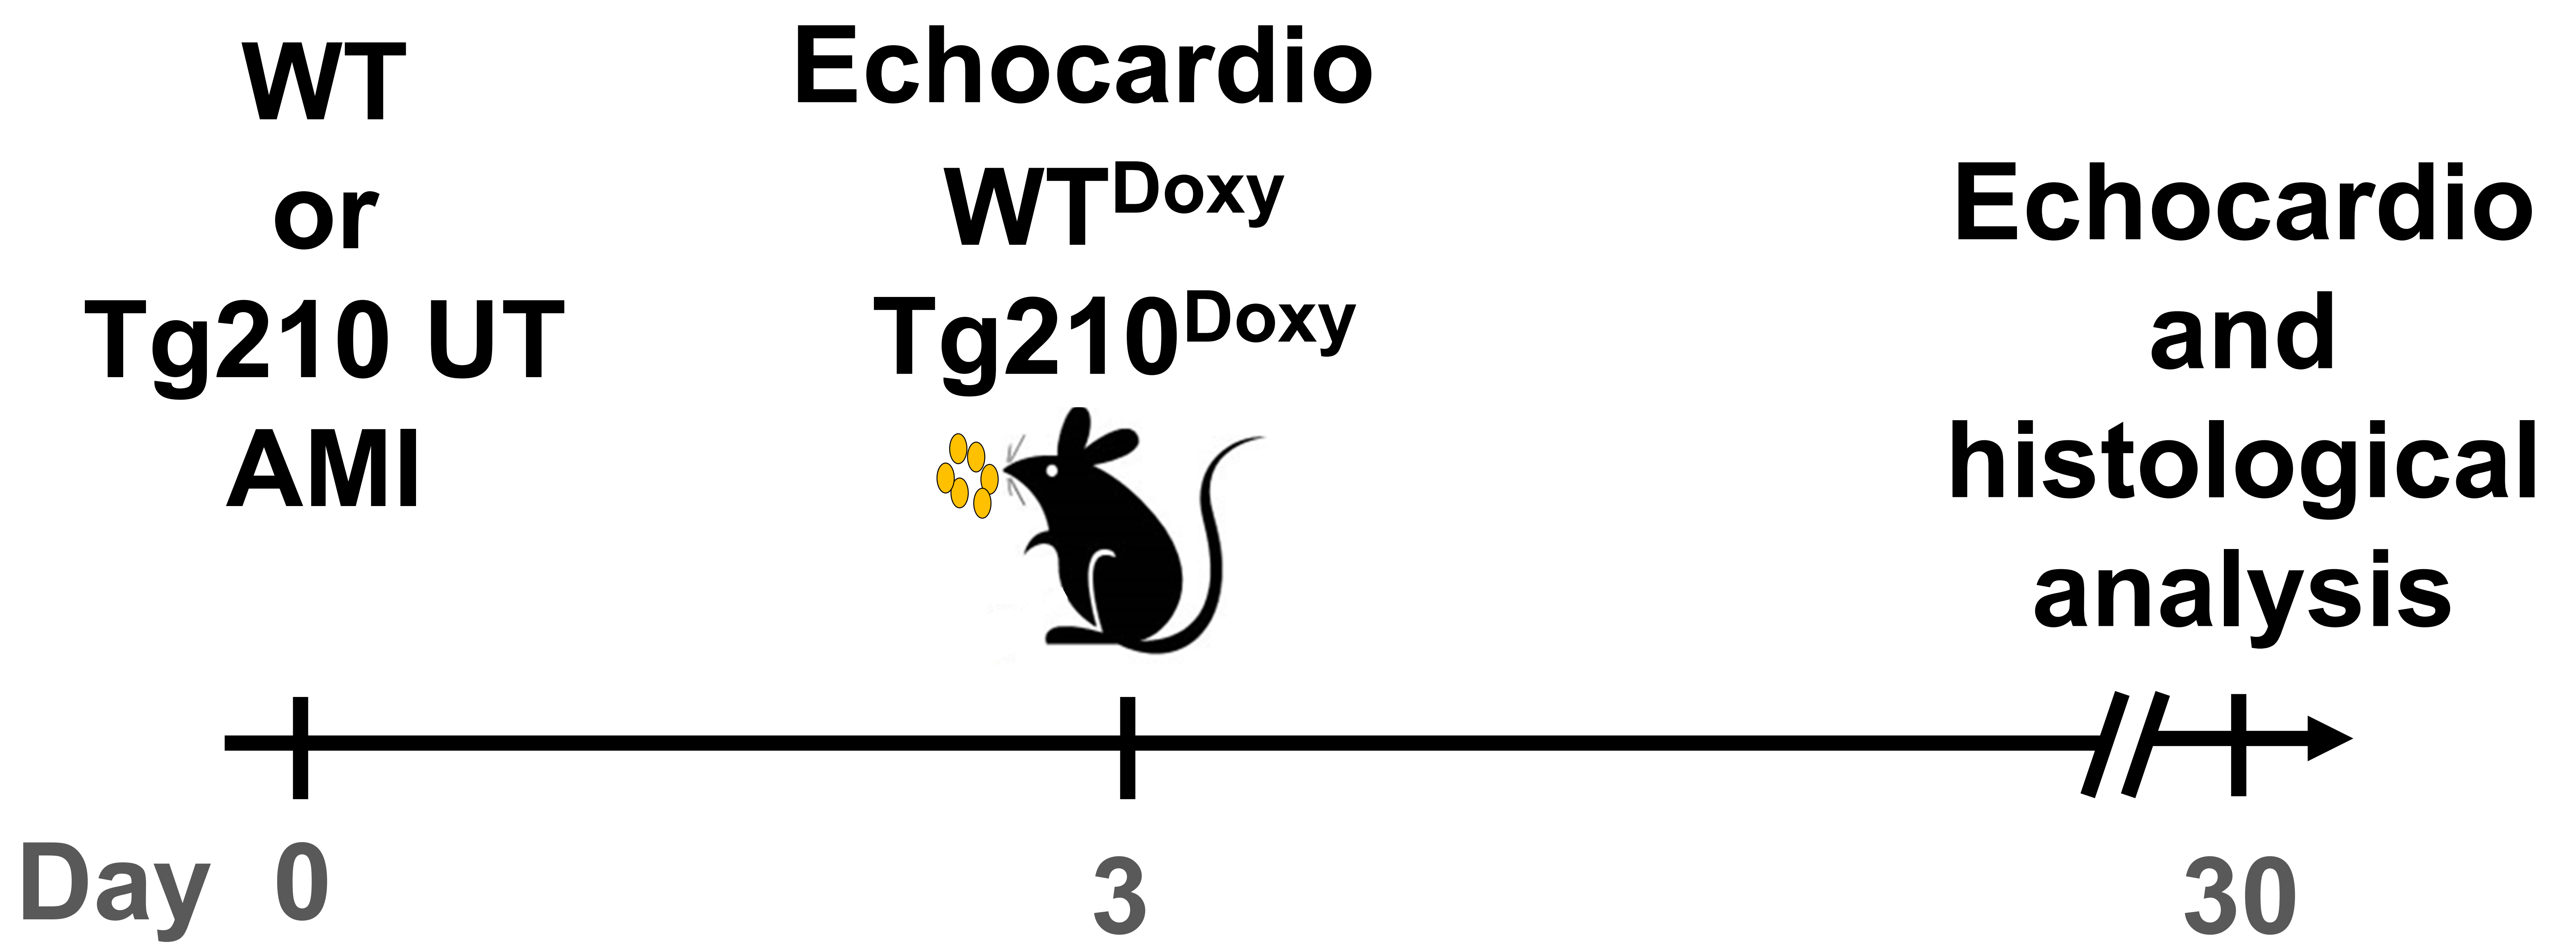

**B**

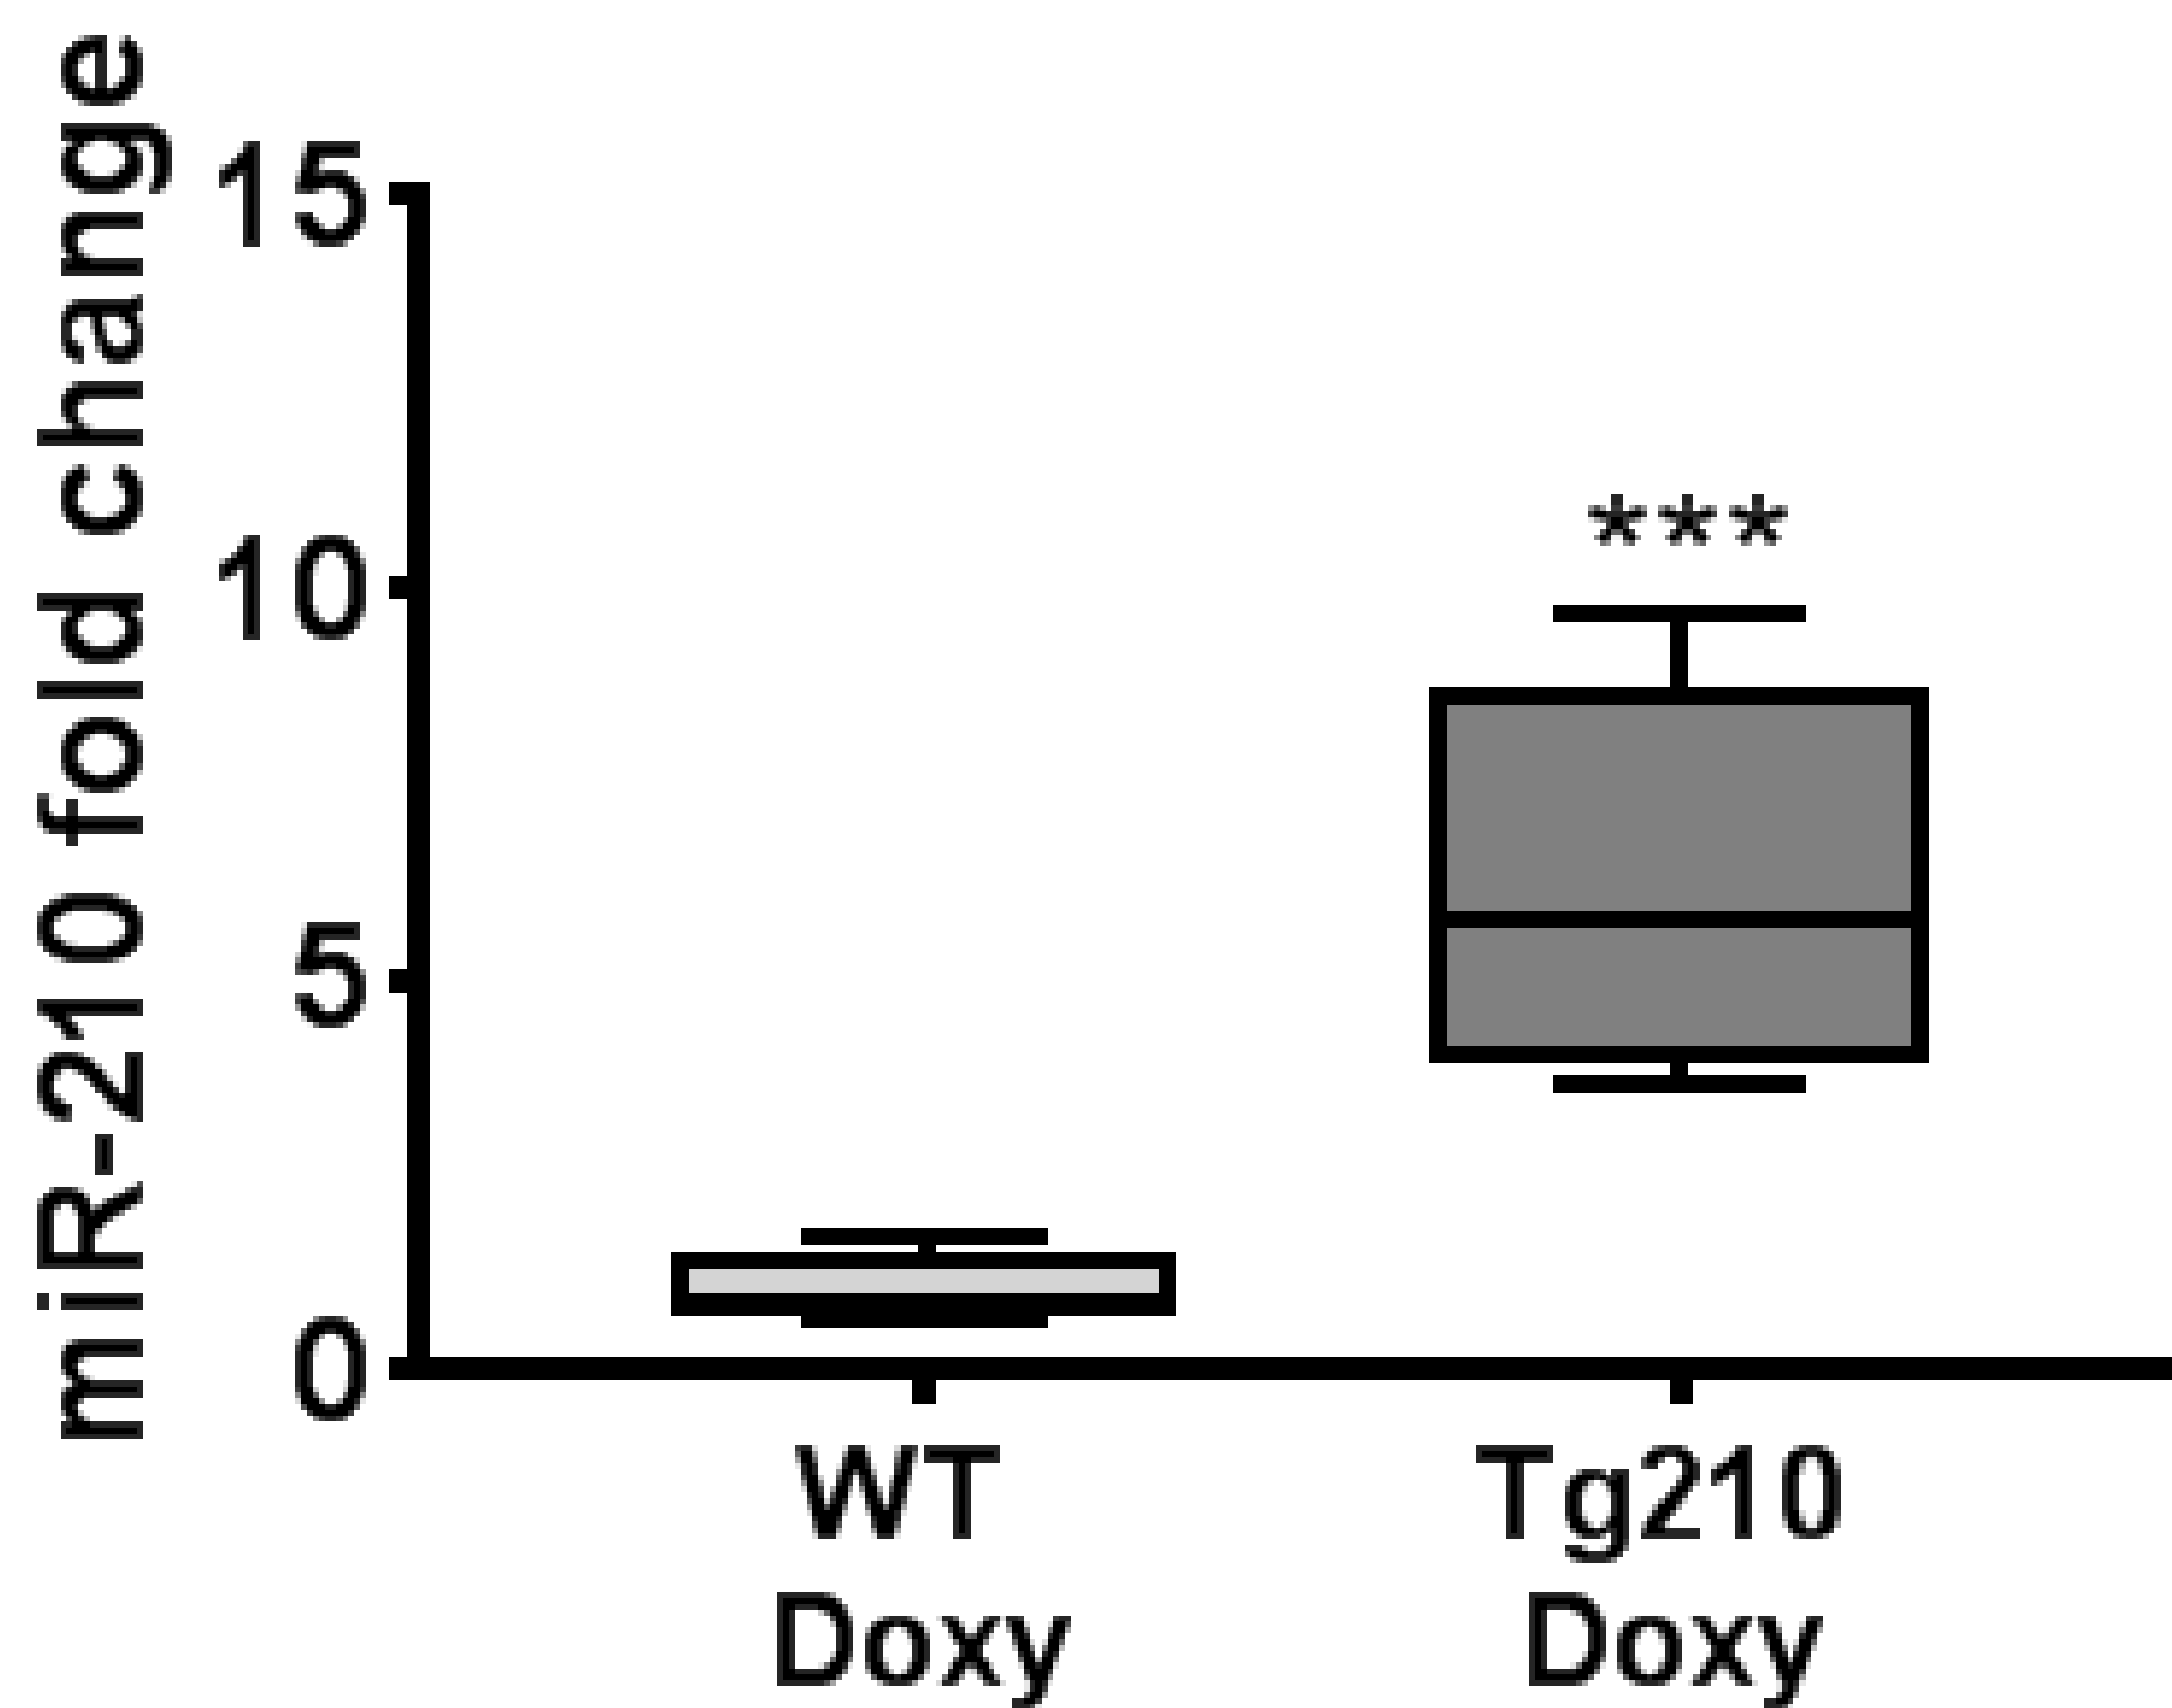

FIG. S9

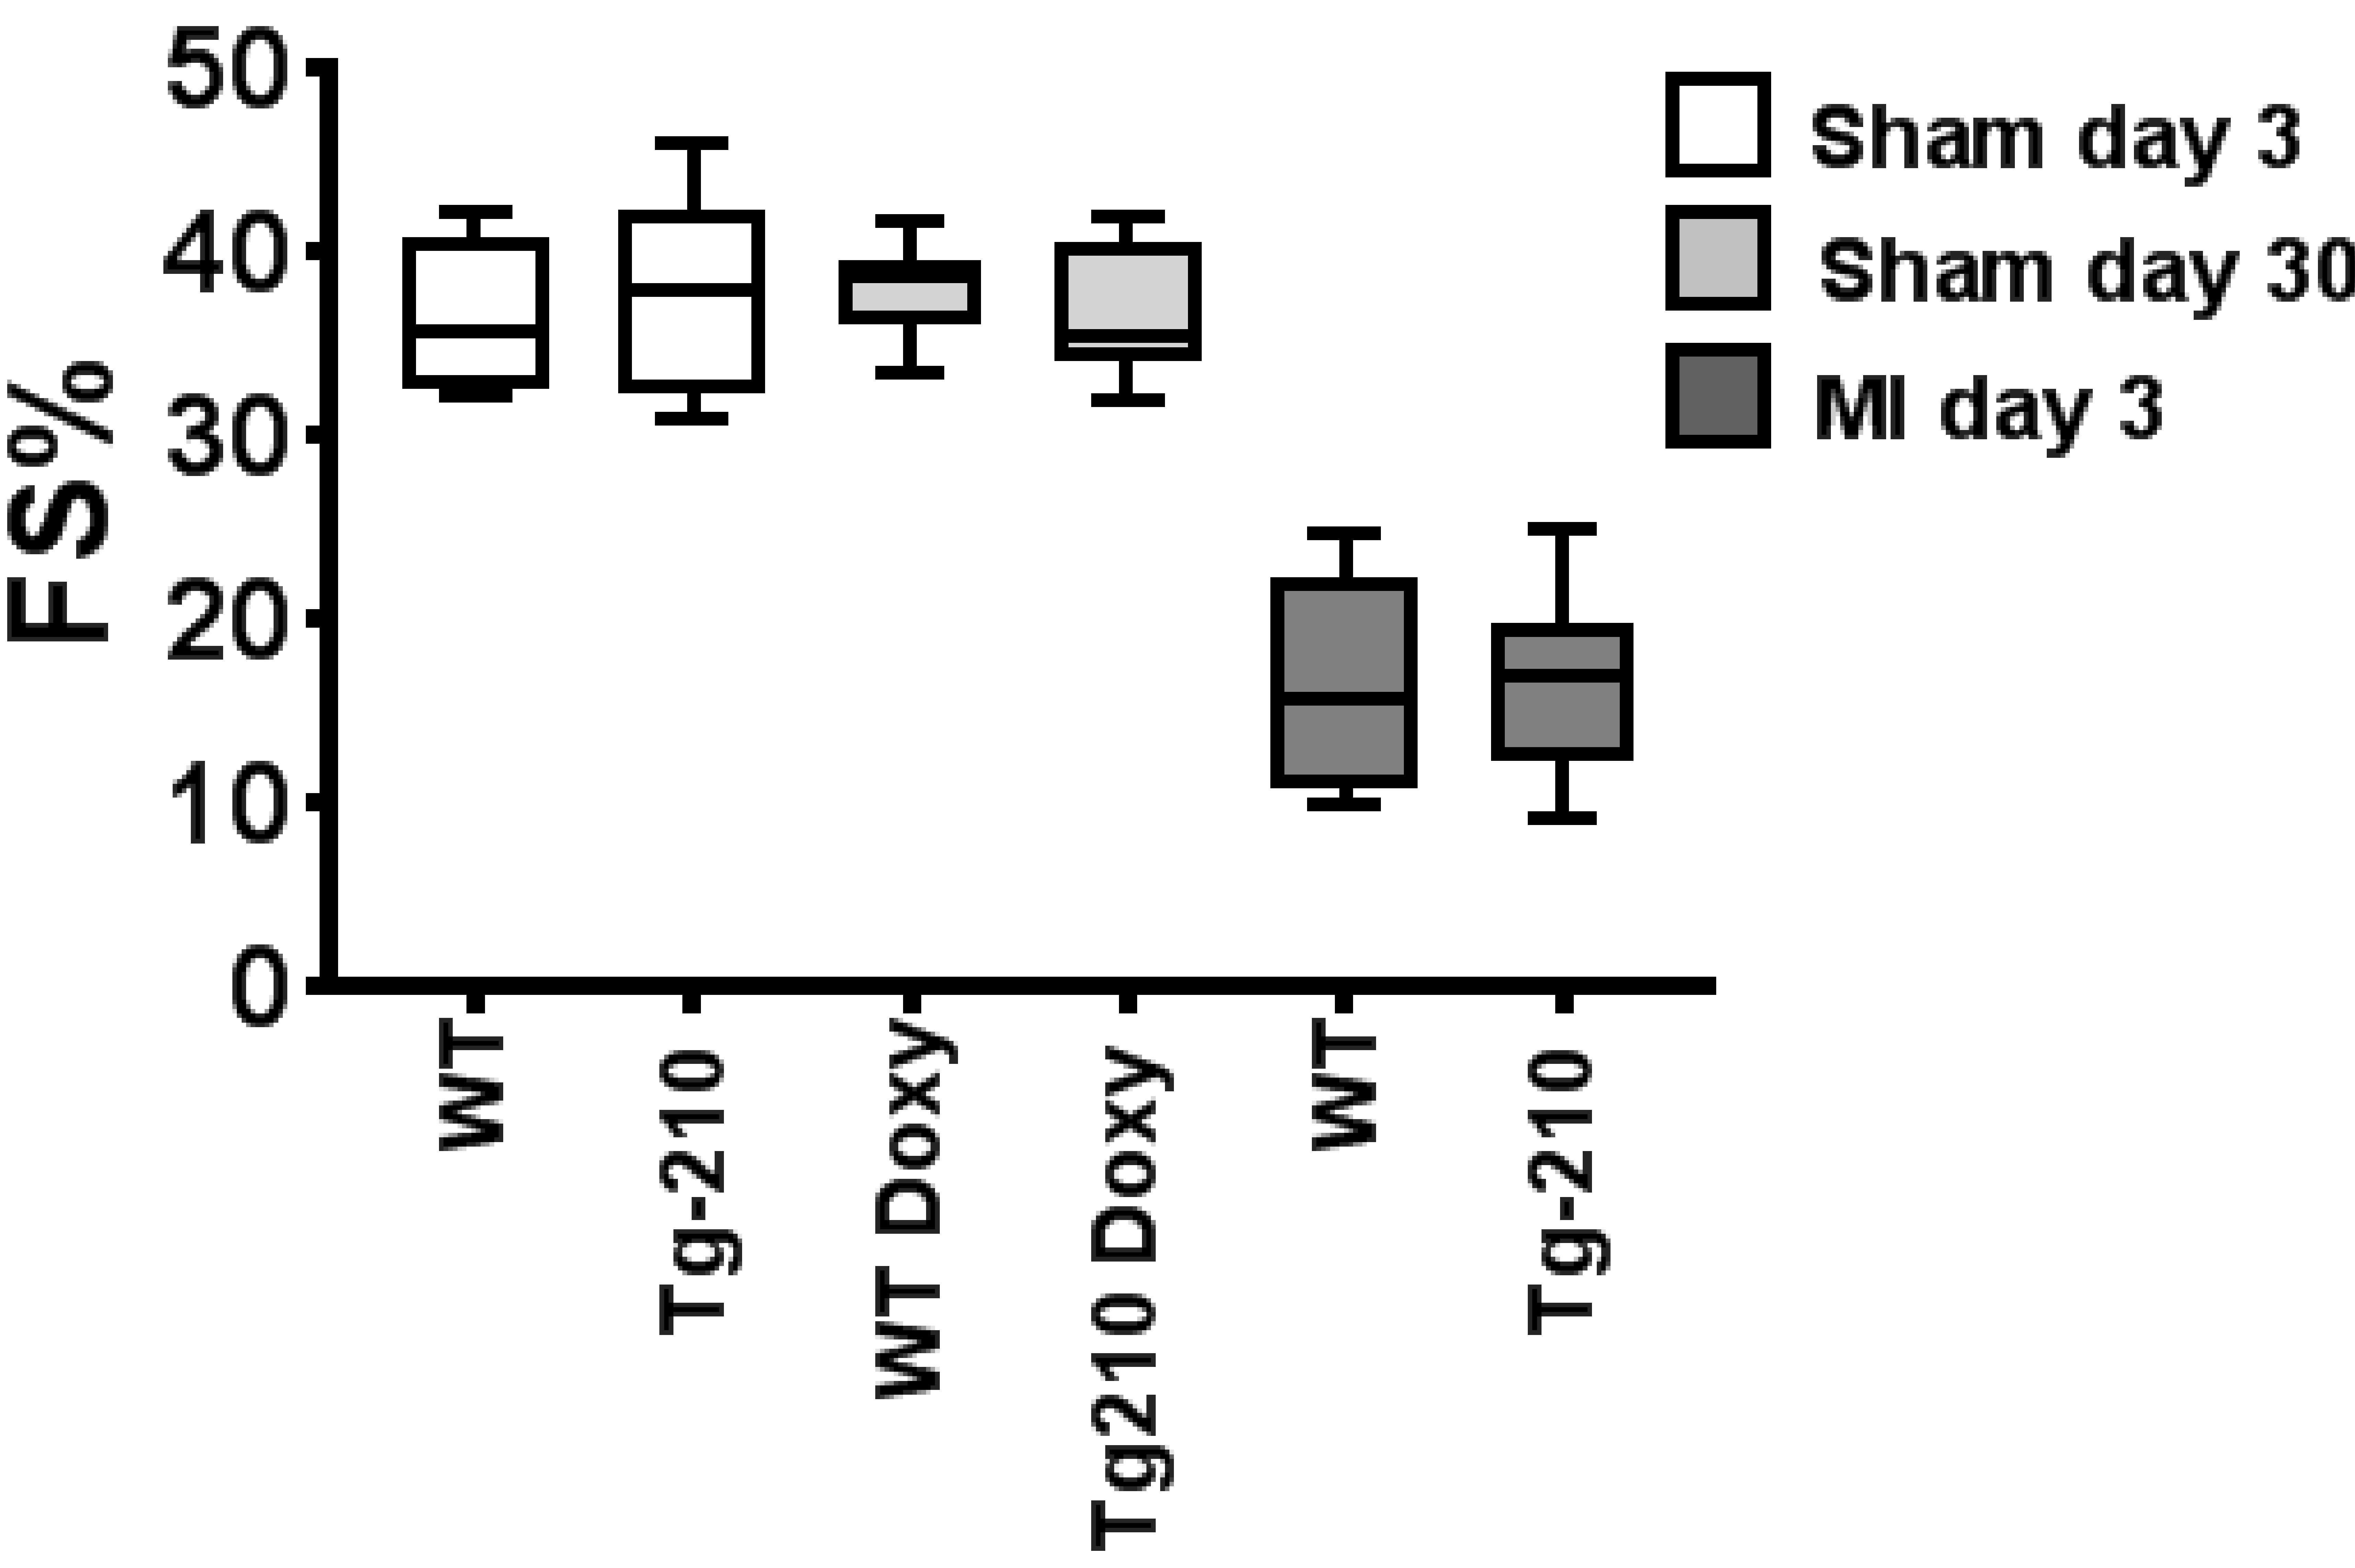

**Fig. S10**

**WT<sup>Doxy</sup>**

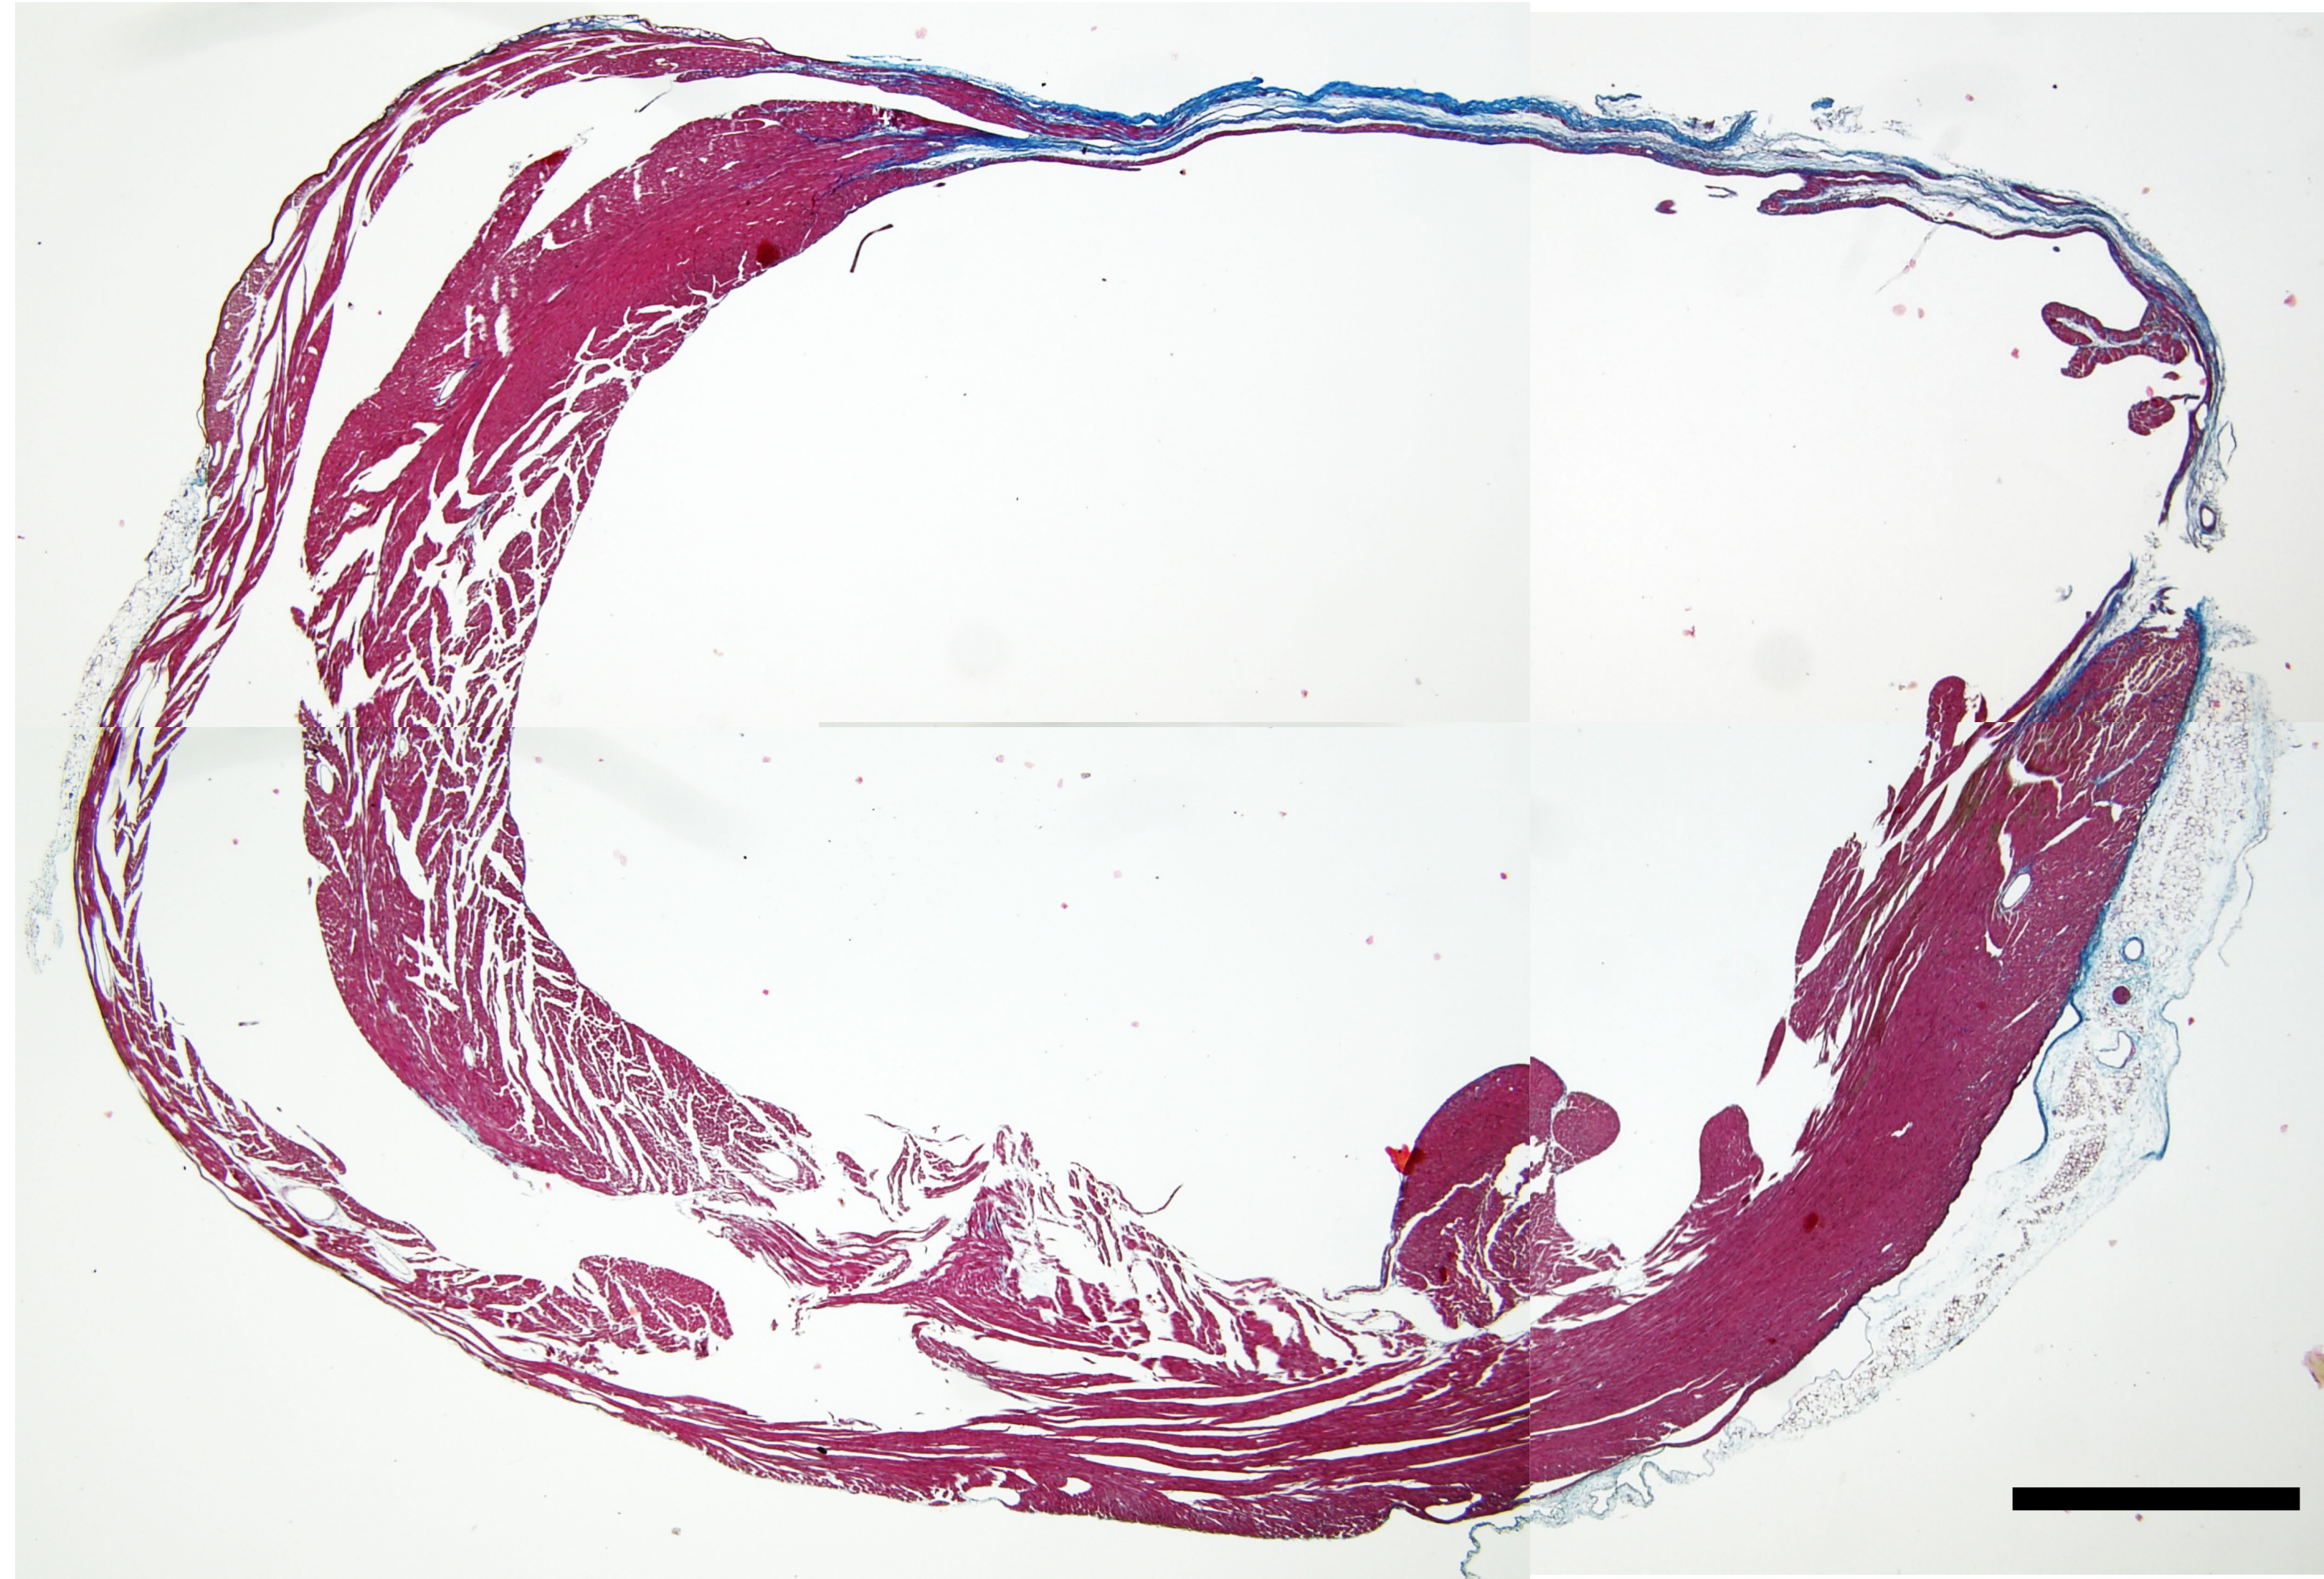

**Tg-210<sup>Doxy</sup>**

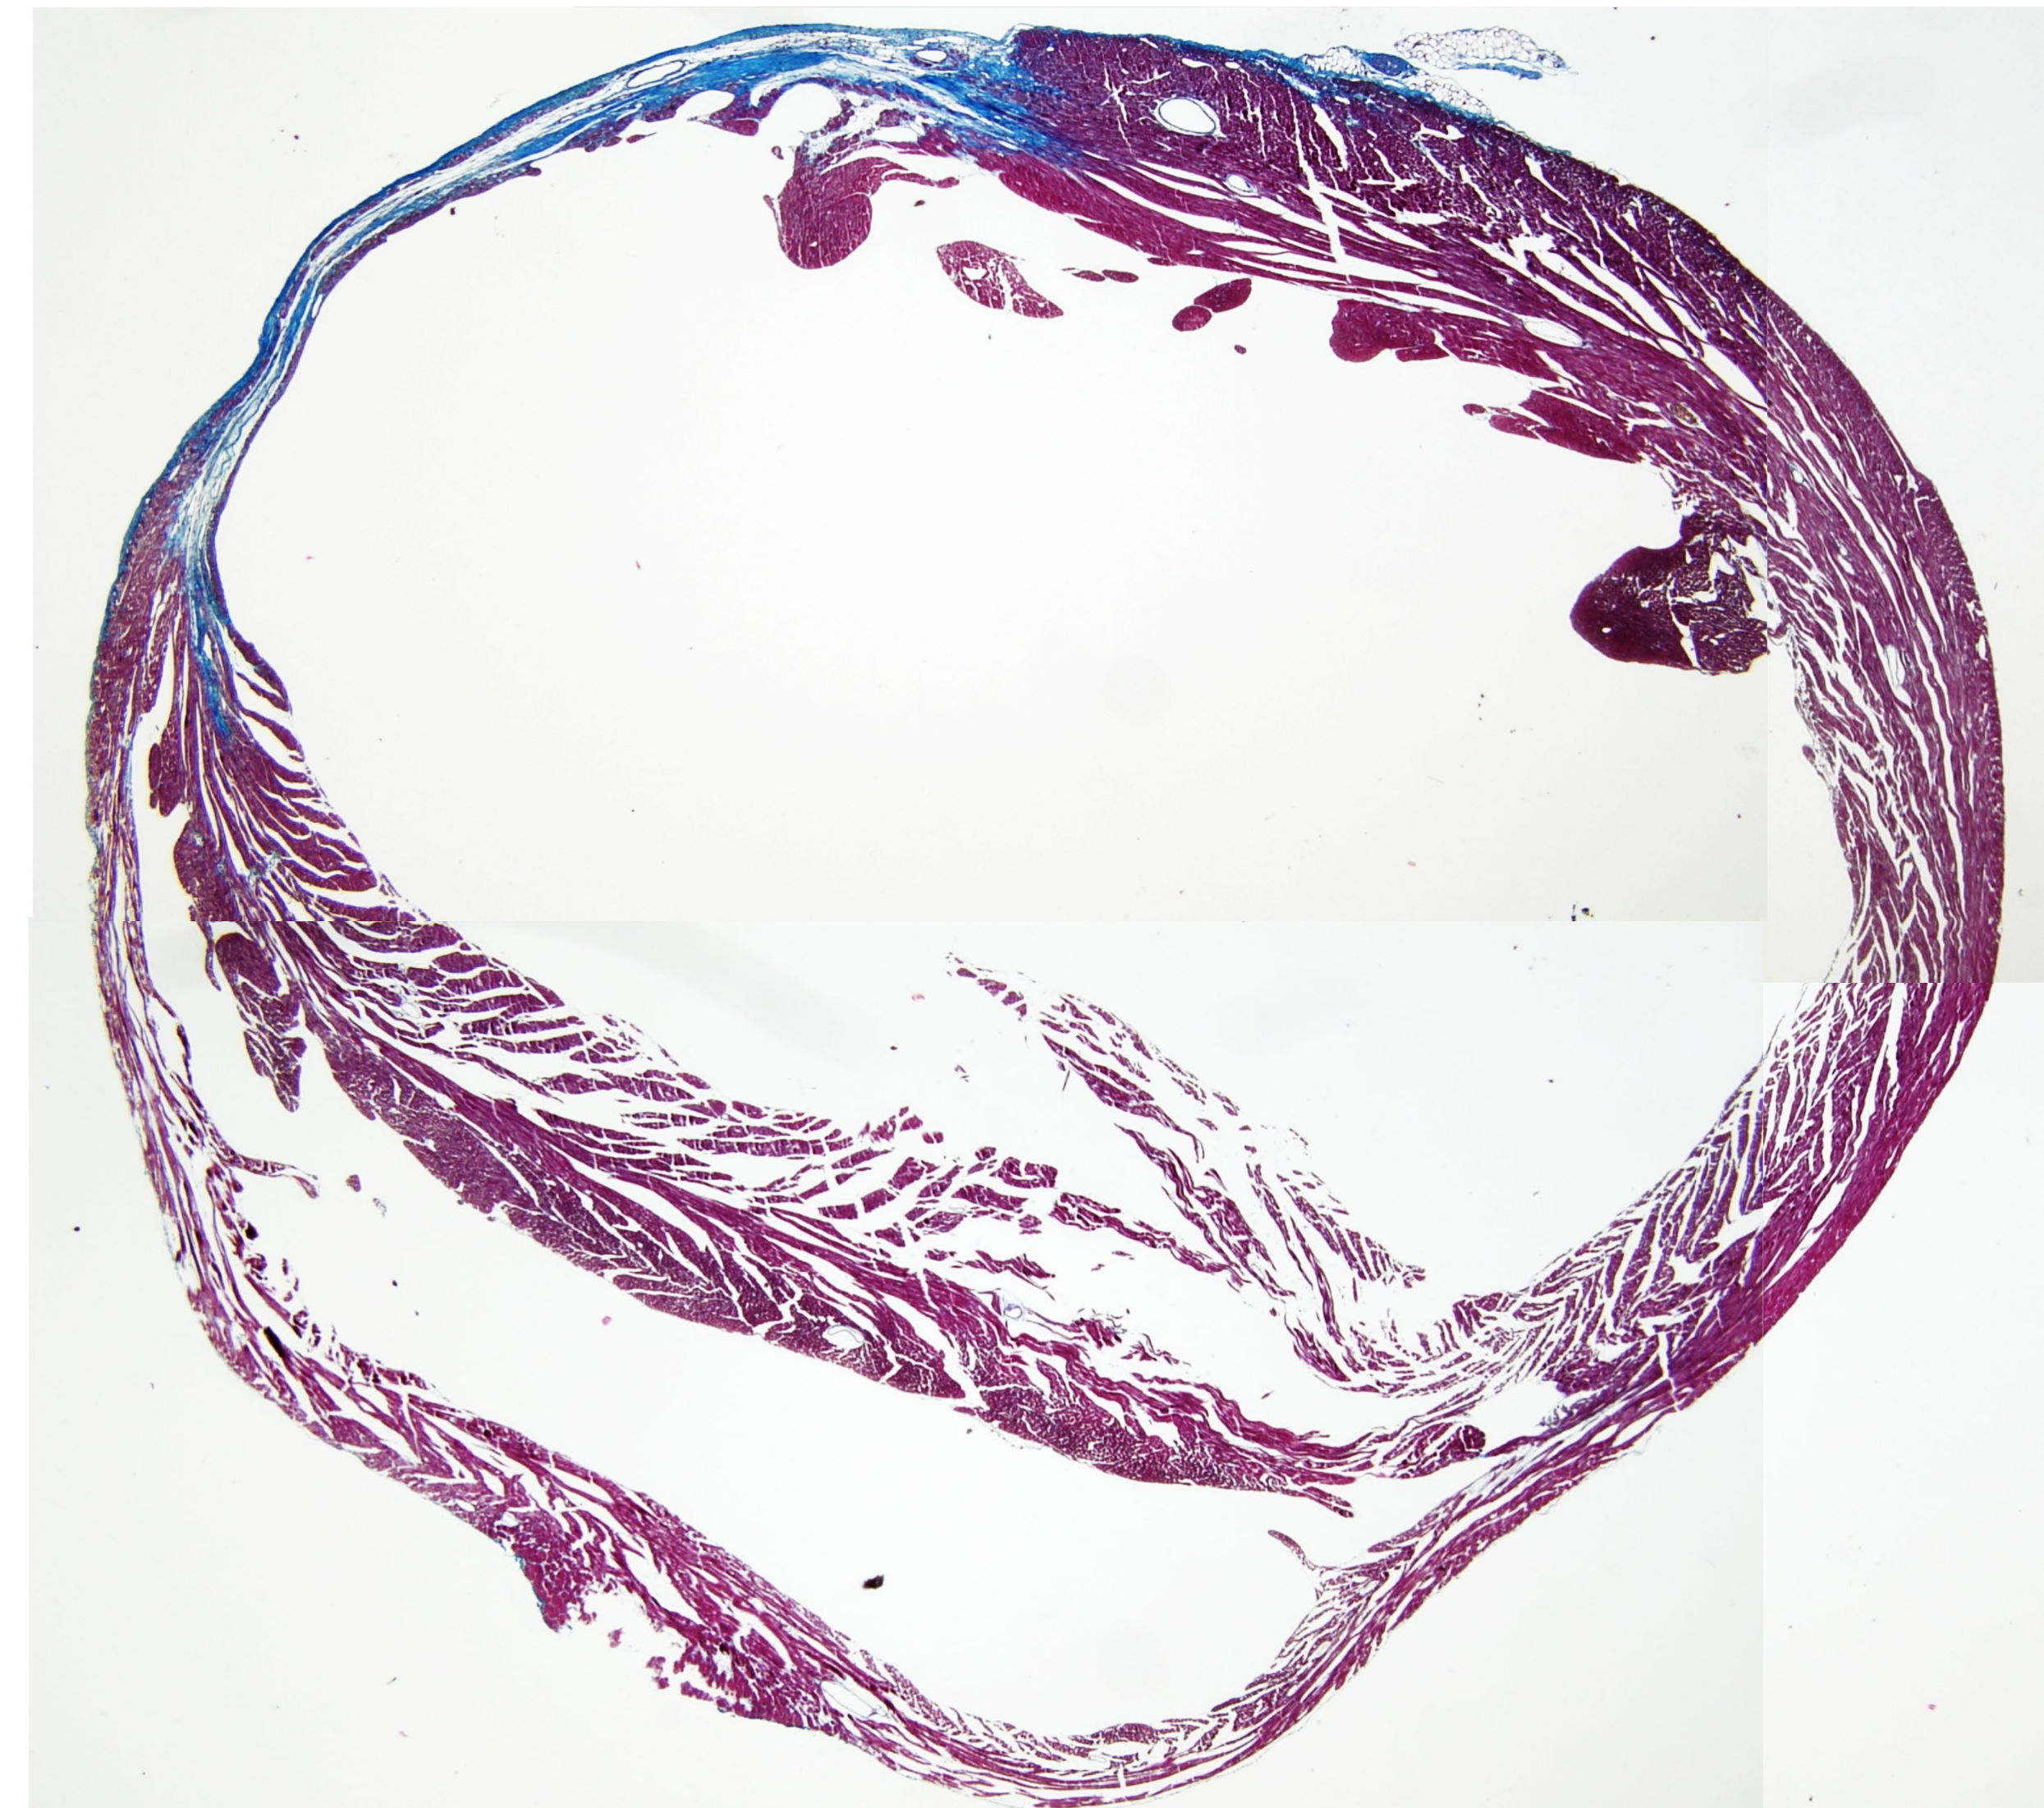

**FIG. S11**

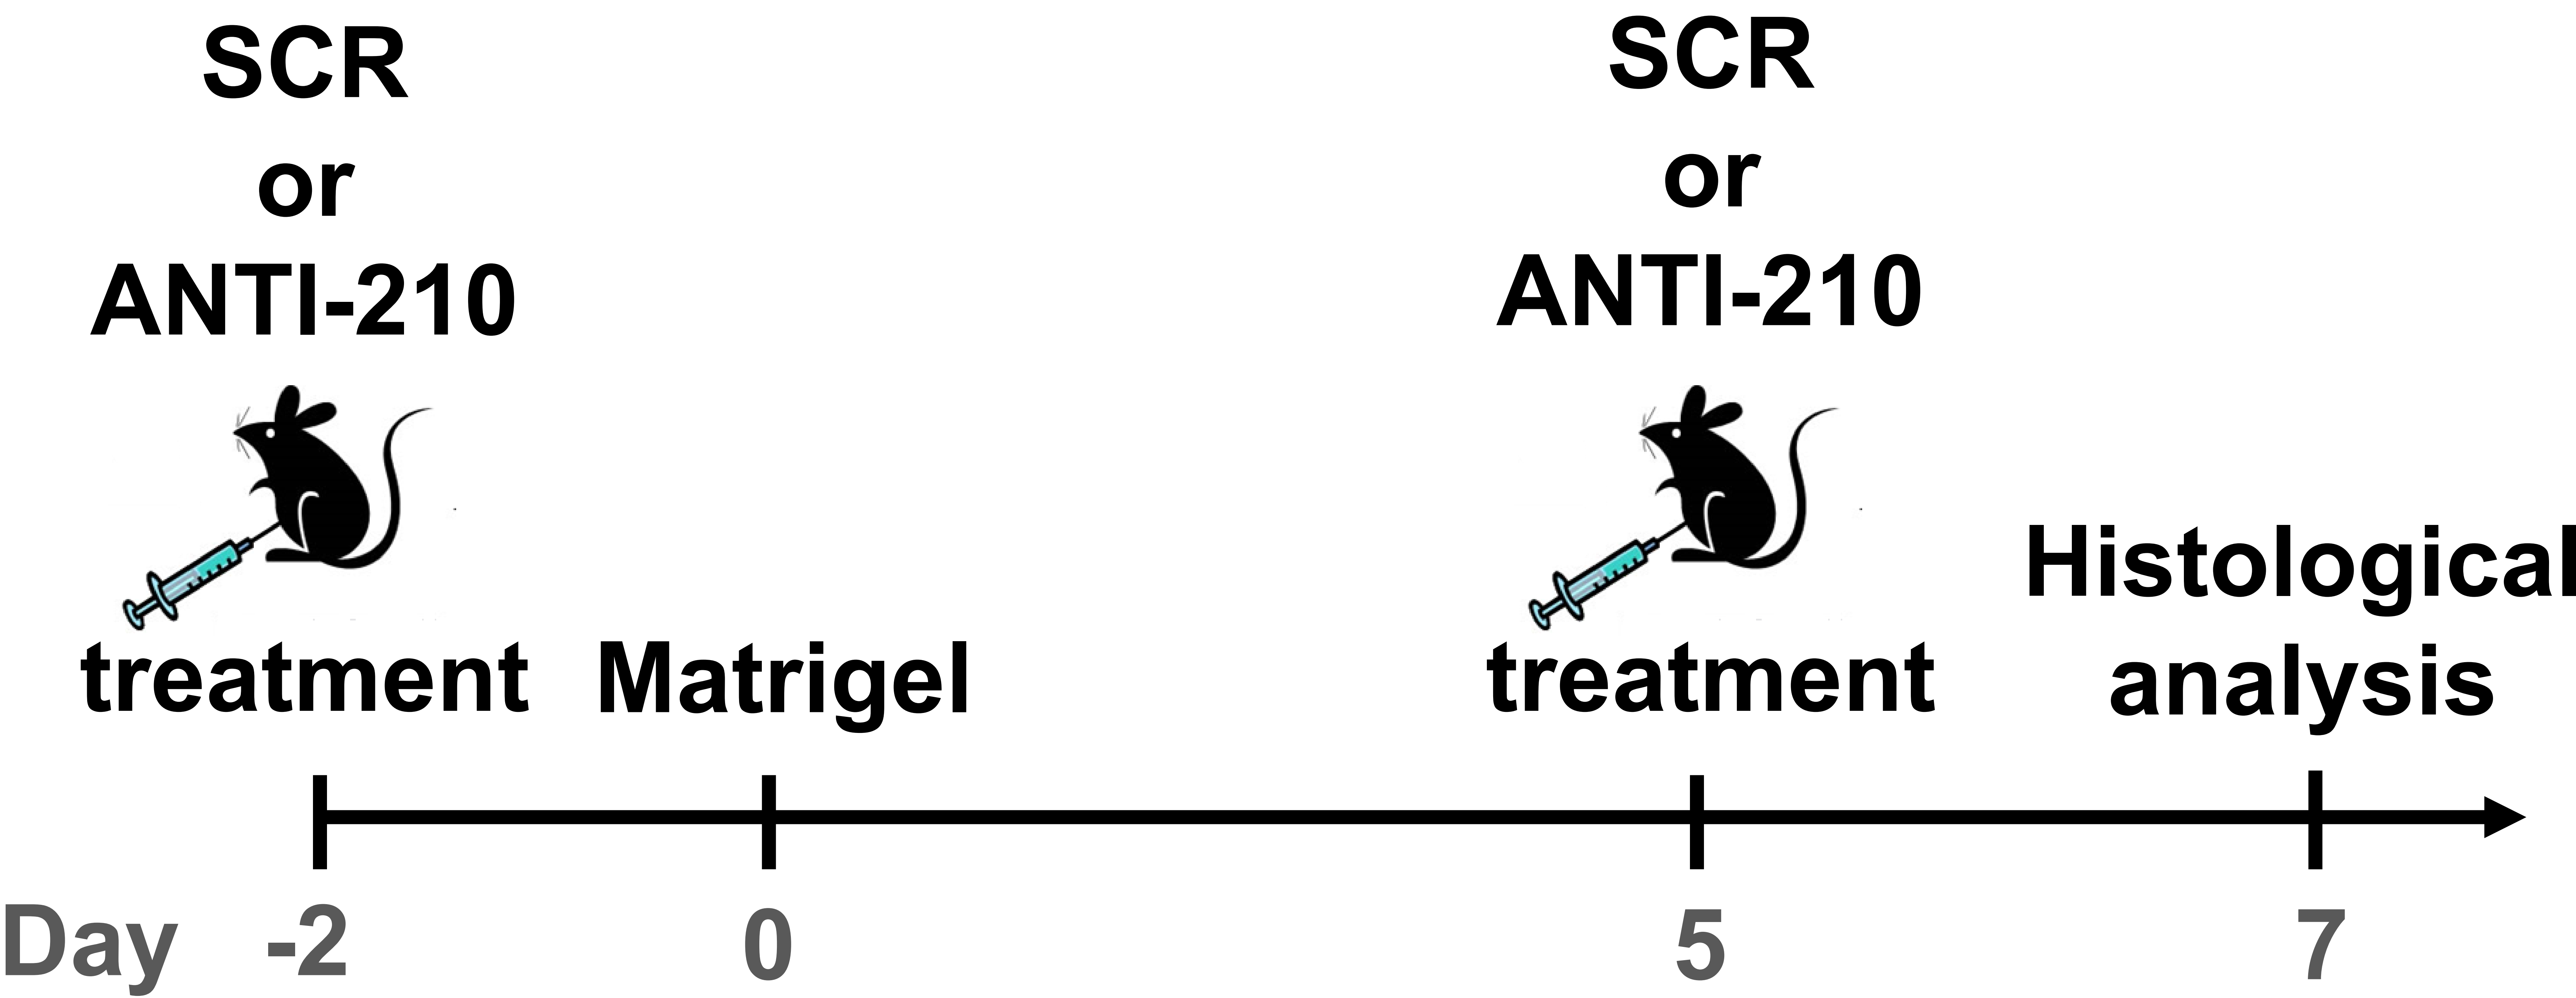

**FIG.S12**

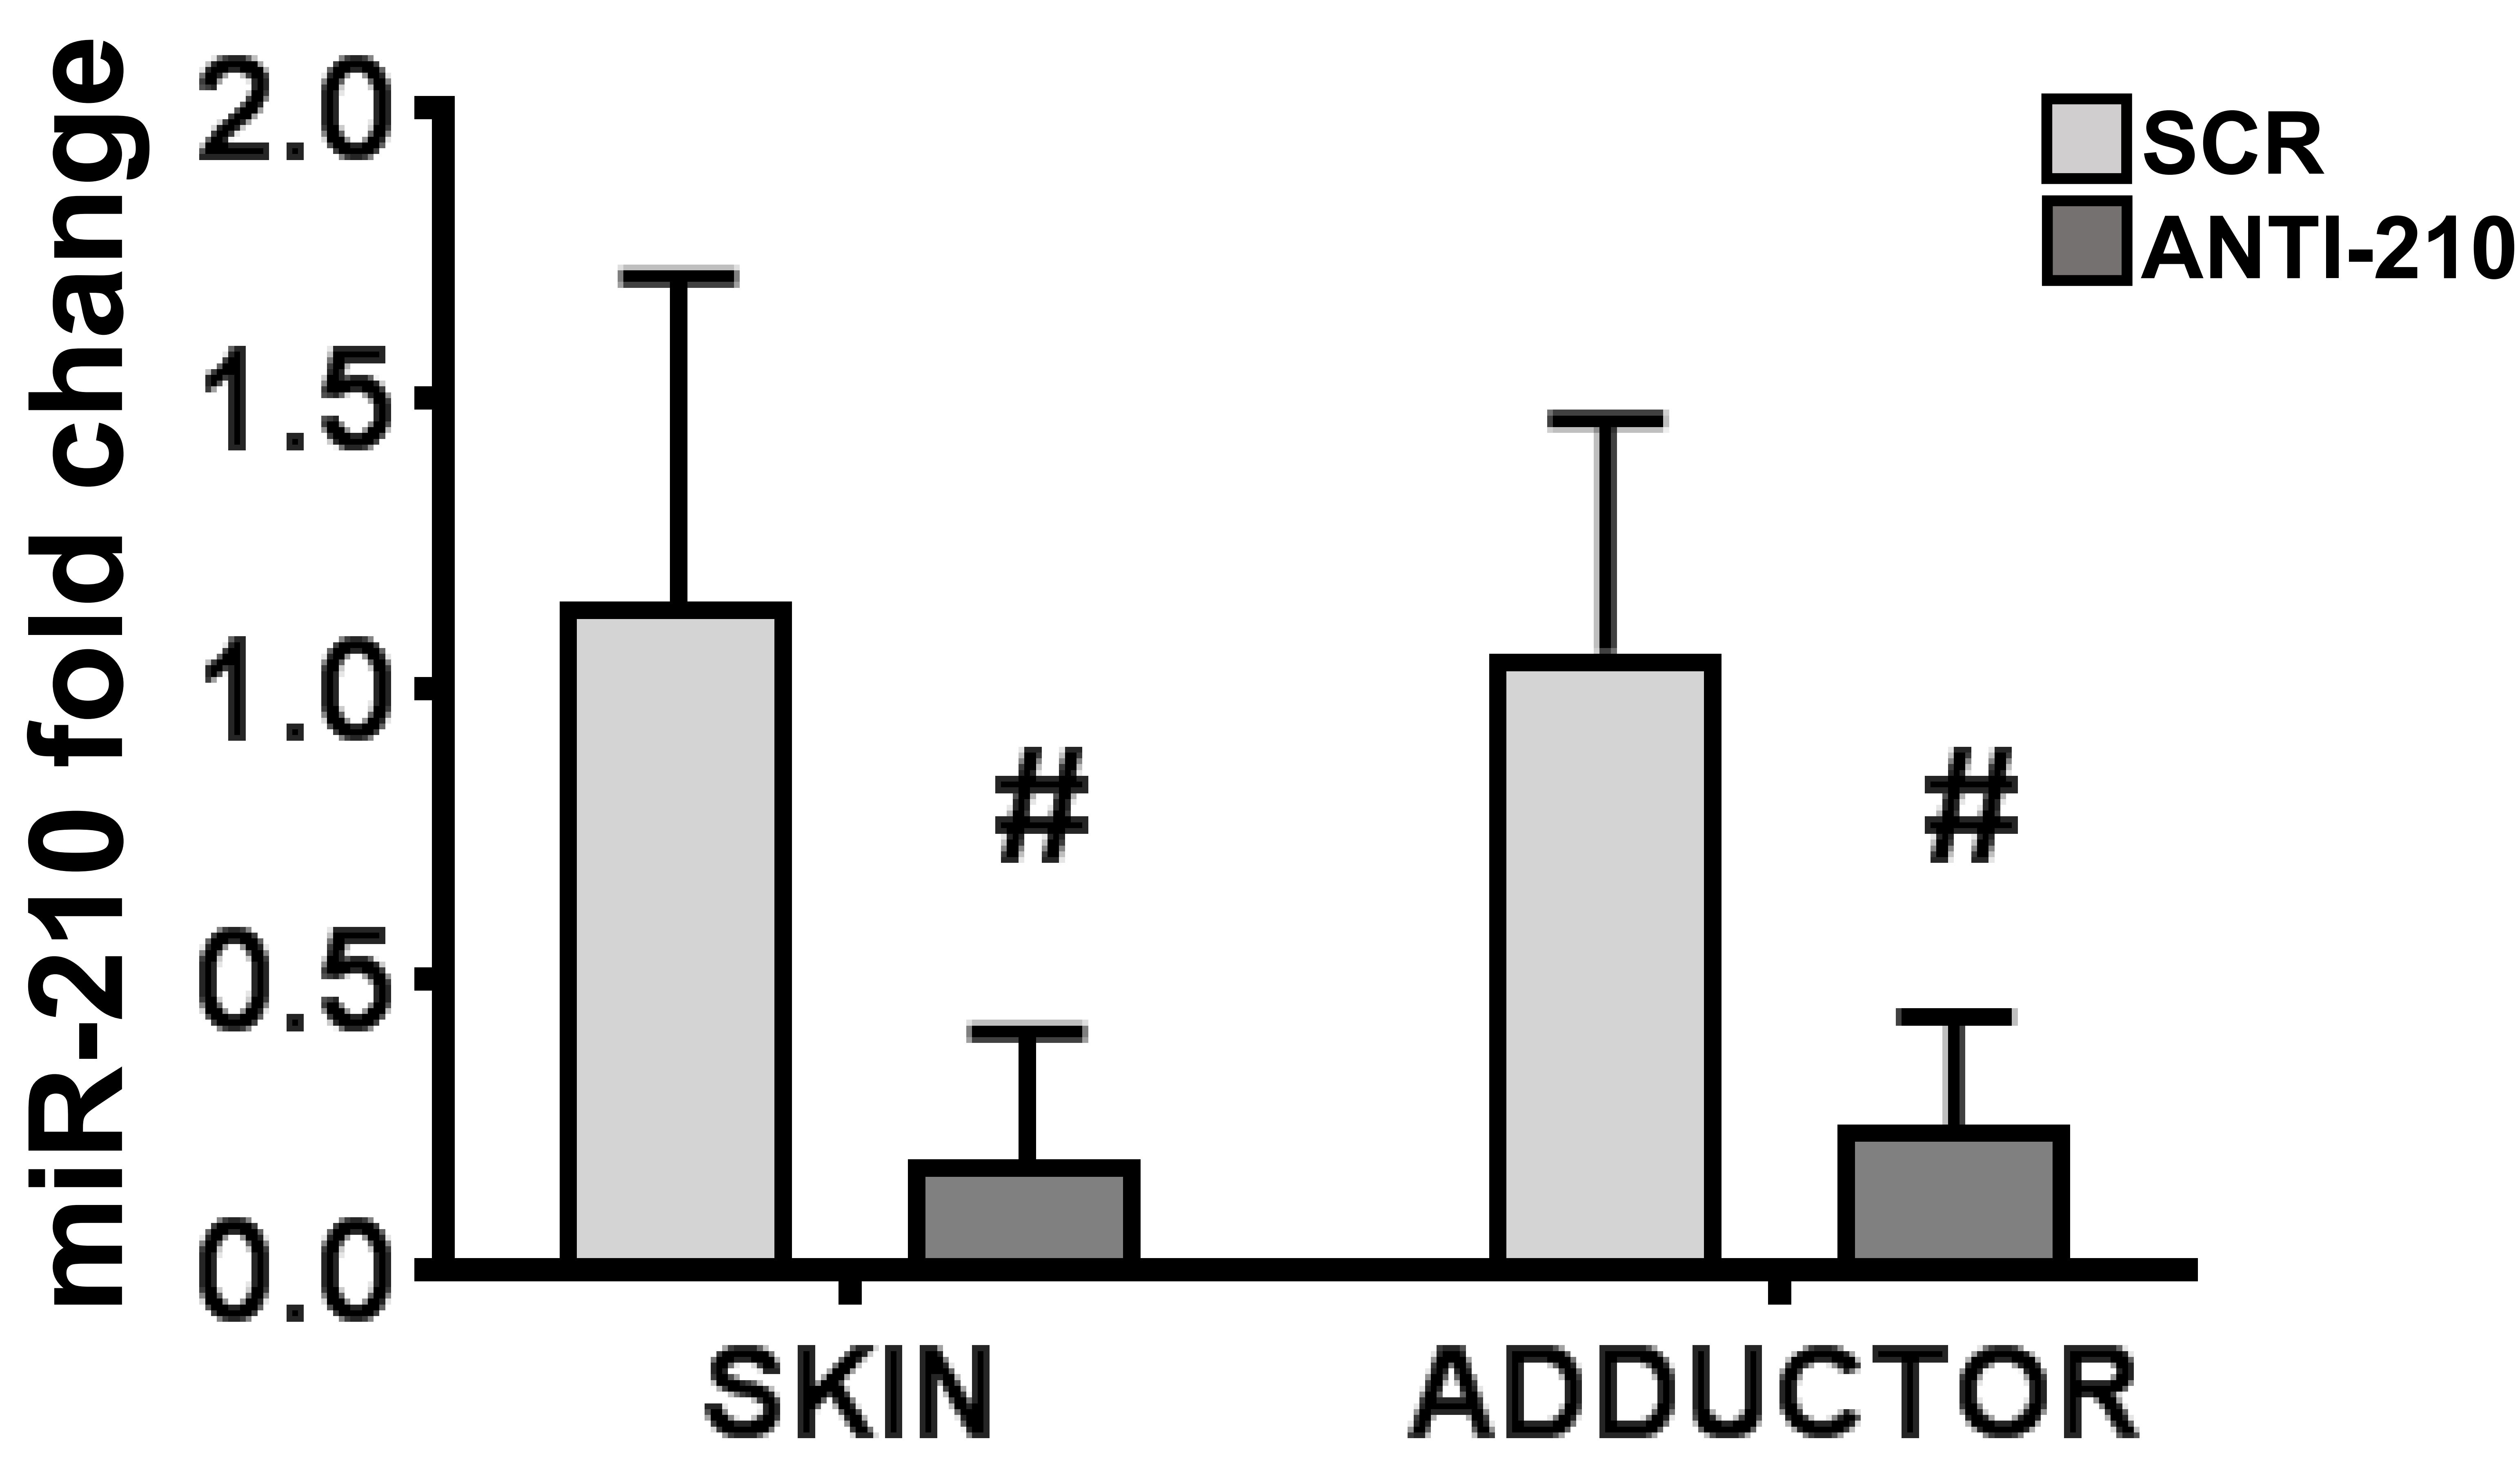

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

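The data are gene expression arrays of the ischemic gastrocnemius muscle of 22 mice, 11 treated with ANTI-210 and 11 with SCR, taken 7 days after the induction of hindlimb ischemia. Groups and replicate numbers were taken from the sample labels, and the group sizes match those the paper states. Each array holds the RNA of 1 mouse, so the mouse is the replicate. Other experiments of the paper (qPCR, histology, ultrasound measurement of perfusion) were not analysed here.

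The values deposited by the authors are on a log scale, taken here as log2, with 1 value per probe and array for 38563 probes. The methods state that the authors summarised the beads in GenomeStudio, quantile normalized the values and filtered them for expression and probe quality with beadarray; software versions and the thresholds of that filter are not given in the sources used here. The base of the logarithm is not stated in words, and log2 was taken because the values run from 4.35 to 15.4 on every array. After sorting, values of the same rank differed between arrays by at most 0.07, as quantile normalization leaves them. The table holds 0 further columns of values. Detection p-values were not used here, so a probe was called near the floor when its mean over all mice was under 6 on the log2 scale. Gene names come from the platform's annotation: 32093 probes carry 1 gene symbol, of which 32035 have an Entrez ID in the gene table used, with 0 symbols updated. Probes with several symbols or none were counted among the probes and not named.

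Differences are ANTI-210 minus SCR on the log2 scale, from limma 3.58.1 (lmFit and eBayes, without trend and not robust) in R 4.3.3, two-sided. An unadjusted p under 0.05 is the threshold the methods give for genes, their further ones applying to ontology terms, and counts after Benjamini-Hochberg adjustment are given beside it. For genes and gene lists, the probe with the highest mean over all mice stood for its gene. The genes named in the text are the 10 largest increases and the 10 largest decreases among genes past the unadjusted threshold (fewer than 20 genes passed after adjustment), every gene the paper names as measured, up to 4 members of each gene list with the smallest p, and the published miR-210 targets. Cilp2 and Comp, further probes of a gene, the other subunits of the AP-1 adaptor complex and a list of tendon genes were chosen after their values were seen. Rpl13, the reference gene of the qPCR, was not measured by the probes used.

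The paper's enrichment used ClueGO with gene ontology terms. No ontology was used here, and 36 gene lists with 900 memberships, 816 of them measured, stood in for it. The lists, the rule for named genes, the tests and the alternative settings were fixed before the data were examined, apart from those named as chosen later. The list of published miR-210 targets and the cell type lists rest on general knowledge of the field. A list's difference is the mean over its genes, per mouse, of the log2 value minus that gene's mean over all mice, compared between groups by a two-sided permutation test with 100000 resamples and adjusted over the lists. Members past the unadjusted threshold were counted in each direction, and their over-representation was tested with Fisher's exact test, one-sided, adjusted over the lists. Intervals of list differences are 95% intervals of the difference between group means. Within sets of replicate numbers exact permutation tests were used. A planned comparison of genes with and without a miR-210 seed match in the 3′ UTR was not run, because no transcript sequences were used, and a search for transcripts that match the oligonucleotides was not run for the same reason.

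The scripts were tested on simulated data drawn from the means and spreads of the 18524 genes with 11 mice per group. Of 68 genes given a difference of 0.25, 70.6% had an unadjusted p under 0.05 and 45.6% an adjusted one. For a difference of 0.5 (66 genes) these shares were 95.5% and 75.8%, and for a difference of 1 (66 genes) they were 100% and 90.9%. Among unchanged genes 4.73% had an unadjusted p under 0.05, and 4 passed after adjustment. A shift of 0.25 put into the endothelial list was recovered as 0.21 (adjusted permutation p = 3.60e-04), and 0 unchanged lists passed. The simulation used the means and spreads of genes and not their correlations. In the real data camera estimated a correlation of 0.25 within the endothelial list and 0.81 within complex I. The simulated list result therefore cannot tell how well shifts of such lists are found in the real arrays. The number of arrays and the dimness of many probes limit the precision.

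Alternative settings were quantile normalization again, cyclic loess and median centring of the deposited values; eBayes with trend and robust; array weights; a filter keeping the brighter probes, those at or above the median of all probe means; the mean of all probes of a gene; the replicate number as a block; the methods' t-test; the first principal component as a covariate; leaving out each mouse in turn; and, for lists, camera with an estimated correlation or a preset one of 0.01, fry, and genes divided by their SD. An offset before taking logs was planned for linear intensities and does not apply to these values. A block for the 2 sets of replicate numbers was added after seeing the data. Other splits of the mice into groups of 11 were drawn 100 times, the real split included. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for tables and figures.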

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

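The tests of the set of replicate numbers and of the other adaptor subunits for Ap1b1 and Ap1m1, the test of tendon genes and the redrawing of groups within numbers 4 to 11 were chosen after the results were seen; the other tests were chosen before their own results were seen. Chad (1.17), Cilp2 (0.57) and 5 interferon response and MHC class I genes stood out because they were higher with ANTI-210 and the paper does not discuss them.

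Ap1b1 and Ap1m1, 2 subunits of the AP-1 adaptor complex, were both lower with ANTI-210. The set of replicate numbers as the cause is argued against by the difference of Ap1b1 within numbers 4 to 11 (exact permutation p = 3.11e-04), where it had the smallest p of the 38563 probes from limma, as it did within numbers 1 to 3, which are other mice. A fall of all genes of the complex is argued against by a median difference of -0.028 over 6 other subunit genes (SD 0.03, from -0.09 to 0.0018), although 3 of the 6 lie near the floor of the array. An effect of miR-210 inhibition and an effect of the oligonucleotide through its own sequence on these transcripts both stay open and untested, since no alignment of the oligonucleotide to transcripts was analysed here, and the series text names the reagents LNA-GAPmers, which make RNase H cut the RNA they pair with, where the paper names them LNA inhibitors. ANTI-210 replicate 5 lay at 10.59 for Ap1b1 and 9.58 for Ap1m1, within the ranges of SCR mice (10.39 to 11.07 and 9.27 to 10.04), yet at 9.63 for Chad, 10.42 for Fmod and 5.73 for Cilp2, above the highest SCR mouse for each (9.08, 10.27 and 5.33), and without it Ap1b1 differed by -1.84.

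The increases of Chad, Fmod, Kera, Comp (0.59, unadjusted p = 0.0246), Cilp2, Angptl7 and Wif1 may reflect more tendon in some of the dissected muscles, since Chad, Fmod, Comp and Cilp2 are known from cartilage and tendon. A list of 8 other tendon genes differed by 0.16 (95% interval -0.02 to 0.34, permutation p = 0.0789; the smallest difference of the 7 was 0.57), with Prelp at 0.25 and Cpxm2, near the floor of the array, at 0.46 past the unadjusted threshold, and Ogn at 0.38, Mkx at 0.23, Tppp3 at 0.09, Scx at -0.13 and, near the floor, Thbs4 at 0.03 and Tnmd at -0.01 not past it. Because the list leaves out the 7 genes and 3 of its members lie near the floor, more tendon and a response of matrix genes to ANTI-210, which was not tested by itself, cannot be told apart, and a source whose amount varies from mouse to mouse would make the 7 genes vary together within groups: their median correlation was 0.331, above 91.6% of lists drawn at matched levels but below their 95th percentile of 0.426, which leaves this open too. Within numbers 4 to 11 the mean of the 7 genes differed by 0.62 (exact permutation p = 1.55e-04) and within numbers 1 to 3 by 1.12. These genes were picked over all mice, so this p is not free of that choice. Groups were also redrawn within numbers 4 to 11, with the 7 largest increases picked anew. Of 100 draws, the real one included, 41 had a mean there as large as the 0.60 of the real 7 largest. The median of the other draws was 0.56 and the highest 2.32. This count cannot decide about these 7 genes. Each draw picks its own genes by size, and not all of the real 7 largest are these 7. Each set holds both groups in equal numbers, so an offset between the sets shifts both alike. Whether the difference between the groups is confined to numbers 1 to 3 stays open. The genes were picked over all mice, so their own values within numbers 4 to 11 cannot decide it. There Chad differed by 1.18 (exact permutation p = 0.00249), Fmod by 0.60 (p = 0.00404) and Kera by 0.54 (p = 0.00715). Wif1 differed by 0.57 (p = 0.00730) and Cilp2, near the floor, by 0.51 (p = 7.77e-04). These p, like that of the mean of the 7 genes, are not free of the choice of genes. Singly Comp (0.30, exact permutation p = 0.361) and Angptl7 (0.65, p = 0.0785) did not pass within numbers 4 to 11.

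For 35 of the 36 gene lists the difference was larger within replicate numbers 1 to 3 than within numbers 4 to 11, a comparison of 3 mice against 3 with 8 against 8. On the first principal component the difference between the sets had a permutation p of 0.0571, so a chance allocation of more and less damaged muscles to the groups could account for it. Between-set differences passed an unadjusted p under 0.05 for 6 of 36 lists and an adjusted one for 0. With the first principal component as a covariate the counts were 1 and 0. Whether position on that component alone carries the pattern cannot be told apart from other causes by these counts, because no list passed after adjustment either way. Removing the component took the difference between the sets from 1.15 to 0.11 for extracellular matrix, 0.84 to 0.03 for proliferation and -0.56 to -0.02 for complex I. Endothelial (0.22 to 0.25) and nerve markers (0.41 to 0.48) kept theirs, with permutation p of 0.218 and 0.0600 after the removal. Macrophage markers turned from 1.06 to -0.28 (permutation p = 0.0297, adjusted p = 0.896). Immediate early genes went from -0.0082 to -0.29 (permutation p = 0.276). A difference between batches of arrays, chips or mice stays open, since neither the labels nor the paper's text names one.

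Other splits of the 22 mice into groups of 11, 100 with the real one, tested whether chance can be excluded. They were drawn over all mice and not balanced over the 2 sets of replicate numbers, as the real groups are. Splits with unequal shares of the sets can therefore also count differences between the sets. Against these splits chance cannot be excluded for the 1316 probes with an unadjusted p under 0.05 (34 splits as large, highest other 10887) or the 642 genes (33 splits, highest other 6336). Nor can it be for the 7 endothelial markers (8 splits, highest other 10) or the 5 interferon genes (8 splits, highest other 20). For the 2 probes past adjustment, 2 of the 100 splits had as many, the real one included, and the other had 16. This makes chance unlikely there without excluding it. For the 4 qPCR genes (4 splits, highest other 11) the splits leave it open, since the study chose this list on these samples and the other splits had no such choice. Splits that call several times the real count point to a structure of the samples: the probe count and the difference on the first principal component had a Spearman correlation of 0.58 over the splits, and 53 splits had a larger difference on that component than the real one.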

How the results depend on the processing

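The block for the 2 sets of replicate numbers was added after seeing the data, and all other settings were planned. Where a value below moved, the cause was not tested unless the setting itself removes probes or mice. The settings were compared over 78 genes, 45 past an unadjusted p under 0.05. The miR-210 targets listed by name alone and the list of other tendon genes were not among them. Of the results 2313 kept their direction and their side of that threshold, and 165 in 23 genes kept the direction and missed it. Another 67 in 18 genes came to pass it, and 22 in 5 genes changed sign. Leaving out 1 mouse turned the sign of a list difference in 42 cases, left it in 750 and brought no list past the adjusted threshold. Signal near the floor limits what can be seen in dim genes: at least 658 of the 1316 probes past the threshold had a mean under 6 on the log2 scale.

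A list counts as over-represented where Fisher's exact test of its members past the unadjusted threshold, against all other genes, had an adjusted p under 0.05: the endothelial (0.00101), interferon (0.0145) and qPCR lists (0.0145) were. The test takes genes as independent, which genes of 1 tissue are not, and camera with an estimated correlation gave these lists adjusted p of 0.286, 0.323 and 0.286. With array weights 3628 probes and 1920 genes had an unadjusted p under 0.05, 6 probes passed after adjustment, and the counts of extracellular matrix genes and macrophage markers came to 11 and 9, over-represented. After the filter on dim probes 492 probes and 282 genes passed, fewer being tested, and neutrophil markers differed by 0.010. With the first principal component as a covariate 2298 probes and 1215 genes passed, as did 5 smooth muscle and pericyte markers and 9 extracellular matrix genes, both over-represented. In the main setting camera with an estimated correlation gave adjusted p of 0.766 for extracellular matrix, 0.825 for macrophage markers and 0.286 for smooth muscle and pericyte markers. List differences that changed sign with the first principal component as a covariate were -0.0021 for cell migration, 0.034 for complex I and 0.021 for complexes II to V. Those of the TCA cycle (0.030), fatty acid oxidation (0.016), glycolysis (0.036) and hypoxia response (0.025) did so too. Satellite cell markers (-0.024) and ribosomal proteins (-0.017) changed sign as well. Genes that did in this setting were Mdh1 (0.039), Vegfa (0.13), Hif1a (-0.058) and Ndufa4 (0.069). With cyclic loess hypoxia response differed by 0.0046 and neutrophil markers by 0.0042. With the methods' t-test 5 endothelial markers, 3 qPCR genes and 4 interferon genes passed, and with the mean of all probes of a gene 3 qPCR genes; none of these lists was then over-represented. In the other settings the probe count ran from 1247 to 1458 and the gene count from 558 to 717. The block for the sets of replicate numbers gave 1458 probes and 717 genes, 0 list differences past adjustment, and the endothelial, qPCR and interferon lists over-represented (0.0409, 0.0355 and 0.0355).

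Replicate numbers did not pair the mice: the correlation of deviations between mice of the same number was over 0.1 in 4 of 11 pairs, from -0.66 to 0.64, and 2 of 22 arrays correlated best with their own number. With the replicate block 1 probe passed after adjustment, and 5 endothelial markers, 3 qPCR genes and 3 interferon genes passed the unadjusted threshold, none of them over-represented.

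For list differences camera with the preset correlation of 0.01 gave p of 0.00509 for angiogenic ligands and receptors, 1.51e-10 for endothelial markers, 1.77e-08 for extracellular matrix, 0.0123 for cell proliferation, 0.00982 for mitochondrial organization, 5.50e-04 for the mitochondrial ribosome, 0.00587 for inflammatory genes, 4.15e-05 for macrophage markers, 0.00863 for lymphocyte markers and 2.66e-14 for interferon genes. These 10 lists passed after adjustment; with an estimated correlation 0 of 36 did, with a smallest adjusted p of 0.199. The direction turned, far from the threshold, for glycolysis (p = 0.696), hypoxia response (p = 0.918) and mature fibre markers (p = 0.907) with the preset correlation, for the same lists with an estimated one (p = 0.846, 0.958 and 0.966), and with fry for glycolysis (p = 0.966) and mature fibre markers (p = 0.904). With each gene divided by its SD glycolysis differed by 0.016 and mature fibre markers by -0.031. The qPCR list passed with fry (p = 1.95e-06, adjusted p = 7.03e-05) and with each gene divided by its SD (-0.18, adjusted p = 0.0396), but not with an estimated correlation (adjusted p = 0.286), and its mean over the 13 genes other than Ap1b1 was 0.0071.

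When 1 mouse was left out in turn, the probe count ran from 1110 to 1792, the gene count from 519 to 874 and the adjusted probe count from 2 to 3. List differences ran from -0.11 to 0.021 for complex I, -0.084 to 0.016 for complexes II to V, -0.12 to 0.021 for the TCA cycle, -0.16 to 0.00034 for fatty acid oxidation, -0.061 to 0.034 for glycolysis, -0.039 to 0.022 for hypoxia response, -0.032 to 0.022 for stress response, -0.032 to 0.030 for neutrophil markers, -0.054 to 0.066 for mature fibre markers and -0.013 to 0.064 for ribosomal proteins. Of 26 lists whose sign held, 18 moved by over 1.5 times without some mouse, among them cell adhesion (0.028 to 0.12), migration (0.029 to 0.17), proliferation (0.051 to 0.23), inflammatory genes (0.041 to 0.23), macrophage (0.19 to 0.47), satellite cell (0.012 to 0.20) and epidermis markers (0.015 to 0.27). Differences ran from -0.23 to 0.053 for Mdh1, -0.18 to 0.15 for Vegfa, -0.037 to 0.14 for Hif1a, -0.017 to 0.0067 for Efna3 and -0.20 to 0.015 for Ndufa4. Genes that kept their sign also moved, among them Egf (-0.46 to -0.08), Fgf1 (-0.49 to -0.05), Col3a1 (0.09 to 0.42) and Cxcl9 (0.28 to 0.79). Endothelial markers past the threshold ran from 4 to 8, and their over-representation was lost without SCR replicate 1 or 6 or ANTI-210 replicate 1, 7 or 10. The qPCR count ran from 3 to 4, and its over-representation was lost in 12 of 22 cases, without SCR replicate 1, 4, 5, 6, 9 or 11 or ANTI-210 replicate 1, 2, 3, 7, 10 or 11. The interferon count ran from 3 to 12, and its own was lost in 15 of 22, without SCR replicate 1, 2, 3, 4, 5, 9, 10 or 11 or ANTI-210 replicate 1, 3, 4, 7, 8, 9 or 11. The highest values of the complex I, complexes II to V, TCA cycle and fatty acid oxidation lists were those without ANTI-210 replicate 11. The adipocyte count ran from 0 to 3, over-represented without SCR replicate 11 (adjusted p = 0.771 from camera with an estimated correlation over all mice).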

Differences from the paper's values

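The number of mice per group, 11, is the same in the paper and in the labels, and the paper states no count of differentially expressed genes to set beside the counts here. The supplementary figures with the ontology terms and the qPCR values were not used here, and the gene lists are not ontology terms.

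The paper names terms of cell adhesion, migration and proliferation among the categories of its differentially expressed genes. In the lists used here, 0 of 36 adhesion, 0 of 23 migration and 0 of 35 proliferation genes had an unadjusted p under 0.05 from limma; with array weights 3, 1 and 2 did, with the first principal component as a covariate 3, 1 and 3. For the paper's angiogenesis terms, 7 of 27 endothelial markers and 3 of 37 angiogenic ligands and receptors passed, with Tek counted in both. All of them were higher with ANTI-210, while the paper reports lower capillary and arteriolar length density with ANTI-210 on day 7. Whether the levels of these genes follow vessel density was not tested. For the paper's mitochondrial terms 2 of 38 genes of mitochondrial organization passed, both lower.

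The legend of Figure S7 calls the genes measured by qPCR differentially expressed. On the arrays 4 of the 14, Ap1b1, Ap1m1, Flvcr1 and Fzr1, had an unadjusted p under 0.05; with array weights 6 did, with the first principal component as a covariate 6. These counts take the brightest probe of each gene, and 2 dimmer probes of Cited2 also passed, at -0.42 (p = 0.0285) and -0.36 (p = 0.0341), as did the mean of its probes (p = 0.0486). The paper states that none of the miR-210 targets established in its references was significantly deregulated. Here 0 of 26 had an unadjusted p under 0.05, and 2 did with array weights. With cyclic loess, with eBayes with trend and robust, with the methods' t-test and with the mean of all probes 1 did. When 1 mouse was left out in turn, the count ran from 0 to 2.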

Other observations

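All relations below were chosen after the values were seen. Macrophage markers ran from -1.47 in SCR replicate 11 to 1.37 in SCR replicate 6 around their mean, and genes of oxidative phosphorylation complex I ran from -0.69 in SCR replicate 6 to 0.34 in ANTI-210 replicate 6. Muscles with higher macrophage markers had lower complex I genes (Pearson r = -0.91, Spearman's rho = -0.91, n = 22 mice) and higher markers of satellite cells and regenerating fibres (r = 0.97, rho = 0.93) and of proliferation (r = 0.93, rho = 0.85). Extracellular matrix genes ran against complex I genes as well (r = -0.93, rho = -0.88). For each of these 4 relations the permutation p of both coefficients was 1e-05, the smallest that 100000 resamples give, also after adjustment over the 4.

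Without the 2 mice farthest from the median of the first measure, r was -0.89, 0.96, 0.90 and -0.91 in the order given. Within replicate numbers 1 to 3 (6 mice) it was -0.99, 0.96, 0.98 and -0.98, and within numbers 4 to 11 (16 mice) -0.90, 0.97, 0.94 and -0.93. Macrophage markers and complex I genes had an r of -0.91 among SCR mice and -0.93 among ANTI-210 mice. Satellite cell markers ran from -1.01 in SCR replicate 11 to 0.92 in SCR replicate 7, and proliferation genes from -0.65 in SCR replicate 11 to 0.96 in SCR replicate 6. Values are means over a list's genes on the log2 scale, each gene relative to its mean over all mice; quantile normalization fixes the distribution of values on every array, so lists on 1 array are not independent of each other.

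Ap1b1 and Ap1m1 varied together within the SCR mice (Pearson r = 0.97, permutation p = 1e-05, the smallest that 100000 resamples give, adjusted p = 2e-05 over the 2 groups; Spearman's rho = 0.95, p = 6e-05, adjusted p = 1.20e-04; n = 11). There r was 0.98 without the 2 mice farthest from the median of Ap1b1, 0.97 within numbers 4 to 11 (8 mice) and 0.95 with the first principal component removed. Within the ANTI-210 mice r was 0.74 (permutation p = 0.00274, adjusted p = 0.00274) and rho 0.70 (p = 0.0193, adjusted p = 0.0193; n = 11), with 0.70 within numbers 4 to 11 and 0.80 with the first principal component removed. Without the 2 mice farthest from the median r was 0.35 there, so this relation rests on those mice. Each set of numbers 1 to 3 holds 3 mice per group, too few for a correlation.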
